# Gene Resistance to Transcriptional Reprogramming following Nuclear Transfer Is Directly Mediated by Multiple Chromatin-Repressive Pathways

**DOI:** 10.1016/j.molcel.2017.01.030

**Published:** 2017-03-02

**Authors:** Jerome Jullien, Munender Vodnala, Vincent Pasque, Mami Oikawa, Kei Miyamoto, George Allen, Sarah Anne David, Vincent Brochard, Stan Wang, Charles Bradshaw, Haruhiko Koseki, Vittorio Sartorelli, Nathalie Beaujean, John Gurdon

**Keywords:** transcriptional reprogramming, oocyte, xenopus, nuclear transfer, resistance, epigenetic, chromatin

## Abstract

Understanding the mechanism of resistance of genes to reactivation will help improve the success of nuclear reprogramming. Using mouse embryonic fibroblast nuclei with normal or reduced DNA methylation in combination with chromatin modifiers able to erase H3K9me3, H3K27me3, and H2AK119ub1 from transplanted nuclei, we reveal the basis for resistance of genes to transcriptional reprogramming by oocyte factors. A majority of genes is affected by more than one type of treatment, suggesting that resistance can require repression through multiple epigenetic mechanisms. We classify resistant genes according to their sensitivity to 11 chromatin modifier combinations, revealing the existence of synergistic as well as adverse effects of chromatin modifiers on removal of resistance. We further demonstrate that the chromatin modifier USP21 reduces resistance through its H2AK119 deubiquitylation activity. Finally, we provide evidence that H2A ubiquitylation also contributes to resistance to transcriptional reprogramming in mouse nuclear transfer embryos.

## Highlights

• Identification of genes resistant to direct transcriptional reprogramming
• Determination of resistant gene sensitivity to 11 chromatin modifier combinations
• USP21 removes resistance through its H2AK119 deubiquitylation activity
• USP21 improves the reprogramming of gene expression in two-cell-stage mouse embryos

## Introduction

Complete nuclear reprogramming is an inefficient process, irrespective of the procedure used (Gurdon, 1960, Pereira et al., 2008, Takahashi and Yamanaka, 2006). The resistance to reprogramming is thought to come from the cellular mechanisms that ensure the stability of the differentiated state. Understanding how the differentiated state of a cell resists reprogramming is key to our ability to improve the reprogramming procedure. Importantly, disruption of cell identity can account for a large part in the development of many diseases and in aging (Roy and Hebrok, 2015, Sun et al., 2014). Therefore, analysis of resistance to nuclear reprogramming provides a unique opportunity to identify the stabilization mechanisms that are perturbed in these situations.

Previous work has indicated that resistance to reprogramming is partly linked to failure in gene activation. Numerous studies have shown that the epigenetic configuration of somatic nuclei can constitute a barrier to reprogramming (Cheloufi et al., 2015, Mansour et al., 2012, Matoba et al., 2014, Mikkelsen et al., 2008, Onder et al., 2012, Soufi et al., 2012). However, because of the multiple cellular processes occurring at once in reprogramming, a clear picture is lacking on (1) how directly the epigenetic configuration of a gene will affect its reactivation and (2) how multiple epigenetic marks regulate reactivation at a single-gene level. We have recently described a nuclear transfer procedure in which mouse nuclei are transcriptionally reprogrammed toward an oocyte type of transcription (Jullien et al., 2014). Importantly, this transcriptional reprogramming is directly mediated by *Xenopus* oocyte factors and in the absence of cell division. Here, using this direct assay, we first identify genes that are resistant to transcriptional reprogramming. Increased expression of these genes upon interference with the chromatin status of transplanted nuclei reveals how resistance is achieved on a single-gene basis. As a result, classes of resistant genes are identified. At a single-gene level, we describe cases of neutral, adverse, or synergistic effect of a combination of chromatin modifier expression on transcription. We further demonstrate that, in the case of USP21, the effect on resistance removal can be attributed to the deubiquitylation of H2AK119 from transplanted chromatin. Finally, we provide evidence that resistance to transcriptional reprogramming following nuclear transfer to egg can also be alleviated by USP21 expression.

## Results

### Identification of Genes Resistant to Transcriptional Reprogramming

Mammalian nuclei transplanted to *Xenopus* oocyte are reprogrammed from a somatic to an oocyte type of transcription (Jullien et al., 2014). In the context of such a genome-wide change in transcription, the proportion of genes that resist the reprogramming activity of the oocyte is unknown. To identify such genes, we have compared the reprogramming of mouse embryonic stem cell nuclei to that of fibroblast nuclei transplanted to oocytes (Figure 1A). In this experimental setup, we can compare the transcription from two types of transplanted chromatin exposed to the same oocyte factors. To label RNAs produced after transplantation, we injected BrUTP to the oocyte 2 hr after nuclear transfer (Jullien et al., 2014). At 48 hr after nuclear transfer, labeled RNAs were immunopurified and subjected to RNA sequencing (RNA-seq) analysis. 

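The RNA-seq values analysed here came from 6 libraries: 2 of oocytes that received ESC nuclei (ES-NT), 2 of oocytes that received MEF nuclei (MEF-NT) and 2 of oocytes that received MEF nuclei without BrUTP. BrUTP is a brominated nucleotide that is built into RNA made after its injection, and an antibody then captures the labeled RNA. The nuclei came from ESCs grown in 2i and LIF and from p53-deficient MEFs. About 250 nuclei were injected into the germinal vesicle of each oocyte, BrUTP followed 2 h later, and RNA was collected 48 h after transfer. The 2 replicates came from different batches of oocytes and of donor cells. The paper gives 32 oocytes per library, and the sample labels give 16. The authors trimmed the single reads, aligned them with bwa to a joined mouse (build mm9) and X. laevis genome, kept the reads assigned to mouse, counted them over RefSeq exons, and divided by the total reads and the transcript length. The files hold the resulting RPKM (reads per kilobase of transcript, scaled to the total of mapped reads) for 25650 transcripts and for the membrane GFP whose plasmid was injected with the nuclei to mark successful transfers, and they hold no counts. The depth was therefore derived from the values. For each transcript the RPKM values were whole multiples of what 1 read is worth, which gave the ratio of total reads between libraries, and the total behind the values of MEF-NT replicate 1 in Table S1, 3583589 reads, set the scale. The totals were 972642 and 1012013 reads for ES-NT, 3583589 and 1800877 for MEF-NT, and 18832 and 79251 without BrUTP. For ES-NT replicate 2 the paper lists a total of 3203115 reads, so the values used here are not the ones it lists. On a transcript of 1 kb, 1 read was worth 1.03 and 0.988 RPKM in the ES-NT replicates and 0.279 and 0.555 RPKM in the MEF-NT replicates. GFP took 18.7% and 33.0% of the reads in ES-NT, 47.7% and 13.2% in MEF-NT, and 9.64% and 11.3% without BrUTP. Since these reads are part of the total, RPKM of all other transcripts is lower where GFP took more. The lane numbers in the column headings were 6 and 7 for ES-NT, 8 and 6 for MEF-NT, and 6 and 8 without BrUTP, too few libraries per lane to compare the groups within a lane. Groups were compared with limma on log2(RPKM + 1), over transcripts with RPKM above 1 in both samples of at least one of the groups compared, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. A fold change on this scale understates the change of transcripts with low RPKM.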

Such procedure excludes somatic cell transcripts carried over during nuclear transplantation, and, therefore, it focuses our analysis exclusively on oocyte factor-mediated transcription. 

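Pearson's r of log2(RPKM + 1) was calculated between all pairs of the 6 libraries, over the 20534 transcripts with a value above 0 in at least 1 of them. It is a correlation across transcripts, which are not independent replicates. Between libraries without and with BrUTP, r was 0.332 ± 0.061 (mean ± SD over the 8 pairs, range 0.249 to 0.396). Among the 4 libraries with BrUTP it was higher in every pair, with a mean of 0.724 and a range of 0.679 to 0.762. The 2 libraries without BrUTP correlated with each other at 0.283 only. Hierarchical clustering on these correlations, cut into 2 branches, set replicate 1 without BrUTP apart from the other 5 libraries. Cut into 3 branches, it gave replicate 1 without BrUTP, replicate 2 without BrUTP, and the 4 libraries with BrUTP as separate branches. The libraries without BrUTP held 18832 and 79251 reads against 972642 or more with BrUTP, and transcripts were detected above 0 for 4207 and 5190 of the 25650 transcripts against 16292 to 17201. Of the other settings tried, leaving out replicate 2 without BrUTP moved the correlation between libraries without and with BrUTP the furthest, to 0.277. From the separation of the 2 kinds of library in the clustering, the paper concludes that BrUTP injection allowed labeled RNA to be purified.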

Hierarchical clustering of gene expression confirmed that the BrUTP injection allowed the purification of labeled RNAs, as the samples injected with BrUTP clustered away from the control samples generated without BrUTP (Figure S1A).

Transplanted embryonic stem cell (ESC) nuclei share a large number of transcribed genes with fibroblasts (gray dots, 13,827 genes; Figure 1B; Table S1). 

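In the comparison of MEF-NT with ES-NT, 14183 transcripts passed the filter of RPKM above 1 in both replicates of at least one of the 2 types of nuclei. Above 0, each library detected between 16292 (ES-NT replicate 1) and 17201 transcripts (MEF-NT replicate 2). None of the 14183 differed at an FDR of 0.05 in the main fit, so all 14183 counted as similarly expressed. The smallest adjusted p from limma was 0.0856. In reads simulated at the depth of these libraries, the same test recovered 1.25% of log2 changes of 2 and 82.8% of those of 4. The absence of calls thus leaves changes of the smaller size open. It does not exclude those of the larger size either. Trap1a and Otx2, with log2 fold changes of -4.41 and -4.42, were not called. With no change put in, the simulation gave 35.8 calls on average, where the data gave none, so its spread may differ from that of these libraries. Taking the replicate number as a block left 13250 transcripts similarly expressed. The pairing behind that block is taken from the sample labels, and deviations from the group means of libraries with the same number correlated only weakly (r = 0.0752 across transcripts). Testing every transcript above 0 in at least 1 sample gave the largest count, 20437.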

This indicates that the oocyte has an efficient reprogramming activity, since nuclei originating from cells as different as an embryonic stem cell and an embryonic fibroblast express a large number of genes after nuclear transfer (of all genes expressed after nuclear transfer, 93% are similarly expressed between ESC and mouse embryonic fibroblast (MEF) nuclei, as compared to 52% before transplantation). 

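The share of tested transcripts that were similarly expressed (FDR of 0.05 or more between MEF-NT and ES-NT) was 100% of 14183 in the main fit. Including the replicate number as a block, it was 93.4%, or 13250 transcripts. The pairing for the block comes from the labels, with r = 0.0752 between the deviations of libraries that share a number. Leaving out each of the 4 libraries in turn gave shares of 93.9% to 95.6%, and a pseudocount of 0.1 gave 96.2%. All groups in one fit gave 99.1%. The comparison of donor cells before transplantation rests on data not analysed here. At the depth of the ES-NT libraries (972642 and 1012013 reads), a transcript of 1 kb at an RPKM of 1 is covered by about 1 read, so a difference in weakly expressed transcripts was not detectable. Because nuclei from such different cells express a large number of genes after transfer, most of them similarly, the paper reasons that the oocyte has an efficient reprogramming activity.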

However, we found that a number of genes are differentially expressed (false discovery rate [FDR] < 0.05) between transplanted ESC and MEF nuclei (Figure 1B, blue and red dots; Table S1). 

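No transcript reached an FDR of 0.05 between MEF-NT and ES-NT in the main fit (2 replicates each, 14183 transcripts tested, smallest adjusted p 0.0856 from limma). Before adjustment, 828 transcripts had a p below 0.01. For a single transcript, 2 samples against 2 allow no exact permutation p below 0.333. With the replicate number as a block, 479 transcripts were lower in MEF-NT and 454 were higher. The pairing is taken from the labels, and libraries with the same number deviated together only weakly (r = 0.0752 across transcripts). Of the genes the paper names, Trap1a (NM_011635; chromosome X of mm9, 135868222 to 135872708, plus strand) had 2.85 and 8.99 RPKM in MEF-NT against 113 and 151 in ES-NT. Its log2 fold change was -4.41 (standard error 0.667, adjusted p = 0.0856), with an adjusted p of 0.000189 with the block. Otx2 (NM_144841; chromosome 14, 49277354 to 49287319, minus strand) was not detected in either MEF-NT replicate and had 26.8 and 15.5 RPKM in ES-NT, a log2 fold change of -4.42 (standard error 0.769, adjusted p = 0.0856). Dppa5a (NM_025274; chromosome 9, 78214859 to 78215984) had 2.62 and 0 RPKM against 29.0 and 40.2, a log2 fold change of -4.21 (standard error 0.927, adjusted p = 0.0996). In the other direction, Tgfb3 (NM_009368; chromosome 12, 87397694 to 87419991) had 128 and 340 RPKM in MEF-NT against 50.7 and 43.8 in ES-NT, a log2 fold change of 2.12 (standard error 0.621, adjusted p = 0.190). Myc (NM_010849; chromosome 15, 61816946 to 61821929) had 74.0 and 97.7 RPKM against 12.9 and 14.0, a log2 fold change of 2.58 (standard error 0.533, adjusted p = 0.0899). For each of these genes, both MEF-NT values lay on the same side of both ES-NT values. The number of calls depended most on the libraries included: with ES-NT replicate 1 left out, 767 transcripts were lower in MEF-NT.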

The qRT-PCR analysis confirmed differential expression of 15/17 genes tested, indicating the robustness of our RNA-seq assay (Figure S1B).

The oocyte better transcribes these genes from one type of transplanted nucleus than from the other. This suggests that differences in the epigenetic constitution between these two types of nuclei is such that some genes are resistant to the oocyte reprogramming factors in one but not the other type of nucleus. These genes are referred to as resistant genes. 

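At an FDR of 0.05, the main fit gave 0 transcripts lower in MEF-NT than in ES-NT (resistant in MEF-NT) and 0 higher (resistant in ES-NT). The 2 directions can therefore be compared only under other settings. A block for the replicate number gave 479 transcripts resistant in MEF-NT and 454 in ES-NT, where the pairing comes from the labels and same-numbered libraries deviated together with r = 0.0752. With a pseudocount of 0.1, the order was the opposite, 256 in MEF-NT and 289 in ES-NT. With all groups in one fit, 105 were resistant in MEF-NT and 20 in ES-NT. Leaving out each library in turn moved both counts the most, between 27 and 767 for resistance in MEF-NT and between 8 and 952 for resistance in ES-NT. Which of the types of nuclei had more resistant transcripts thus changed between settings. The paper presumes that the smaller number it finds in ESCs reflects the more permissive chromatin of a pluripotent cell.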

There were fewer genes resistant to reprogramming in transplanted ESCs compared with transplanted MEFs (538 versus 424, Figure 1B), presumably reflecting the more permissive chromatin organization of the pluripotent cell (Meshorer et al., 2006). A heatmap showing relative expression of resistant genes before and after nuclear transfer shows that resistance is associated with lower expression in the corresponding donor cells prior to transplantation (Figures 1C and 1D). This suggests that resistance originates from epigenetic mechanisms established in the somatic cell to ensure stable gene silencing, safeguarding cell identity. In agreement with this idea, gene ontology analysis of resistant genes indicates enrichment for functions related to transcription, development, and germ cell and reproduction (Figure 1E; Table S2). These functional categories may reflect the oocyte’s transcriptional activity toward an accumulation of factors necessary for the development of the oocyte and of the future embryo. Additionally, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched among resistant genes include cancer and tight junction in MEFs and cell signaling in ESCs (Figure 1F; Table S2). This suggests that the genes related to these functions are under a particularly strong repressive regime in the corresponding donor cell, leading to resistance to the reprogramming activity of the oocyte.

We conclude that, in mouse fibroblasts, a set of 538 genes, enriched for genes with early embryo/germ cell-related functions, is resistant to the reprogramming activity of the oocyte.

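Table S4 lists 537 resistant transcripts, and each has a row in the files analysed here. Of these, 433 passed the RPKM filter in MEF-NT and ES-NT. All 433 were lower in MEF-NT, with both MEF-NT replicates below both ES-NT replicates, and 430 had an unadjusted p below 0.05 in limma. None had an adjusted p below 0.05 in the main fit, where the smallest was 0.0856. Their median log2 fold change was -2.71 (SD across transcripts 1.05). Averaged over all 537 transcripts, log2(RPKM + 1) was 0.745 ± 0.269 in MEF-NT and 3.32 ± 0.04 in ES-NT (mean ± SD, n = 2 each), and the difference of 2.57 was many times either SD. In MEF-NT the median RPKM of the list was 0 in both replicates, against 7.48 and 6.86 in ES-NT. The paper called the list as lower in MEF-NT from the same samples. The direction, separation and size of these differences are therefore no independent check. With the replicate number as a block, paired as the labels give it (r = 0.0752 between the deviations of same-numbered libraries), 479 transcripts were resistant in MEF-NT, and 336 of these (70.1%) were in the paper's list. With a pseudocount of 0.1, 223 of 256 were. Gene functions were not analysed here. Combining the list with the functions of its genes, the paper concludes that a defined set of genes in fibroblasts resists the reprogramming activity of the oocyte.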

### Epigenetic Features of Resistant Genes

To understand how resistance is achieved, we first investigated what type of epigenetic features characterize the chromatin at the transcription start sites (TSSs) of resistant genes in the donor MEFs. We first compared resistant genes to genes whose expression we previously identified as maintained or successfully reprogrammed in MEF nuclei transplanted to oocytes (Jullien et al., 2014). As expected, on average, resistant genes exhibited a closed chromatin configuration when compared to maintained and reprogrammed genes, as shown by DNaseI sequencing (DNaseI-seq) (Yue et al., 2014) (Figure 2A). Resistant genes also were associated with low levels of H3K4me3, a histone modification associated with active transcription (Kaneda et al., 2011) (Figure 2B). By contrast, repressive marks H3K9me3 (Bulut-Karslioglu et al., 2014), H3K27me3 (Kaneda et al., 2011), and H2AK119ub1 all exhibited higher levels around the TSSs of resistant genes than around maintained or reprogrammed genes (Figures 2C–2E). Lastly, we observed that restricted genes exhibited a higher level of methylated CpG than maintained or reprogrammed genes (Figure 2F; Figure S2). These observations confirm that resistant genes have, as a whole, a different epigenetic configuration than genes that are readily reprogrammed or continuously expressed after nuclear transfer.

We further characterized the resistant gene state by asking whether resistance, as shown in the *Xenopus* oocyte nuclear transfer assay, bears any similarity, at the epigenetic level, with genes showing transcriptional resistance in other reprogramming assays. We compared the set of oocyte reprogramming-resistant genes identified here (Ooc resistant) to genes identified as resistant to reprogramming following transplantation to the mouse egg (egg resistant; Matoba et al., 2014), transcription factor-induced pluripotency (iPS resistant; Soufi et al., 2012), or cell fusion (Synkaryon resistant; Looney et al., 2014). Metaplot analysis indicates that, similar to Ooc-resistant genes, genes resistant to reprogramming in iPS, egg-NT, and cell fusion also showed reduced chromatin accessibility and enrichment for repressive histone marks when compared to successfully reprogrammed genes (Figures 2G–2L). This suggests that the epigenetic mechanisms conferring resistance to reprogramming are similar in these reprogramming systems.

In conclusion, we found that the Ooc-resistant genes have an epigenetic makeup that is similar to that of genes resistant to reprogramming in other systems and that distinguishes them from successfully reprogrammed genes. We next sought to investigate whether these epigenetic marks mediate resistance to transcriptional reprogramming.

### Overexpression of Chromatin Modifiers Alleviates Resistance

To alter the chromatin of transplanted nuclei, we pre-injected oocytes with mRNAs encoding chromatin modifiers either alone or in combination (Figure 3A). Based on the chromatin features of resistant genes described above, we used chromatin modifiers targeting histone modifications involved in transcriptional repression: Kdm4d (H3K9 demethylase; Shin and Janknecht, 2007), Kdm6b (H3K27 demethylase; Agger et al., 2007), and USP21 (H2AK119 deubiquitylase; Nakagawa et al., 2008). We also used a combination of USP21 and Kdm6b in order to erase repressive histone marks associated with polycomb repressive complexes 1 and 2, respectively. Lastly, we combined the removal of polycomb complex repressive marks with that of H3K9 methylation (co-expression of USP21, Kdm6b, and Kdm4d). Then 24 hr after mRNA injection, nuclei were transplanted to the oocytes, and, another 48 hr after nuclear transfer, the transplanted nuclei were recovered and analyzed by western blot analysis. The overexpression of chromatin modifiers led to an efficient removal of histone modifications from the transplanted nuclei (Figure 3B; Figure S3).

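For this experiment, p53-deficient MEFs with normal DNA methylation and Dnmt1N MEFs, whose DNA methylation is reduced, were each transplanted to oocytes in 6 settings: without a modifier, with Kdm4d (H3K9 demethylase), with Kdm6b (H3K27 demethylase), with USP21 (H2AK119 deubiquitylase), with USP21 and Kdm6b, and with all 3 enzymes. This makes 12 configurations with 2 replicates each, processed by the authors as for MEF-NT and ES-NT and given as RPKM, and the control is the MEF-NT pair already described. The total reads, derived from the RPKM steps, were 1712060 and 1907857 with Kdm4d, 2479681 and 3524232 with Kdm6b, 1684334 and 1034479 with USP21, 7249132 and 1959576 with USP21 and Kdm6b, and 4626741 and 1897635 with all 3. In Dnmt1N MEF-NT they were 6209846 and 1763827 without a modifier, 4596791 and 3242829 with Kdm4d, 6493902 and 2144023 with Kdm6b, 2535510 and 3041076 with USP21, 5392162 and 3723810 with USP21 and Kdm6b, and 4553464 and 2067674 with all 3. The file headings mark several of the replicate 1 libraries as merged from more than 1 lane, so depth and replicate are not independent. The injected mRNAs were read as well. Usp21 had 875 to 1745 RPKM in the 12 libraries with USP21, and Kdm6b had 1731 to 3571 RPKM in the 12 with Kdm6b, while the controls without a modifier reached at most 29.6 and 45.5. Kdm4d had 12.3 to 28.2 RPKM in the 8 libraries with Kdm4d and at most 3.33 in those controls. The injected Kdm4d and USP21 were human and the Kdm6b was a part of the mouse protein, while reads were assigned to mouse transcripts. These RPKM values count only the reads assigned to the mouse genes, so they do not measure or rank the amounts delivered. Kdm4d also had 11.2 and 10.5 RPKM with USP21 alone on MEF chromatin, where it was not injected. In replicate 1 of Dnmt1N MEF-NT, 3 libraries also had signal of a factor that was not injected. Usp21 had 319 RPKM with Kdm6b, and Kdm6b had 317 RPKM with Kdm4d and 822 RPKM with USP21. These libraries carry the doubt that a second factor was present. Dnmt1 (NM_010066), the gene inactivated in Dnmt1N MEFs, was not detected in any replicate 1 library of Dnmt1N MEF-NT. In the replicate 2 libraries of Dnmt1N MEF-NT it had 60.6 to 186 RPKM. On MEF chromatin it had up to 79.9 RPKM in replicate 1 and was not detected in replicate 2. The same transcript also switched on and off in a later experiment in which Dnmt1 was not changed. There it had 130 and 0 RPKM in the Ring1 MEF-NT control, and 0 and 333 with USP21. Its values therefore do not tell whether the replicate 2 libraries go against their label. Each configuration was compared with ES-NT with limma on log2(RPKM + 1), and a transcript was still resistant when it was lower than in ES-NT at an FDR below 0.05, as in the paper. A transcript that failed the RPKM filter in a comparison was counted as no longer resistant. The labels pair each treated replicate with the control of the same number. Libraries with the same number deviated from their group means together with a mean r of 0.0920 across transcripts (range -0.159 to 0.515 over 156 pairs), so the pairing carries some shared variation in a part of the pairs.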

Using this chromatin modification strategy, we transplanted nuclei from wild-type (WT) or DNA methylation-deficient fibroblasts (Dnmt1N MEF; Jackson-Grusby et al., 2001, Lande-Diner et al., 2007) to oocytes expressing chromatin modifiers, and we analyzed transcriptional reprogramming by RNA-seq. This allowed us to determine the expression of resistant genes from two types of transplanted chromatin (with or without DNA methylation) in six different histone modification configurations (Figure 3C). We observed that chromatin modifier expression increased the average expression level of resistant genes, in agreement with the role of the targeted histone modifications in gene repression (Figure 3D). 

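The mean change of log2(RPKM + 1) over the paper's 537 resistant transcripts was taken within each pair of treated and control MEF-NT libraries of the same replicate number. On MEF chromatin it was 0.605 ± 0.411 with Kdm4d, 0.451 ± 0.249 with Kdm6b and 0.557 ± 0.382 with USP21 (mean ± SD, n = 2 pairs each). With USP21 and Kdm6b it was 0.776 ± 0.564, and with all 3 enzymes 0.997 ± 0.585. In Dnmt1N MEF-NT without a modifier it was 0.300 ± 0.194 relative to control MEF-NT. Dnmt1N MEF-NT with Kdm4d reached 0.454 ± 0.009, with Kdm6b 0.517 ± 0.224, with USP21 0.592 ± 0.080, with USP21 and Kdm6b 0.654 ± 0.166, and with all 3 enzymes 0.702 ± 0.217. The change was above 0 in both pairs of all 11 treated configurations. With 2 pairs, no exact test can reach a p below 0.05, and in several configurations the SD is close to the mean itself: replicate 2 of MEF-NT with all 3 enzymes rose by 1.41 and replicate 1 by 0.583. The 13750 other tested transcripts changed by 0.00451 on average over the 11 configurations, against 0.600 for the resistant ones. The others were not matched in level to the resistant ones, whose median RPKM was 0 in control MEF-NT. On MEF chromatin, treated replicate 2 libraries had 16092 to 19052 transcripts above 1 RPKM, against 15192 in the control. In replicate 1 the numbers were 12123 to 13461 against 13271. Whether a wider gain in detected transcripts adds to the rise was not tested. The resistant ones were called low in the same control MEF-NT libraries that are the reference here, so part of the rise may come from that choice. Over the same transcripts, the untreated Ring1 MEF-NT control, of another genotype and experiment, lay 0.297 above control MEF-NT. Levels stayed below ES-NT, with a mean log2(RPKM + 1) of 1.74 ± 0.85 for MEF-NT with all 3 enzymes against 3.32 ± 0.04. Lowering the pseudocount to 0.1 changed the values most, to 2.05 for all 3 enzymes on MEF chromatin and 0.706 for Dnmt1N MEF-NT alone. The paper links this rise to the role of the targeted histone modifications in gene repression.

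**Figure D1:**
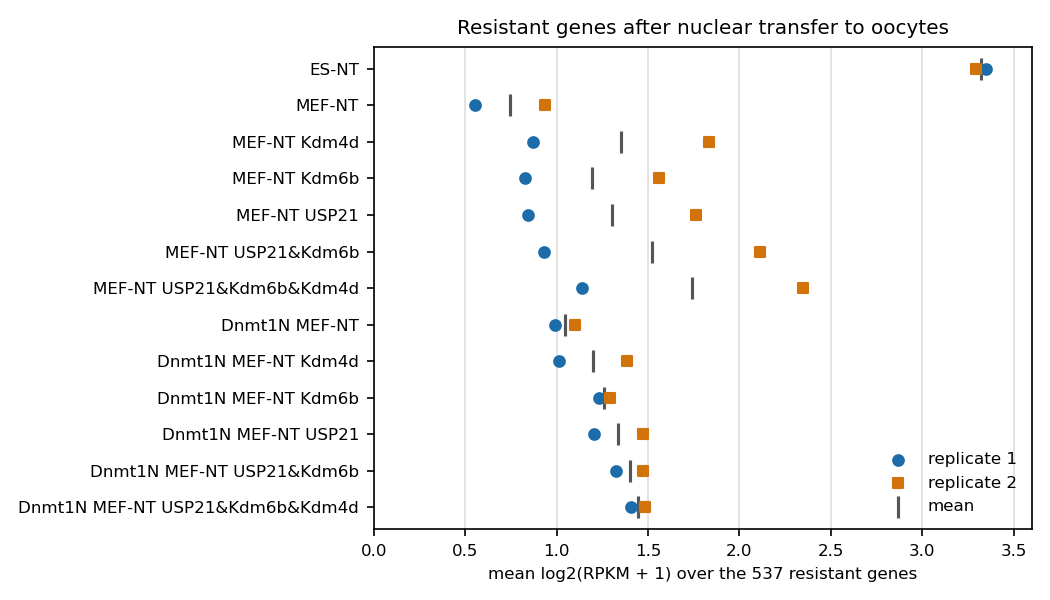
Mean log2(RPKM + 1) of the 537 resistant transcripts (horizontal axis) in ES-NT and the 12 MEF-NT configurations (rows), with replicate 1 as circles, replicate 2 as squares and the mean as a bar. ES-NT lies near 3.32 and control MEF-NT near 0.745, and every treated mean lies between them.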

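The number of transcripts still resistant after each treatment was fixed at 0 in the main fits, because no transcript was called resistant in control MEF-NT, so these zeros carry no information on the treatments. Applied to the 537 transcripts of the paper's list without the block, the main test left 0 still resistant in 8 of the 11 treated configurations and between 1 and 4 in the other three. With the paper's list and the replicate number as a block, a combination chosen after the main fits had given no calls, 36 transcripts were still lower than in ES-NT with Kdm4d, 172 with Kdm6b, 159 with USP21, 95 with USP21 and Kdm6b, and 72 with all 3 enzymes. In Dnmt1N MEF-NT, 252 were left without a modifier, 150 with Kdm4d, 77 with Kdm6b, 172 with USP21, 75 with USP21 and Kdm6b, and 192 with all 3. Of the 537, the block fit called 336 in control MEF-NT, and of these, 36 to 217 were still called in the treated configurations. The pairing for the block is taken from the labels (mean r of 0.0920 between the deviations of same-numbered libraries). A count by the size of the difference alone was also added afterwards. The paper's methods give a related rule for samples without replicates, on the log fold change of mean expression. The rule used here instead takes the difference of mean log2(RPKM + 1). By this rule, 433 of the 537 transcripts had a mean log2(RPKM + 1) more than 1 below ES-NT in control MEF-NT, and 330 to 399 still did in the treated configurations, a much smaller loss than with the FDR rule. Loss of an FDR call also depends on the spread between 2 replicates, which differs between configurations. Table S4 gives, as the paper's own numbers, 111 to 327 transcripts still resistant. The paper counts the loss of differential expression against ESCs as loss of resistance, and ties it to the rise in average expression.

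**Figure D2:**
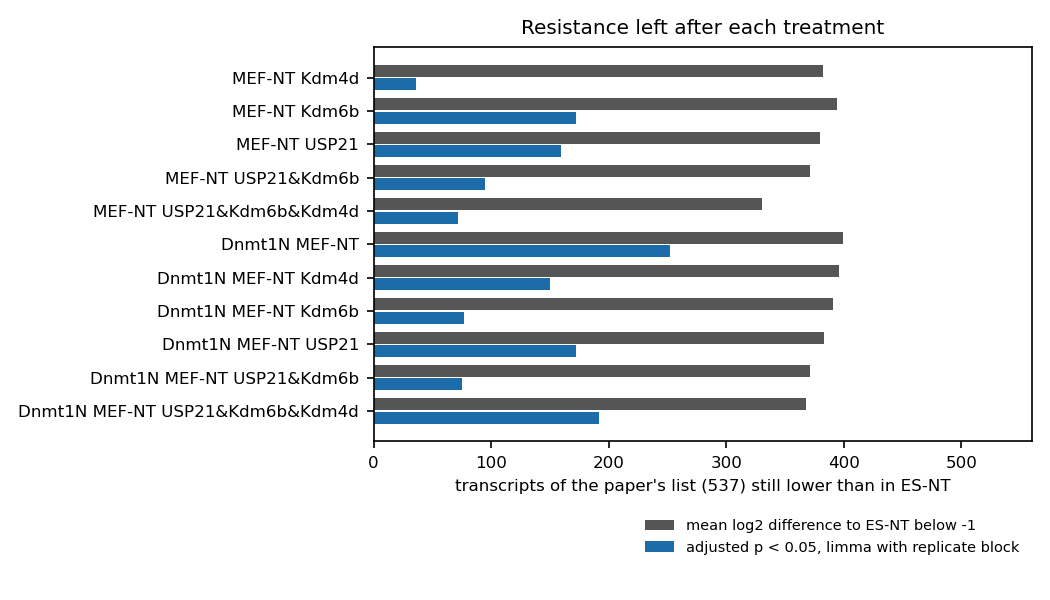
Number of the 537 resistant transcripts still lower than in ES-NT (horizontal axis) in each treated configuration (rows), by a mean log2 difference below -1 (grey bars) and by an adjusted p below 0.05 in limma with the replicate block (blue bars). The grey bars end between 330 and 399 and the blue bars between 36 and 252.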

The observed increase in expression was associated with a loss of resistance in a large proportion of resistant genes for any given treatment, as judged by the loss of differential expression between ESCs and treated MEFs 48 hr after nuclear transfer (Figure 3E; Table S3). Of all single treatments, Kdm4d was the most effective and the loss of DNA methylation was the least effective (Figure 3E, 166 and 328 resistant genes left, respectively). 

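With the paper's list and the replicate number as a block, the single treatments left 36 (Kdm4d), 159 (USP21), 172 (Kdm6b) and 252 (loss of DNA methylation, Dnmt1N MEF-NT) of 537 transcripts resistant. The pairing comes from the labels (mean r of 0.0920). The main fits called no transcript resistant and so give no order. By a mean log2 difference to ES-NT below -1, the numbers were 382, 380, 394 and 399 in the same order, and these 4 lie within a narrow range. The mean change against control MEF-NT was 0.605 ± 0.411 with Kdm4d, 0.557 ± 0.382 with USP21, 0.451 ± 0.249 with Kdm6b and 0.300 ± 0.194 with loss of DNA methylation (mean ± SD, n = 2), and replicate 2 rose more than replicate 1 with each enzyme. Within each replicate, the order of the enzymes was the same: 0.315, 0.287 and 0.275 in replicate 1 and 0.895, 0.827 and 0.627 in replicate 2 for Kdm4d, USP21 and Kdm6b. With median-of-ratios scaling, USP21 and Kdm6b changed places in replicate 1 (0.242 and 0.275), and Kdm4d stayed highest (0.292). In replicate 2 the order was kept. Dnmt1N MEF-NT, with 0.437 and 0.163, was highest of the 4 in replicate 1 and lowest in replicate 2. The block fit with Kdm4d called few transcripts in either direction (59 lower and 129 higher than in ES-NT, against 353 and 523 with USP21). A pseudocount of 0.1, with resistance called in the same setting, left 71 for Kdm4d, 114 for USP21 and 130 for Dnmt1N MEF-NT, and it gives no value for Kdm6b, because that fit called no transcript in either direction. From the numbers of resistant genes left, the paper ranks Kdm4d as the most effective single treatment and loss of DNA methylation as the least.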

The greatest effect was found with the combination of Kdm4d, Kdm6b, and USP21 on chromatin with normal DNA methylation (Figure 3E). 

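For Kdm4d, Kdm6b and USP21 together on MEF chromatin, the mean change of the 537 resistant transcripts against control MEF-NT was 0.997 ± 0.585 (SD, n = 2; replicate 1 0.583, replicate 2 1.41), the largest of the 11 configurations. The next were USP21 and Kdm6b on the same chromatin, 0.776 ± 0.564, and all 3 enzymes in Dnmt1N MEF-NT, 0.702 ± 0.217. All 3 enzymes were above USP21 and Kdm6b in each replicate (0.583 against 0.377, and 1.41 against 1.18). Against all 3 enzymes in Dnmt1N MEF-NT, they were lower in replicate 1 (0.583 against 0.855) and higher in replicate 2 (1.41 against 0.548). By a mean log2 difference below -1, 330 transcripts remained resistant with the 3 enzymes on MEF chromatin, the fewest of all, and 85.5% of the 537 rose on average. By the paper's list with the replicate number as a block (pairing from the labels, mean r of 0.0920), 72 remained, against 36 with Kdm4d alone. The order was the other way round, 72 against 86, with all groups in one fit. Median-of-ratios scaling lowered the mean change to 0.871 and a pseudocount of 0.1, the largest move, raised it to 2.05. The main fits found no resistant transcript to count. The paper takes the number of genes that lost resistance as the size of the effect and finds it greatest in this combination.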

Interestingly, in the context of DNA hypomethylation, the expression of chromatin modifiers had a less pronounced effect.

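Measured against Dnmt1N MEF-NT without a modifier, the mean change of the 537 resistant transcripts was 0.153 ± 0.185 with Kdm4d, 0.216 ± 0.030 with Kdm6b, 0.291 ± 0.114 with USP21, 0.353 ± 0.028 with USP21 and Kdm6b, and 0.401 ± 0.023 with all 3 enzymes (SD, n = 2 pairs). On MEF chromatin the same treatments gave 0.605 ± 0.411, 0.451 ± 0.249, 0.557 ± 0.382, 0.776 ± 0.564 and 0.997 ± 0.585 against control MEF-NT. All 5 means were lower in the hypomethylated nuclei. For the single enzymes in these nuclei, each replicate 1 library had signal of a factor that was not injected. The 537 transcripts were chosen as low in control MEF-NT, which is the reference on MEF chromatin only. Dnmt1N MEF-NT without a modifier had a mean log2(RPKM + 1) of 1.05 against 0.745 in control MEF-NT. This choice may enlarge the changes on MEF chromatin. In replicate 1 the values were closer, for example 0.418 against 0.583 with all 3 enzymes, and most of the difference came from replicate 2, with 0.385 against 1.41. No exact test on 2 pairs can reach 0.05 (the smallest p for 2 against 2 is 0.333). With median-of-ratios scaling, which was the alternative that could be computed against this control, the value for all 3 enzymes was 0.444 in Dnmt1N MEF-NT and 0.871 on MEF chromatin. With the paper's list and the replicate number as a block, paired by the labels (mean r of 0.0920), more transcripts stayed resistant in Dnmt1N MEF-NT for 3 of the 5 treatments. With Kdm6b and with USP21 and Kdm6b, fewer did (77 against 172, and 75 against 95). The paper describes the effect of the modifiers as less pronounced under DNA hypomethylation.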

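Over the 11 treated configurations, the mean change of the resistant transcripts against control MEF-NT averaged 0.600 (SD 0.186 between configurations), and it was above 0 in both replicates of every one. On MEF chromatin the lowest value was 0.451 ± 0.249 (Kdm6b) and the highest 0.997 ± 0.585 (all 3 enzymes), and against the untreated Dnmt1N control the range was 0.153 ± 0.185 (Kdm4d) to 0.401 ± 0.023 (all 3 enzymes; SD, n = 2 pairs). Between 50.1% (Dnmt1N MEF-NT) and 85.5% (all 3 enzymes on MEF chromatin) of the 537 transcripts had a higher mean than in control MEF-NT. Median-of-ratios scaling, which removes the effect of the GFP reads on the RPKM total, gave an average of 0.547 (SD 0.162), again above 0 in both replicates of all 11 configurations. The pseudocount had a larger influence: at 0.1, the value for USP21 and Kdm6b on MEF chromatin went from 0.776 to 1.69. The choice of the 537 transcripts in the control MEF-NT libraries may add to the values against that control. From the loss of resistance in both kinds of nuclei, the paper draws its general statement on chromatin modifiers.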

We conclude that overexpression of chromatin modifiers generally decreases the resistance to transcriptional reprogramming both in the presence and absence of DNA methylation.

### A Unique Pattern of Resistant Gene Sensitivity to Chromatin Modifier Treatment

Each chromatin modifier treatment was affecting the expression of a large fraction of resistant genes (Figure 3E). This suggests that, at a single-gene level, resistance can be alleviated by more than one type of treatment. To investigate the sensitivity of resistance to multiple treatments, we focused first on the effect of single chromatin modifier treatment, and we evaluated how often overexpression of Kdm4d, Kdm6b, and USP21 as well as inactivation of Dnmt1 could affect the expression of the same resistant genes (Figure 4A). First, we observed that only 93 resistant genes were not affected by any of these four treatments. 

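In the main fits no transcript was resistant to begin with, so the number unaffected by any single treatment was 0 by construction. With the replicate number as a block, 31 of the 336 listed transcripts called in control MEF-NT stayed resistant in each of Kdm4d, Kdm6b, USP21 and Dnmt1N MEF-NT. With the block and the transcripts it calls resistant itself (479), the number was 35. The pairing is from the labels, with a mean r of 0.0920 between same-numbered libraries. Fitting all groups together gave 73 of 105. The widest move came from the count by a mean log2 difference below -1, added after the main fits gave no calls, under which 321 of 433 kept resistance in all 4 single treatments.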

The remaining genes (445/538) lost resistance in at least one of the treatments, and the majority was affected by more than one treatment. 

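Loss of resistance in at least 1 of the 4 single treatments was found for 305 of the 336 listed transcripts called in control MEF-NT with the replicate number as a block, and in 2 or more for 234. With the transcripts that the block fit itself called resistant, these numbers were 444 and 348 of 479. The block uses the pairing in the labels (mean r of 0.0920). In Table S4, the paper's own calls give 444 and 370 of 537. The main fits, without a resistant transcript, give no value. Counting by a mean log2 difference to ES-NT below -1 changed the result most: among the 433 transcripts that were resistant by this rule in control MEF-NT, 112 lost resistance in at least 1 and 41 in 2 or more.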

Interestingly, a very large number of resistant genes (123) were upregulated in all four individual treatments. 

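Of the 336 listed transcripts called in control MEF-NT with the replicate number as a block (labels' pairing, mean r of 0.0920), 80 were no longer called in any of the 4 single treatments, and of all 479 transcripts called by the block fit, 133 were not. Over all 537 listed transcripts the number was 236, which includes those not called in control MEF-NT. Counting by a mean log2 difference below -1 gave 6 of the 433 transcripts that were resistant by this rule in control MEF-NT. The main count was 0 because no transcript was resistant in control MEF-NT. The unblocked test on the paper's list was furthest from these, with all 537 losing resistance in all 4 treatments, because it called none of them in any single treatment.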

Altogether, these observations suggest that, at a single-gene level, multiple silencing mechanisms contribute resistance to transcriptional reprogramming by the oocyte factors.

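How many single treatments removed the resistance of the same transcript was counted over the listed transcripts that the same rule calls in control MEF-NT. With the replicate number as a block, 31 of 336 lost it in none of the 4, 305 in at least 1, 234 in 2 or more, and 80 in all 4. By a mean log2 difference to ES-NT below -1, which changed the shares most, the numbers were 321, 112, 41 and 6 of 433. Most of the transcripts that lost resistance at all lost it in 2 or more treatments by the first rule and in 1 treatment by the second. This restriction was added after the values were seen. The pairing for the block is from the labels (mean r of 0.0920), and all treatments are compared with the same 2 ES-NT libraries, so the calls of a transcript in different treatments are not independent of each other. All groups in one fit gave 32 of 105 lost in at least 1 treatment and 12 in 2 or more. Main fits gave no resistant transcripts. From genes that respond to several treatments, the paper proposes that multiple silencing mechanisms contribute to the resistance of a single gene.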

To investigate further the relationship between resistance and chromatin modifiers at a single-gene level, we classified resistant genes according to their resistance to transcriptional reprogramming in all 12 conditions tested (listed in Figure 3C). For each resistant gene, differential expression analysis at 48 hr after nuclear transfer between ESC nuclei and MEF nuclei was used to determine whether this gene maintained or lost resistance in the various treatment used. This can be represented as a digital signature of resistance. When a gene was still differentially expressed upon a given treatment in MEF-NT compared to ES-NT (LogFC [MEF/ES] < 0 and FDR < 0.05), it was assigned a value of 1, indicating that resistance was maintained in that condition. If by contrast there was no differential expression of the gene between treated MEF-NT and ES-NT, it was assigned a value of 0, indicating that resistance was lost in that condition. An example of this signature is shown for three resistant genes, *Trap1a*, *Sox2*, and *Otx2*, and for one non-resistant gene, *G3pdh* (Figure 4B). 

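Trap1a (NM_011635; chromosome X of mm9, 135868222 to 135872708) had 2.85 and 8.99 RPKM in control MEF-NT and 113 and 151 in ES-NT. In the 11 treated configurations its highest single value was 10.8 RPKM. It was lower than in ES-NT, with the replicate number as a block, in all 12 configurations. Sox2 (NM_011443; chromosome 3, 34548927 to 34551383) had 3.64 and 46.3 RPKM in control MEF-NT against 84.1 and 92.5 in ES-NT. It had 40.4 and 103 RPKM with USP21, 139 and 97.5 with USP21 and Kdm6b, 5.31 in both replicates of Dnmt1N MEF-NT, and 62.6 and 77.3 in Dnmt1N MEF-NT with USP21. It was lower than in ES-NT in 3 of the 12 configurations with the block. Otx2 (NM_144841; chromosome 14, 49277354 to 49287319) was not detected in control MEF-NT and had 26.8 and 15.5 RPKM in ES-NT. It reached 19.6 and 10.7 RPKM with Kdm6b, 6.20 and 5.05 with USP21, and 0 and 5.78 with Kdm4d, and it was lower than in ES-NT in 2 of the 12 with the block. The block takes its pairing from the labels (mean r of 0.0920 over the pairs). In the main fits Trap1a was called in 2 configurations, and Sox2 and Otx2 in none. For Sox2 and Otx2 the choice of a mean log2 difference below -1 moved the signature most, to 7 and 8 of 12. The replicates of one configuration could lie far apart, as for Sox2 in control MEF-NT. No row could be assigned to G3pdh (Gapdh), so it is not shown here.

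**Figure D3:**
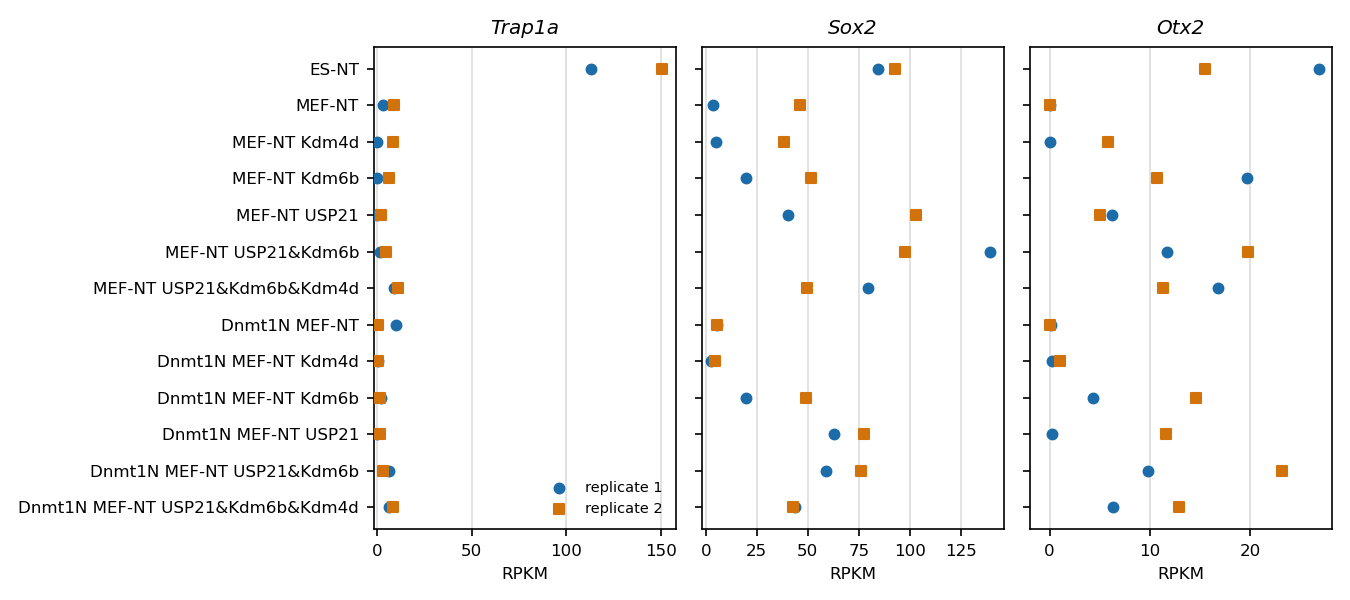
RPKM (horizontal axes) of Trap1a, Sox2 and Otx2 in ES-NT and the 12 configurations (rows), with replicate 1 as circles and replicate 2 as squares. Trap1a stays at or below 10.8 RPKM in every MEF-NT library while ES-NT has 113 and 151, and Sox2 and Otx2 come near or above their ES-NT values in several treatments.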

When analyzed by qRT-PCR, an increase in gene expression was detected for all treatments where differential gene expression analysis also identified a loss of resistance. For all 538 resistant genes, such a digital signature was generated (Table S4). 

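Resistance in all 12 configurations was kept by 17 of the 336 listed transcripts called in control MEF-NT (5.06%) with the replicate number as a block, and by 17 of the 479 transcripts (3.55%) that the block fit called in control MEF-NT. The block follows the pairing in the labels (mean r of 0.0920). With all groups in one fit, 52 of 105 remained. The main count was 0, as there was no resistant transcript in control MEF-NT. A mean log2 difference below -1 in all 12 configurations, a rule added after the main fits, moved the count most, to 262 of 433 (60.5%). From the small number of genes that remain resistant throughout, the paper reasons that the epigenetic features tested account for a significant part of the resistance.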

This analysis showed that the epigenetic features tested here account for a significant part of the resistance to transcriptional reprogramming by the oocytes, as only 47 genes (8.7% of all resistant genes) remained resistant when considering all conditions tested. 

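The 12 calls of each transcript form its digital signature. Under the replicate block, the 479 transcripts resistant in control MEF-NT had 173 distinct signatures, and the 336 of the paper's list called there had 137. The pairing of the block is that of the labels (mean r of 0.0920 between same-numbered libraries). By a mean log2 difference below -1, 433 transcripts had 109, and all groups in one fit gave 44 for 105 transcripts. The unblocked test on the paper's list was lowest with 4, and the main fits gave none for lack of resistant transcripts. How many signatures arise from the noise of 12 tests with 2 replicates each was not measured. In the paper's reasoning, so many signature types mean that the pattern of sensitivity is almost unique to each resistant gene.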

We identified a very large number of digital signature types (232 for 538 genes), indicating that the pattern of sensitivity to chromatin modifier treatment is almost unique to each resistant gene.

### Synergistic, Neutral, and Adverse Effects of a Combination of Chromatin Modifiers

We next sought to investigate the effect of combining chromatin modifier treatments on loss of resistance. We compared the use of two simultaneous treatments versus single treatments. The effects seen fell into one of three classes.

First, we observed a neutral effect, when the combined treatments led to the same effect on resistance as the single treatments. This took place when loss of resistance was seen at least in one of the single treatments, and this loss was still seen when combining the treatments (neutral, Figure 4C). We also found instances where the gene remained resistant in both the single and combined treatments (insensitive, Figure 4C). This lack of additional effect of combining chromatin modifiers was by far the most common (neutral and insensitive accounted for >70% of resistant genes in all combinations tested).

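Among the 336 listed transcripts called in control MEF-NT with the replicate number as a block, neutral and insensitive ones together made up 67.3% for Kdm4d with loss of DNA methylation (194 neutral, 32 insensitive), 73.2% for Kdm6b with loss of DNA methylation (188 and 58), 81.8% for USP21 with loss of DNA methylation (168 and 107), and 78.6% for USP21 with Kdm6b (201 and 63). The pairing comes from the labels (mean r of 0.0920). With the 479 transcripts called by the block fit, the shares were 69.7%, 75.6%, 81.6% and 80.4%. By a mean log2 difference below -1 they were 85.7%, 89.1%, 86.1% and 88.0% of 433. Over all 537 listed transcripts, including those not called in control MEF-NT, the same rule gave 88.5%, 91.2%, 88.8% and 90.3%. For Kdm4d and Kdm6b with loss of DNA methylation, the latter was the largest move among settings that called transcripts in every single treatment. A pseudocount of 0.1 gave 73.4% for Kdm4d and 79.7% for USP21 with loss of DNA methylation, and nothing for the pairs with Kdm6b, whose fit called no transcript. The main fits had no resistant transcript to classify. Because the combined treatment left most genes as the single ones did, the paper describes a lack of additional effect as the most common outcome.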

Additionally, we observed cases of synergistic effects when loss of resistance was only seen in the double treatments. This effect was not so common when combining loss of DNA methylation to histone modifier. 

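Synergistic transcripts, which lost resistance only in the combined treatment, numbered 3 of 336 (0.893%) for Kdm4d with loss of DNA methylation, 75 (22.3%) for Kdm6b and 14 (4.17%) for USP21, among the listed transcripts called in control MEF-NT with the replicate number as a block. The block is paired by the labels (mean r of 0.0920). A mean log2 difference below -1 gave 13, 16 and 17 of 433 (3.00%, 3.70% and 3.93%). Over all 537 listed transcripts, the same rule moved the percentage for Kdm6b most among settings that called transcripts in every treatment, to 2.98%. For all 479 transcripts called by the block fit, it was 99 (20.7%). There were no resistant transcripts in the main fits. Each of these combinations includes a replicate 1 library with signal of a factor that was not injected. The paper finds synergy with loss of DNA methylation to be uncommon from its own counts in Figure 4C.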

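For USP21 and Kdm6b, 43 of the 336 listed transcripts called in control MEF-NT with the replicate number as a block (12.8%) lost resistance only when both enzymes were present. Among the 479 transcripts called by the block fit the number was 58 (12.1%). The block's pairing is from the labels (mean r of 0.0920). The rule of a mean log2 difference below -1 gave 21 of 433 (4.85%), and all groups in one fit gave 15 of 105, the count furthest from 43 among settings that called transcripts in every treatment. Without a resistant transcript the main fit gave 0. With an ES-NT sample left out, the fit of the combination called nothing, which fixes the count.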

However, USP21 and Kdm6b synergistically removed resistance from about 10% of resistant genes (54/538). This suggests that the repressive histone marks targeted by these enzymes (H2AK119ub1 and H3K27me3, associated with polycomb repressive complexes 1 and 2 [PRC1 and PRC2], respectively) independently ensured repression of these genes.

Surprisingly, we observed numerous instances of adverse effect, when a gene lost resistance in at least one individual treatment but remained resistant when the treatments were combined (Figure 4C). 

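Adverse transcripts lost resistance in at least 1 single treatment and were resistant again in the combination. Among the 336 listed transcripts called in control MEF-NT with the replicate number as a block, 29 (8.63%) were adverse for USP21 with Kdm6b, 107 (31.8%) for Kdm4d with loss of DNA methylation, 15 (4.46%) for Kdm6b and 47 (14.0%) for USP21. The pairing is that of the labels (mean r of 0.0920). A mean log2 difference below -1 gave 31, 49, 31 and 43 of 433. Main fits gave 0, having no resistant transcripts. A call can return in a combination when the spread between its 2 replicates is smaller than in the single treatments, without a lower mean. All groups in one fit gave the count for Kdm4d with loss of DNA methylation furthest from 107 among settings that called transcripts in every treatment, 14 of 105. With an ES-NT sample left out, the Kdm4d fit called nothing, and every resistant transcript called in the combination counts as adverse. The paper reads the instances in Figure 4C as adverse effects of combining treatments.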

This happened particularly when a gene lost resistance upon histone modifier treatment only in the context of normal DNA methylation, but not in the context of chromatin with reduced DNA methylation (Figure 4D). 

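The adverse cases for a histone modifier and loss of DNA methylation were 107 of 336 listed transcripts called in control MEF-NT for Kdm4d, 15 for Kdm6b and 47 for USP21 with the replicate number as a block, against 29 for USP21 with Kdm6b, where DNA methylation was normal. With the block fit's own 479 transcripts they were 142, 18 and 57 against 36. The pairing is taken from the labels (mean r of 0.0920). Counted by a mean log2 difference below -1, they were 49, 31 and 43 against 31. A pseudocount of 0.1 gave 59 for Kdm4d and 29 for USP21, and no value for the pairs with Kdm6b, since the Kdm6b fit called no transcript. All groups in one fit gave 14, 8 and 7 against 7 of 105. For Kdm6b, where both single treatments called transcripts, leaving out ES-NT replicate 1 moved the count most, to 182. No value could come from the main fits, which called no transcript resistant. For each histone modifier with loss of DNA methylation, the replicate 1 library had signal of a factor that was not injected. From its counts in Figure 4D, the paper describes the adverse effect as arising particularly with reduced DNA methylation.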

This adverse effect of DNA methylation loss on resistance sensitivity to chromatin modifier suggests that inactivation of Dnmt1 in the cultured cell induces changes in the distribution of repressive histone modification around resistant genes in the donor nuclei.

To investigate this possibility, we analyzed the relationship between the distribution of H3K27me3 in WT and DNA hypomethylated cells and the sensitivity of resistant genes to the H3K27 demethylase Kdm6b following nuclear transfer. Previous studies have shown significant changes in the distribution of H3K27me3 upon loss of DNA methylation (Reddington et al., 2013). Decrease in DNA methylation level leads mostly to a spreading of H3K27me3 to a larger part of the genome without an overall increase in H3K27me3 in the cell, resulting in H3K27me3 loss from numerous genomic locations. We observed that loss of H3K27me3 upon reduction of DNA methylation was more pronounced on resistant genes that lost sensitivity rather than maintained sensitivity to Kdm6b, when comparing the reprogramming of DNA hypomethylated nuclei to that of WT nuclei (Figure 4E). This suggests that loss of Kdm6b sensitivity in hypomethylated DNA nuclei is indeed mediated by a redistribution of H3K27me3 in the donor nuclei.

Digital signature analysis identified genes that show the same pattern of loss of resistance across multiple treatments (Table S4). However, the change in gene expression that underlies this loss of resistance could vary greatly between treatments and is not reflected in this categorization. For example, the loss of resistance for *Otx2* in the presence of Kdm4d and Kdm6b corresponded to an increase in gene expression over control conditions of 4- and 15-fold, respectively, as judged by qRT-PCR analysis (Figure 4B). To take into account more subtle changes in gene expression underlying loss of resistance, we clustered resistant gene expression levels across all treatments (Figure 4F). We reduced the number of patterns of resistance sensitivity to treatments from the initial 232 types identified by digital signature analysis (Table S4) to ten main groups (Figure 4F). When taking into account the scale of the change in gene expression, we could further reduce the complexity of pattern observed by grouping resistant genes according to their trend of expression in response to chromatin modifier treatments. This analysis indicated that the effect of a combination of chromatin modifiers on resistance is rarely neutral and that synergistic/additive and adverse effects are much more common.

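The scale of the change can be compared between single and combined treatments over the 537 resistant transcripts, although the clustering of Figure 4F itself was not rerun here. USP21 with Kdm6b changed the mean log2(RPKM + 1) by 0.776 ± 0.564 against control MEF-NT, above USP21 alone (0.557 ± 0.382) and Kdm6b alone (0.451 ± 0.249), and adding Kdm4d gave 0.997 ± 0.585 (SD, n = 2 pairs). The combined value was above both single values in each replicate: 0.377 against 0.287 and 0.275 in replicate 1, and 1.18 against 0.827 and 0.627 in replicate 2. In the hypomethylated nuclei, Kdm4d gave 0.454 ± 0.009 against control MEF-NT, and Kdm4d on MEF chromatin gave 0.605 ± 0.411. This combination was thus not above the single treatment on average. It was above it in replicate 1 (0.460 against 0.315) and below it in replicate 2 (0.447 against 0.895). For Kdm6b and USP21 the hypomethylated values were 0.517 ± 0.224 and 0.592 ± 0.080. A mean over all transcripts does not show how many move up or down within it. At a pseudocount of 0.1, the largest change of setting, USP21 with Kdm6b gave 1.69 against 1.15 and 1.05. The paper, grouping genes by their trend of expression, concludes that a combination is rarely neutral and that synergistic, additive and adverse effects are much more common.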

### Loss of Resistance upon Usp21 Expression Correlates with Enrichment for H2Aub on the Affected Genes

Given that, at a single-gene level, resistance often can be removed by the expression of more than one type of chromatin modifier, this raises the question of the mechanism of action of these factors (Figure 4A). Indeed, although the reprogramming system described here is independent of replication and is directly mediated by oocyte factors, it does not exclude the possibility that the chromatin modifiers act on transcription independently of their activity against their cognate chromatin targets. In fact, targets besides the classical histones, such as transcription factors, have been found to be affected by chromatin modifiers (Carr et al., 2015).

To investigate if chromatin modifiers affect resistance through the removal of repressive marks from chromatin, we first analyzed whether loss of resistance after expression of a given chromatin modifier correlates with the presence of its target epigenetic mark on the resistant genes. Because its chromatin modifier activity is less well characterized than that of Kdm4d and Kdm6b, we focused on the characterization of USP21 effect on resistance. We first investigated the distribution of H2AK119ub1 by chromatin immunoprecipitation sequencing (ChIP-seq). H2AK119ub1 was more abundant around the TSSs of genes that were not expressed rather than expressed in cultured MEFs, in accordance with the repressive function of this histone modification (Zhou et al., 2008) (Figure 5A). When focusing on resistant genes, we observed a relative H2AK119ub1 enrichment on USP21-sensitive genes compared to USP21-insensitive genes in donor nuclei (Figure 5B). The fact that high levels of H2Aub were present on USP21-sensitive genes was consistent with the idea that USP21 suppresses resistance through deubiquitylation of H2AK119 on this set of gene. We next sought to test this mechanism by complementary approaches.

### USP21 Removes Resistance through the Removal of H2A Ubiquitylation

We first reduced the level of H2AK119ub1 on transplanted chromatin *after* nuclear transfer. This was achieved either by overexpressing the deubiquitylase USP21, as described above, or by overexpressing a catalytically inactive form of XlRing1b, the E3 ligase responsible for H2A ubiquitylation by the PRC1 complex (de Napoles et al., 2004). Similar to USP21 overexpression, Ring1B mutant overexpression reduced the level of H2AK119ub1 on transplanted chromatin 48 hr after transplantation (Figure 5C). Second, we reduced H2AK119ub1 level in the donor nuclei *prior* to nuclear transfer using Ring1a&Ring1b knockout (KO) MEF (Endoh et al., 2012). In that case, the transplanted nuclei were initially devoid of H2AK119ub1. However, 48 hr after nuclear transfer, they regained levels of H2AK119ub1 similar to those of WT nuclei (Figure 5C).

We then used RNA-seq analysis to investigate the effect of these three treatments on gene expression following nuclear transfer. 

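RNA-seq values were available for 4 conditions with 2 replicates each: Ring1 MEF nuclei in control oocytes, the same nuclei in oocytes expressing USP21, the same nuclei in oocytes expressing the catalytically inactive XlRing1b mutant, and Ring1a/b KO nuclei in control oocytes. Ring1a (gene symbol Ring1) and Ring1b (gene symbol Rnf2) are E3 ligases of PRC1 that ubiquitylate H2A. RNA was labeled with BrUTP and collected 48 h after transfer. The authors processed these libraries like the other oocyte samples and gave RPKM. The total reads, derived from the RPKM steps, were 5278368 and 3929745 for the control, 3968423 and 3359905 for USP21, 6298709 and 3178718 for the KO, and 5066110 and 3981749 for the mutant, so these libraries are deeper than most of the MEF-NT and ES-NT ones. GFP took 4.68% to 10.4% of the reads. Lane numbers in the headings were 6 and 7 for the control and the KO, 7 and 8 for USP21, and 6 and 8 for the mutant, too few per lane to compare groups within one. Usp21 (NM_013919; chromosome 1 of mm9, 173212076 to 173218122) had 671 and 1258 RPKM with USP21 against 21.2 and 21.8 in the control, a log2 fold change of 5.35 (standard error 0.499, adjusted p = 0.0716 from limma). Rnf2 (NM_011277; chromosome 1, 153316536 to 153347953) had 2.46 and 0 RPKM in the KO against 65.8 and 97.2, a log2 fold change of -5.44 (standard error 0.796, adjusted p = 0.306). Ring1 (NM_009066, chromosome 17, 34157737 to 34161625) was not lower in the KO. It had 5.46 and 10.8 RPKM against 3.17 and 1.50, a log2 fold change of 1.44 (standard error 0.743). The paper lists these MEFs as null for Ring1A, with a floxed Ring1B. Control nuclei of that line would already lack Ring1A, so the design calls for a fall of Rnf2 and not of Ring1. Each condition was compared with the same 2 control libraries by limma on log2(RPKM + 1), with the filter of RPKM above 1 in both samples of a group. Because all 3 comparisons share these controls, a transcript that is low in the control by chance appears raised in all 3. The labels pair the replicates, and libraries of the same number deviated from their group means together with a mean r of 0.159 across transcripts (0.120 to 0.211 over 12 pairs). With that pairing as a block, the adjusted p of Usp21 was 0.00375.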

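At an FDR of 0.05, 0 of 13253 tested transcripts were higher with USP21 (smallest adjusted p 0.0716 from limma), 0 of 12574 with the XlRing1b mutant, and 2 of 12713 in the Ring1a/b KO. The 2 transcripts were Zbtb3 (NM_133759; chromosome 19 of mm9, 8876986 to 8879344), with 216 and 236 RPKM against 0 in both controls (log2 fold change 7.83, standard error 0.585, adjusted p = 0.0386), and Ubl7 (NM_027086; chromosome 9, 57758793 to 57777775), with 231 and 143 RPKM against 0 (log2 fold change 7.51, standard error 0.629, adjusted p = 0.0415). Pqbp1 (NM_001252528; chromosome X, 7471645 to 7476395) was the only lower one, with 0 RPKM in both mutant replicates against 330 and 465 (log2 fold change -8.62, standard error 0.564, adjusted p = 0.0250). Each of these values is that of a single transcript. It does not show that the gene as a whole was switched on or off. With the replicate number as a block, paired by the labels (mean r of 0.159), 5, 1 and 0 transcripts were higher with USP21, with the mutant and in the KO. Fitting all groups together moved USP21 equally far, to 5, with 0 for the mutant and 1 for the KO. Before adjustment, 201 transcripts with USP21, 99 with the mutant and 109 in the KO were higher with a p below 0.01. The tests with 2 replicates per group recovered a minority of simulated changes of log2 2 in this experiment (32.6%), so changes of this size were mostly not detectable.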

USP21 overexpression, XlRing1B mutant overexpression, and transplantation of Ring1a/b KO nuclei resulted in an increased expression over control nuclear transfer of 165, 73, and 79 genes, respectively (Table S5). We first noted a correlation between the extent of H2AK119ub1 level decrease and the number of upregulated genes, suggesting that the effect observed on gene expression was indeed dictated by the effect of the treatments on H2AK119ub1 level. 

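Without adjustment, more transcripts were higher with USP21 than in the other two conditions: 201 had a p below 0.01, against 99 with the XlRing1b mutant and 109 in the Ring1a/b KO. Counted by size, 1498 transcripts with USP21, 584 with the mutant and 732 in the KO had a mean difference above 1 in log2(RPKM + 1) with both samples above both controls. Lower transcripts by the same count numbered 730, 1134 and 858. The main fit at an FDR of 0.05 gave 0, 0 and 2 higher transcripts and no such order, and a pairing by replicate number as a block (from the labels, mean r of 0.159) gave 5, 1 and 0. Median-of-ratios scaling narrowed the counts by size most, to 1280, 720 and 771. With 3 treatments, no exact test of a relation across treatments can reach 0.05, and the H2AK119ub1 levels of Figure 5C were not analysed here. The paper sets the number of upregulated genes beside the extent of H2AK119ub1 decrease and proposes that the treatments act on expression through this mark.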

Importantly, the genes upregulated in conditions where Ring1a/b KO nuclei were transplanted or XlRing1b mutant was overexpressed were significantly enriched for the genes that also were upregulated by USP21 overexpression (22/79 and 13/73, respectively; p value < 10^−10^, hypergeometric test). 

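With 0 transcripts called after USP21, the overlap of the main calls was 0 for both treatments and is empty by construction. For a comparison at the size of the paper's sets, the transcripts with the smallest p among those higher than the control were taken, 165 for USP21, 79 for the Ring1a/b KO and 73 for the XlRing1b mutant, a choice made after the main fits gave few calls. Of the 79, 9 were among the 165, where 0.936 would be shared on average at random (odds ratio 11.3, Fisher's exact p = 3.75e-07 over 13922 transcripts tested in either comparison). Of the 73, 12 were shared, against 0.870 at random (odds ratio 17.5, Fisher's exact p = 5.39e-11 over 13844 transcripts). The first calculation used only the transcripts tested in both comparisons, and this background was added after its values were seen. In the first, only 43 of the 165 and 26 of the 79 were left for the KO, and 47 and 25 for the mutant, and the odds ratios of 185 and 313 are inflated by leaving out top-ranked transcripts that could not be shared. Fisher's test treats the 2 lists as drawn independently, whereas both use the same 2 control libraries. With median-of-ratios scaling, 15 were shared for the mutant. The block by replicate number (pairing of the labels, mean r of 0.159) gave 12 for both treatments. With separate control libraries for the 2 comparisons, fewer were shared than with the same controls. The paper reports its enrichment from a hypergeometric test on its own lists.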

Although statistically significant, the overlap between these gene sets is relatively small, presumably because of the differential effect of the corresponding treatment on H2AK119ub1 level during the course of the experiment (see above). 

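The 165 transcripts with the smallest p among those higher after USP21 stood in for the upregulated genes, since none passed the FDR threshold. Their mean log2(RPKM + 1) rose by 3.05 ± 0.36 with USP21, the comparison that chose them, by 0.885 ± 0.212 in the Ring1a/b KO and by 0.967 ± 0.534 with the XlRing1b mutant (SD, n = 2 pairs of the same replicate number). Replicate 1 and 2 gave 0.735 and 1.04 in the KO and 0.589 and 1.34 with the mutant. Other tested transcripts changed by 0.112 ± 0.145 with USP21, -0.016 ± 0.305 in the KO and -0.163 ± 0.340 with the mutant. The same control libraries both chose the 165 transcripts and served as the reference here. Choosing 165 transcripts by USP21 in the p53-deficient MEF-NT experiment, which shares no library with this one, changed the values most: 0.038 ± 0.514 in the KO, 0.084 ± 0.647 with the mutant and 0.306 ± 0.144 with USP21. With 2 replicates per group the smallest exact p is 0.333. The paper compares the expression of the USP21-upregulated genes between conditions in Figure 5D and finds it significantly higher in both.

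**Figure D4:**
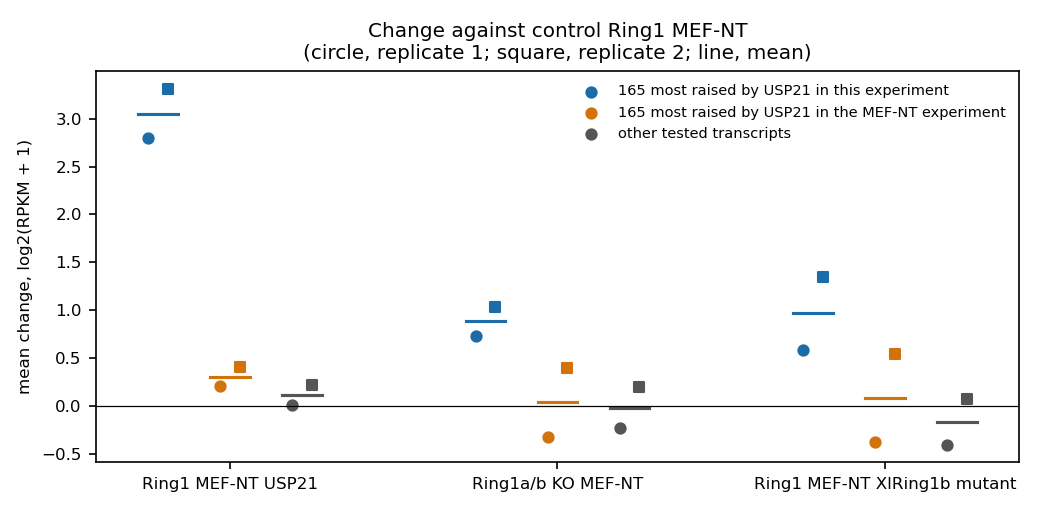
Mean change in log2(RPKM + 1) against control Ring1 MEF-NT (vertical axis) under the 3 treatments, for the 165 transcripts most raised by USP21 in this experiment (blue), the 165 most raised by USP21 in the p53-deficient MEF-NT experiment (orange) and the other tested transcripts (grey). Circles are replicate 1, squares replicate 2 and lines the mean, and the blue means are 3.05, 0.885 and 0.967 while the orange ones are 0.306, 0.038 and 0.084.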

Additionally, the genes that were upregulated in MEF nuclei transplanted to USP21-expressing oocytes compared to control oocytes also showed significantly higher expression in transplanted Ring1a&b KO nuclei or in WT nuclei transplanted to oocytes overexpressing XlRing1b mutant (Figure 5D). 

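Replicate by replicate, the 165 transcripts most raised by USP21 changed in the same direction in all conditions: by 2.80 and 3.31 in log2(RPKM + 1) with USP21, 0.735 and 1.04 in the Ring1a/b KO, and 0.589 and 1.34 with the XlRing1b mutant, against the control of the same number. The rise in the KO and with the mutant was smaller than with USP21, where the transcripts were chosen. With a pseudocount of 0.1, the means were 1.67 in the KO and 1.83 with the mutant, and with the set chosen in the p53-deficient MEF-NT experiment they moved furthest, to 0.038 and 0.084. The 537 resistant transcripts as a whole changed by 0.191 ± 0.157 with USP21, 0.017 ± 0.162 in the KO and 0.023 ± 0.240 with the mutant (SD, n = 2). Tested transcripts other than the 165 changed by 0.112 ± 0.145, -0.016 ± 0.305 and -0.163 ± 0.340 in the same order. Gene-by-gene clustering as in Figure 5E was not rerun. The paper points to the similar pattern of upregulation across the treatments that reduce H2AK119ub1.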

Lastly, the genes that were upregulated upon USP21 overexpression showed a similar pattern of upregulation in the two other treatments reducing H2AK119ub1 level (Figure 5E).

We observed that three ways of interfering with H2AK119ub1 led to the upregulation of a similar set of genes in transplanted nuclei. We conclude that USP21 overexpression removes resistance mostly through its H2A deubiquitylation activity.

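Otx2 (NM_144841; chromosome 14 of mm9, 49277354 to 49287319), the gene the paper goes on to target, had 8.24 and 2.80 RPKM in control Ring1 MEF-NT, 32.3 and 16.7 with USP21, 21.8 and 13.9 in the Ring1a/b KO, and 10.1 and 2.77 with the XlRing1b mutant. Sox2 (NM_011443, chromosome 3, 34548927 to 34551383) had 266 and 117 RPKM in the control, 310 and 228 with USP21, 391 and 180 in the KO, and 242 and 128 with the mutant. Its 2 control replicates differed by more than the means of the conditions did. Against the control of the same number, it was higher in both replicates with USP21 and in the KO. With the mutant it was lower in replicate 1 and higher in replicate 2. Over all 537 resistant transcripts, the mean change was 0.191 ± 0.157 with USP21 (0.080 and 0.303 in the replicates). In the KO and with the mutant it was 0.017 ± 0.162 and 0.023 ± 0.240 (SD, n = 2). Tested transcripts outside the top-ranked 165 changed by 0.112 ± 0.145 with USP21, -0.016 ± 0.305 in the KO and -0.163 ± 0.340 with the mutant. Part of the change with USP21 was thus not specific to the resistant transcripts. The 9 and 12 transcripts shared between the top-ranked lists, with the mean rises of 0.885 and 0.967, are the values nearest to the paper's argument, and the set chosen in the other MEF-NT experiment moved these means most, to 0.038 and 0.084. From the shared genes and the similar expression across 3 ways of reducing H2AK119ub1, the paper concludes that USP21 removes resistance mostly by deubiquitylating H2A.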

To further test whether USP21 acts through chromatin deubiquitylation of H2A, we targeted USP21 to one resistant gene rather than the whole nuclear chromatin. We fused USP21 to dCas9 in order to direct USP21 to the promoter region of the resistant gene *Otx2* using small guide RNAs (sgRNAs) (Figure S4). We found a significant loss of *Otx2* resistance to transcriptional reprogramming following nuclear transfer to oocytes expressing USP21dCas9 and guide RNAs targeting the *Otx2* promoter, but not in the absence of guide RNAs (Figure 5F). This correlates with a guide RNA-dependent deubiquitylation of H2A at the *Otx2* promoter (Figure S4C). Importantly, in the conditions used, global levels of H2Aub were not decreased, as shown by western blot (WB) (Figure S4A) and ChIP-qPCR on repeat elements of the genome (major satellites and intracisternal A particles [IAPs], Figure S4C). We conclude that a localized decrease in H2Aub at the promoter is sufficient to reduce resistance following nuclear transfer.

### USP21 Improves Transcriptional Reprogramming of Cloned Mouse Two-Cell Embryos

We next asked whether USP21 also could alleviate resistance to transcriptional reprogramming after mouse nuclear transfer to enucleated MII oocytes. We performed cloning experiments in the mouse, in which mouse ESC (mESC) nuclei were transplanted to enucleated eggs. We let such reconstituted embryos develop to the two-cell stage, when zygotic gene activation occurs, and we analyzed gene expression by RNA-seq (Figure 6A). 

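RNA-seq values were available for 3 pools of control clones (ESC nuclei in enucleated eggs), 3 pools of clones that received USP21 mRNA, and 2 pools of fertilized embryos, all at the 2-cell stage. The paper gives 7 to 10 embryos per library and 3 biological replicates, the labels give 10 embryos, and the files hold 2 fertilized samples. No BrUTP was used, so maternal and newly made RNA are measured together. The authors aligned the trimmed reads with TopHat to mm9, counted them over RefSeq exons and gave RPKM. Total reads, derived from the RPKM steps, were 14822072 to 27363130 (median 16068865) for control clones, 14151333 to 31327497 (median 17134761) for USP21 clones, and 12874227 and 17079646 for fertilized embryos, above the depth of every oocyte library. On a transcript of 1 kb, 1 read was worth 0.0319 to 0.0777 RPKM. The lane numbers in the headings were 6, 7 and 7 for control clones, 7, 8 and 6 for USP21 clones, and 8 for both fertilized samples. No control clone has lane number 8, so lane and condition cannot be told apart for control clones against fertilized embryos. Clones were compared with fertilized embryos with limma on log2(RPKM + 1), over transcripts with RPKM above 1 in all samples of at least one group, and calls needed an FDR below 0.05 and a log2 fold change above 1 in size, as in the paper. The spread between replicates, pooled over 11669 transcripts, was similar in the groups, with SDs of 0.753 for control clones, 0.762 for USP21 clones and 0.747 for fertilized embryos on the log2 scale. Usp21 (NM_013919; chromosome 1 of mm9, 173212076 to 173218122) had 433, 101 and 188 RPKM in the USP21 clones and 15.9 and 18.8 in fertilized embryos, a log2 fold change of 3.47 (standard error 0.556, adjusted p = 0.0566). Samples that share a replicate number in the labels hardly deviated together (mean r of 0.0145, against -0.00726 for different numbers), so the numbers give little ground for pairing.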

As a control, we used two-cell-stage embryos obtained by in vitro fertilization. 

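Between control clones (n = 3) and fertilized embryos (n = 2), 246 transcripts were lower and 366 higher among 11113 tested, 612 in all. Map2k7 (NM_001164172; chromosome 8 of mm9, 4238740 to 4251423) was not detected in any control clone and had 63.4 and 58.3 RPKM in fertilized embryos, a log2 fold change of -5.95 (standard error 0.477, adjusted p = 0.0172). Hmgn5 (NM_016710; chromosome X, 106199873 to 106208743) had 41.5 ± 3.9 RPKM (SD, n = 3) in control clones and 239 ± 23 (n = 2) in fertilized embryos, a log2 fold change of -2.50 (standard error 0.207, adjusted p = 0.0172). Ubr2 (NM_001177374; chromosome 17, 47065241 to 47147481) had 58.5 ± 15.5 RPKM in control clones and was not detected in fertilized embryos, a log2 fold change of 5.86 (standard error 0.450, adjusted p = 0.0172). Map2k7 and Ubr2 each have 2 transcripts among those tested, and the other ones, Map2k7 NM_011944 and Ubr2 NM_146078, had log2 fold changes of 0.163 and -0.230, so the change is that of 1 transcript and not of the gene. The counts were 207 and 364 with a pseudocount of 0.1, 250 and 293 with median-of-ratios scaling, and 279 and 521 with all groups in one fit. Leaving out any 1 control clone, without a filter, or with the replicate number as a block (taken from the labels, r of 0.0145), no transcript passed. Leaving out 1 fertilized sample gave 548 or 609 lower and 140 or 71 higher. The number of calls therefore depends strongly on the samples and settings. The paper compares its number of misregulated genes with one described for embryos cloned from fibroblasts.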

We identified 1,332 genes misregulated in cloned embryos compared to fertilized embryos (577 downregulated genes and 755 upregulated genes, FDR < 0.05 and |logFC| > 1; Table S6), a number similar to what has been described in two-cell-stage embryos cloned from mouse fibroblast nuclei (Matoba et al., 2014). We then asked whether the gene misregulation observed in the cloned embryos could be reduced by USP21 treatment. To that end, cloned embryos were reconstructed by transplanting ESC nuclei to enucleated egg pre-injected with USP21 mRNA injection. At the two-cell stage, the chromatin of these embryos exhibited a reproducible reduction of H2AK119ub1 level (Figure S5). 

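USP21 clones (n = 3) against the same 2 fertilized samples gave 23 lower and 33 higher transcripts of 11161 tested, 56 in all. Taz (NM_001242616; chromosome X of mm9, 71527251 to 71535490) was not detected in the USP21 clones and had 40.0 and 49.3 RPKM in fertilized embryos, a log2 fold change of -5.50 (standard error 0.461, adjusted p = 0.0412). Bfsp1 (NM_009751; chromosome 2, 143652264 to 143688909) had 49.5 ± 23.6 RPKM (SD, n = 3) against 0.139 ± 0.127 (n = 2), a log2 fold change of 5.36 (standard error 0.533, adjusted p = 0.0425). Both also passed in the control clones, with log2 fold changes of -5.50 and 5.47. The absence of Taz is that of a single transcript and does not show that the gene as a whole was off. A pseudocount of 0.1 gave 78 lower and 132 higher, median-of-ratios scaling 35 and 35, and all groups in one fit 68 and 145. Blocking by replicate number, which rests on the labels (r of 0.0145), or testing without a filter gave counts of 0. The largest move was for lower transcripts with fertilized replicate 2 left out, 464, while higher ones were then 20.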

RNA-seq analysis indicated 293 downregulated genes and 490 upregulated genes in USP21 clones compared to in vitro fertilization (IVF) embryos (Figure 6B). 

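From control clones to USP21 clones, the number of lower transcripts went from 246 to 23, a reduction of 90.7%, and that of higher transcripts from 366 to 33, a reduction of 91.0%. The reductions were 62.3% and 63.7% with a pseudocount of 0.1, 86.0% and 88.1% with median-of-ratios scaling, and 75.6% and 72.2% with all groups in one fit. With 1 fertilized sample left out, which leaves 1 in that group, both reductions were smaller than in the main fits. Leaving out any 1 control clone gave 0 calls in control clones, below the 23 and 33 in USP21 clones, so the reduction was gone. Leaving out 1 USP21 clone gave 0 lower and 0 or 1 higher transcripts in USP21 clones. With the replicate number as a block (labels' pairing, r of 0.0145), both kinds of clone had 0. In both clones, 14 transcripts were lower and 19 higher. A count of calls also changes when transcripts move slightly across a threshold, so the sizes were compared as well. The 246 lower transcripts lay at -2.42 ± 0.06 from fertilized embryos in control clones and at -1.66 ± 0.08 in USP21 clones (mean log2 difference ± SD, n = 3 clones each), and the 366 higher ones at 2.39 ± 0.06 and 1.63 ± 0.27. All USP21 clones lay nearer to fertilized embryos than all control clones in both sets, for which 3 against 3 allow an exact permutation p of 0.1 at the smallest. These transcripts were chosen in the control clones. Of them, 210 (85.4%) and 331 (90.4%) were closer to fertilized embryos in USP21 clones. Compared directly, USP21 and control clones differed in 8 transcripts.

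**Figure D5:**
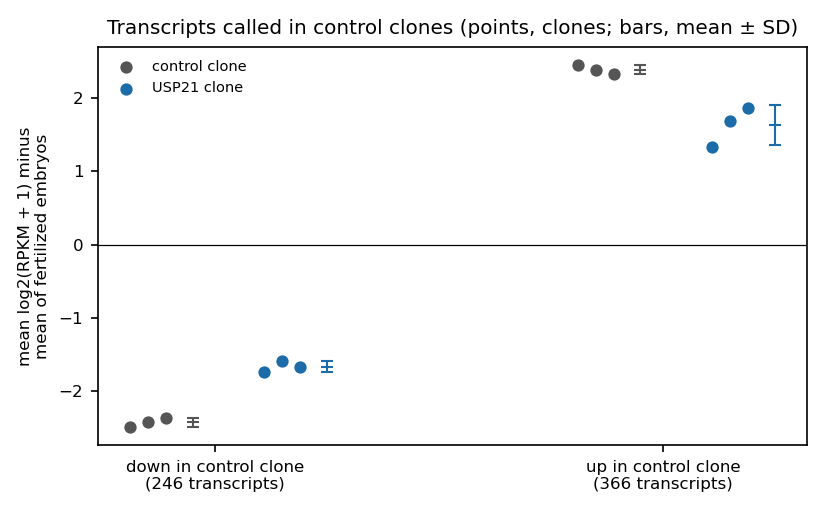
Mean log2(RPKM + 1) minus the mean of fertilized embryos (vertical axis) for the 246 transcripts lower and the 366 higher in control clones, with each pool of clones as a point and the mean ± SD as bars. Control clones (grey) lie near -2.42 and 2.39, and USP21 clones (blue) lie closer to 0, near -1.66 and 1.63.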

This corresponds to a reduction in the number of downregulated and upregulated genes between USP21 clones and control clones of ∼50% and ∼35%, respectively (Figures 6C and 6D).

We conclude that resistance to transcriptional reprogramming at zygotic gene activation in cloned mouse embryos also can be reduced by the expression of USP21.

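Across the 11669 transcripts with RPKM above 1 in all samples of a group, Pearson's r of log2(RPKM + 1) with the fertilized samples was 0.742, 0.753 and 0.773 for the 3 control clones and 0.753, 0.795 and 0.779 for the 3 USP21 clones, so the ranges overlap. The 2 fertilized samples correlated with each other at 0.852. The mean size of the log2 difference to fertilized embryos was 0.835 in control clones and 0.725 in USP21 clones over the transcripts tested in each. In the direct comparison of USP21 with control clones, 8 transcripts passed the FDR threshold. Leaving out USP21 clone replicate 1 changed this number most, to 20, and with the replicate number as a block (pairing of the labels, r of 0.0145) it was 0. Most of the calls that were lost in USP21 clones thus did not reach the threshold in the direct comparison. From the lower number of misregulated genes in USP21 clones, the paper concludes that USP21 can reduce resistance to reprogramming at zygotic gene activation in cloned mouse embryos as well.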

## Discussion

Interference with several epigenetic pathways, such as those involving repressive methylation of histones (Soufi et al., 2012, Onder et al., 2012), DNA methylation (Mikkelsen et al., 2008), or histone deposition (Cheloufi et al., 2015, Gaspar-Maia et al., 2013, Pasque et al., 2012), all can lead to an improvement in iPS reprogramming efficiency. In these experiments, however, it is not clear whether the increase in efficiency is mechanistically linked to a direct effect of chromatin modifiers on the transcription of genes resistant to reprogramming. Additionally, it is not known whether different ways of improving reprogramming through chromatin-based interference act on similar or independent pathways, as they have not been systematically combined, presumably because of the detrimental effect of doing so on cell viability. Indeed, interference with chromatin chaperones together with histone methylase or components of PRC1 and PRC2 have been reported to have adverse effects in iPS experiments, precluding the analysis of treatment combinations (Cheloufi et al., 2015, Onder et al., 2012).

Our oocyte-reprogramming assay allowed us to circumvent this problem and measure the direct effect of removing chromatin repressive marks, alone or in combination, on gene transcription. Strikingly, challenging the stability of the repressed state through nuclear transfer reveals that many of the resistant genes are directly sensitive to interference with more than one epigenetic repressive pathway. This observation suggests that the stabilization of gene expression pattern involves the establishment of multiple layers of epigenetic repression on a subset of genes critical for safeguarding the identity of a cell. This is in agreement with mechanisms described for gene silencing during cell differentiation. For example, silencing of the pluripotency gene Oct4 during stem cell differentiation entails the deacetylation of histone followed by the methylation of H3K9 and, eventually, DNA methylation (Epsztejn-Litman et al., 2008, Feldman et al., 2006). Similarly, the inactivation of X chromosome in female cells during early embryogenesis in the mouse involves the concerted action of multiple repressive pathways, including long noncoding RNAs, H3K27 methylation, histone variant deposition, and DNA methylation (Heard and Disteche, 2006). Therefore, loss of resistance may require the reversal of multiple layers of repressive features added to genes undergoing silencing as cell differentiate.

Whether histone modifications are themselves functionally implicated in the regulation of transcription is not well defined (Henikoff and Shilatifard, 2011). Most functional tests are based on the inactivation of histone-modifying complex. As a consequence, it is difficult to disentangle the observed effect resulting from loss of the histone mark to that resulting from loss of the histone-modifying complex. An exception to this is the use of mutant histone that cannot be methylated on a given lysine residue (Herz et al., 2014). *Drosophila* expressing such histone mutant, H3K27M, exhibits a phenotype that mimics the loss of PRC2, directly implicating methylation of H3K27 in the observed effect. A more conflicting picture emerges from the use of cells engineered to have a PRC1 devoid of H2A ubiquitylation activity. Some reports suggest that H2Aub is not required for the repression of transcription, whereas others found that it is (Endoh et al., 2012, Illingworth et al., 2015, Pengelly et al., 2015). We observe that three independent ways of globally interfering with H2AK119ub1 as well as targeted removal of this histone modification are able to reduce resistance to direct transcriptional reprogramming. This indicates that H2AK119ub1 itself contributes to the observed resistance. In mouse ESCs, H2A deubiquitylases USP16 and USP21 are required for proper differentiation, suggesting that modulation of H2AK119ub1 genomic distribution is necessary for efficient change in cell fate (Jin et al., 2016, Yang et al., 2014). It is, therefore, possible that overexpression of a H2A deubiquitinase in cultured cells could also improve the efficiency of cell fate conversion in induced pluripotency.

To improve gene reactivation for efficient reprogramming, interference with multiple repressive pathways might be required. However, we also observe that a combination of chromatin modifiers quite often has an adverse effect on resistance removal. Indeed, it appears that some of the marks targeted can have repressive functions on some resistant genes while being required for proper reactivation of others. In that regard, refined strategies involving the targeting of epigenetic modifiers to resistant genes according to their sensitivity should provide a better transcriptional reprogramming outcome (Zalatan et al., 2015). To achieve this, further investigations are needed to delineate precisely which part of the genome requires modification in order to relieve resistance. In particular it would be important to more generally test whether histone modifications impose resistance through large domains or through localized deposition, as previous studies have correlated the resistant state to the presence of modified histones on large stretches of the genome (Matoba et al., 2014, Wen et al., 2009). Lastly it would be important to compare the resistance to transcriptional reprogramming in donor cells from different degrees of differentiation in order to establish whether the mechanisms stabilizing cell identity change as cells differentiate.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti H2AK119ub1	Cell Signaling	8240; RRID: AB_10891618
Mouse anti H3K9me3/2	Cell Signaling	5327
Rabbit anti H3K27me3	Cell Signaling	9733; RRID: AB_2616029
Rabbit anti H3	Abcam	ab18521; RRID: AB_732917
Mouse anti-BrdU Agarose beads	Santa-Cruz	sc-32323 AC; RRID: AB_626766
Mouse anti H4	Abcam	ab31830; RRID: AB_1209246
Mouse anti-HA	SIGMA	H3663; RRID: AB_262051
Rabbit anti-HA	Abcam	ab9110; RRID: AB_307019
Goat anti mouse alexa 680	Thermo Fisher	A21058; RRID: AB_2535724
Goat anti rabbit alexa 800	Thermo Fisher	A32735; RRID: AB_2633284
Donkey IgG anti-Rabbit IgG (H+L)-Alexa Fluor 488	Jackson ImmunoResearch	711-545-152; RRID: AB_2313584

**Chemicals, Peptides, and Recombinant Proteins**		

LIF	chemicon	ESG 1107
LIF	Cell guidance	GFM200
GMEM BH-21	GIBCO	21710-025
DMEM	GIBCO	31966-021
Fetal Calf serum	GIBCO	10439-024
Fetal Calf serum	FISCHER	10117272
PD0325901 (MEK inhibitor)	TOCRIS	4192
CH99021 (GSK3 inhibitor)	Medchemexpress Europe	CHIR-99021
Non-essential amino acid	GIBCO	11140-035
Sodium Pyruvate	GIBCO	11360-039
Betamercaptoethanol	GIBCO	31350-010
Ethyl 3-aminobenzoate methanesulfonate (MS222)	SIGMA	E10521
Liberase	ROCHE	05401127001
BrUTP	SIGMA	B7166
Superase (RNase inhibitor)	AMBION	AM2696
Protease inhibitor cocktail (aebsf; aprotinin; bestatin; E-64; Leupeptin; Pepstatin)	SIGMA	SRE0055
pENTRY/D-TOPO Cloning Kit	Invitrogen	K2400-20
Gateway LR Clonase II Enzyme Mix	Thermo Fisher	11791-20
Phusion High Fidelity Polymerase	New England Biolabs	M0530
hyaluronidase	SIGMA	H4272
M2 medium	SIGMA	M7167
Cytochalasin B	SIGMA	C6762
Demelcocine	SIGMA	D7395
M16 medium	SIGMA	M7292

**Critical Commercial Assays**		

Ovation Single Cell RNA-Seq	Nugen	0342-32
TruSeq DNA Sample Prep Kit	Illumina	FC-121-2001
RNAeasy mini Kit	QIAGEN	74106
QIAquick PCR purification Kit	QIAGEN	28104
ARCTURUS PicoPure RNA isolation kit	Thermo Fisher	KIT0204
MEGAscript SP6 Kit	AMBION	AM1330
MEGAscript T7 Kit	AMBION	AM1334

**Deposited Data**		

RNA-seq&ChIP-seq	This paper	GEO: GSE87872
*Xenopus laevis* genome (JGI version 6.1)	*Xenopus* genome project	ftp://ftp.xenbase.org/pub/Genomics/JGI/Xenla6.1/
Images	This paper	http://dx.doi.org/10.17632/jzjspk58nv.1

**Experimental Models: Cell Lines**		

P53−/− MEF	Cedar Lab	Jackson-Grusby et al., 2001
P53−/− dnmt1N MEF	Cedar Lab	Jackson-Grusby et al., 2001
*Ring1A*^−*/*−^*;Ring1B*^*fl/fl*^*;Rosa26::CreERT2* MEF	Koseki Lab	Endoh et al., 2012
ES cells, derived from 129Sv/Pas blastocysts	This paper	N/A
C57BL/6 ES cells	EUCOMM repository	EPD0157_4_A11

**Experimental Models: Organisms/Strains**		

eight-week old C57/CBAF1 mice	Janvier Labs	B6CBAF1/JRj
Mature (3-6 year old) *Xenopus laevis Laevis* female	Nasco	LM00535MX

**Recombinant DNA**		

pCS2+ USP21 NLS-HA	This paper	N/A
pCS2+ KDM4D NLS-HA	This paper	N/A
pCS2+ Kdm6b (aa1025-1642) NLS-HA	This paper	N/A
pCS2+ xlRing1b I49A NLS-HA	This paper	N/A
pCS2+ USP21-dCas9- NLS-HA	This paper	N/A

**Sequence-Based Reagents**		

Guide otx2 promoter (Table S8)	This paper	N/A
qPCR primers (Table S8)	This paper	N/A
Superscript III reverse transcriptase	Invitrogen	18080093
Sybergreen	SIGMA	S9194

**Software and Algorithms**		

BWA 0.6.2-r126-TPX	Li and Durbin, 2009	https://sourceforge.net/projects/bio-bwa/files/
SICKLE 1.200	Joshi and Fass, 2011	https://github.com/najoshi/sickle
FASTX-TOOLKIT 0.0.13	Hannon lab	http://hannonlab.cshl.edu/fastx_toolkit/
samtools 0.1.8	Li et al., 2009	http://samtools.sourceforge.net.
BAMTOOLS 2.1.1	Barnett et al., 2011	https://github.com/pezmaster31/bamtools
cutadapt 1.0	Martin, 2011	https://pypi.python.org/pypi/cutadapt/1.0
TopHat version 2.0.6	Trapnell et al., 2009	https://ccb.jhu.edu/software/tophat/index.shtml
R version 3.2.4	R-Core-Team, 2016	https://www.R-project.org/
edgeR	Robinson et al., 2010	https://bioconductor.org/packages/release/bioc/html/edgeR.html
gplots package version 3.0.1	Warnes et al., 2016	https://cran.r-project.org/web/packages/gplots/index.html
ImageJ		https://imagej.nih.gov/ij/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dr J. Jullien ().

### Experimental Model and Subject Details

#### Cell lines

Mouse fibroblasts (p53−/−; p53−/− Dnmt1N; and *Ring1A*^−*/*−^*;Ring1B*^*fl/fl*^*;Rosa26::CreERT2;SV40) were cultivated in* Dulbecco’s Modified Eagle Medium *(DMEM), 5% Fetal Calf serum on gelatin coated dish.* C57BL/6 ES cells were cultured without feeders on gelatin coated dish in the presence of 1000U/ml leukemia inhibitory factor (LIF, CHEMICON ESG 1107) in Glasgow modification of Eagles medium (GMEM BH-21, GIBCO 21710-025) containing 15% fetal calf serum (GIBCO 10439-024) supplemented with 1 μM MEK inhibitor PD0325901 (TOCRIS 4192), 3 μM GSK3 inhibitor CH99021 (Medchemexpress Europe, CHIR-99021), 0.1mM non-essential amino acid (GIBCO 11140-035), 10mM sodium pyruvate (GIBCO 11360-039), and 0.1mM betamercaptoethanol (GIBCO 31350-010). For nuclear transfer to mouse egg, ES cell CK35, were derived from 129Sv/Pas blastocysts (generous gift from Pasteur Institute Mouse Functional Genetics Unit). Cells were cultured according to standard conditions in flasks, on gelatin, in DMEM (GIBCO 31966-021) supplemented with 15% fetal calf serum (FISHER 10117272) and LIF (1000 U/ml, Cell Guidance: GFM200).

#### *Xenopus laevis* laevis husbandry

Mature *Xenopus laevis* males and females were obtained from Nasco (901 Janesville Avenue, PO Box 901, Fort Atkinson, WI 53538-0901; https://www.enasco.com/xenopus). Our work with *Xenopus laevis* is covered under the Home Office Project License PPL 70/8591 and frog husbandry and all experiments were performed according to the relevant regulatory standards. Animals were kept in a Marine Biotech recirculating system at a density of one adult/3l, with 10% water change per day. Water was sequentially filtered with mechanical pad sump filter, nitrifying bacteria filter, mechanical canister filter, carbon filter, and UV sterilized. Water quality parameters were as follow: conductivity 1500us; temperature 17-22°C; PH 6-8. Photoperiod was set to 12h ON/12h OFF. Frogs are fed twice per week with Royal Horizon 4.5mm pellets (skretting, https://www.skrettingfishfeeds.co.uk/). Unconsumed food was removed 10 min after the start of feeding.

#### *Mus musculus* husbandry

*Mus musculus* (strains C57CBA; males and females) were obtained from Janvier Labs (Route des Chênes Secs 53940 Le Genest-Saint-Isle France; https://www.janvier-labs.com) and housed at the UE IERP rodent resource center from INRA in Jouy en Josas (Unite Experimentale d’Infectiologie Experimentale des Rongeurs et Poissons). Animal care and handling at INRA is carried out according to European regulations on animal welfare. N. Beaujean has the authorization to work with laboratory animals from the French veterinary regulatory services (N°78–95) and the present work on mouse has been approved by the ethics committee (no. 12/123; Comethea Jouy-en-Josas/AgroParisTech). Animals are housed in groups of maximum 2-5 mice in cages enriched with tissues. Water and standard pellet food are provided ad libitum. All mice are monitored daily for daily discomfort. Animals displaying overt signs of discomfort (lack of activity or feeding behavior) are euthanized immediately by cervical dislocation.

### Method Details

#### Cytoplasmic injection and nuclear transplantation to *Xenopus* oocyte

This section was adapted from (Jullien, 2015).

##### Oocytes preparation

Ovaries are removed from a female *Xenopus laevis* terminally anesthetised by subcutaneous injection of 400μl of MS222 (Ethyl 3-aminobenzoate methanesulfonate, 0.6g/ml in H_2_0) into the dorsal lymph sac. The ovaries are then placed in a petri dish containing 1X MBS (MBS (Barth-HEPES Saline) 10X stock: 88mM NaCl, 1mM KCl, 2,4mM NaHCO3, 0.82mM MgSO4.7H2O, 0.33mM Ca(NO3)2.4H2O, 0.41mM Cacl2.6H2O, 10mM HEPES. Add ∼3 mL of 10N NaOH to obtain a pH of 7.4 to 7.6), and separated into small clumps (containing roughly 50-100 oocytes) using forceps. Three to five ml of such clumps are transferred to a 50 mL falcon tube that is then filled to 12.5 mL with 1X MBS. 6.5 units of liberase are then added to the solution and the oocytes are incubated 2h20 min at room temperature (22°C) with gentle agitation on a rocker (Liberase is prepared by resuspending 100 mg of lyophilized enzymes (Liberase TM Research / Roche 05 401 127 001) with 10 mL sterile H2O (giving a final concentration of 26 U/ml). Let the solution stand for 30 min on ice to rehydrate. Gently swirl the vial every few minutes to ensure that the enzyme is completely dissolved. Store aliquots of 250 μL (6.5U) at -80°C). Defolliculated oocytes are then washed 4 times in 50 mL of 1X MBS and transferred to a Petri dish. Individual oocytes are then manually sorted under a standard dissecting microscope using a Pasteur pipette and stored over night at 16-18°C in 1X MBS supplemented with penicillin streptomycin (P/S) at a final concentration of 10 μg/ml.

##### mRNA/gRNAs /BrUTP injection to oocyte’s cytoplasm

The oocytes are injected, in the cytoplasm, either one day prior (mRNAs) or two hours after (BrUTP, gRNAs) nuclear transfer. Using a Drummond injector (Drummond Nanoject, Drummond Scientific Company, USA), the required amount of mRNAs or gRNAs (9nl at 1mg/ml), or BrUTP (Sigma: B7166, 4.6nl at 100mM), is injected in the cytoplasm from the vegetal pole of the recipient oocyte. Injected oocytes are cultured in 1X MBS, P/S, 0.2%BSA at 18°C.

##### Donor cell preparation

Adherent cells such as mouse embryonic fibroblasts (MEF) or embryonic stem cells (ES) are collected by trypsinization according to standard tissue culture procedure. Trypsin treatment is stopped by addition of cell culture medium supplemented with serum. The cells are then washed twice in 1X PBS (137 mM NaCl; 2.7 mM KCl; 10 mM Na_2_HPO_4_; 2 mM KH_2_PO_4_; pH adjusted to 7.4 with HCl) by centrifugation for 3 min at 500 g. Prior to proceeding to permeabilization, single cells are collected by filtering the cell suspension through a 50 μm filters (Celltrics Partec 04-0042-2317). Cells are then counted on a hemacytometer and diluted to 1 million cells per ml. One million cells (in one ml of 1X PBS) are transferred to an eppendorf tube and centrifugated 2min at 2000 g at RT. The cell pellet is then resuspended in 1ml of SuNaSP (250mM Sucrose, 75mM NaCl, 0.5mM Spermidine, 0.15mM Spermine). The cells are centrifugated again and resuspended in 200 μL of SuNaSP. 25 μL of Streptolysin O (SLO, 500 units) is then added to the suspension and the cells are incubated 5 min at 37°C in a water bath (25000 units of Streptolysin O are resuspended in 1.25 mL PBS 0.01%BSA. 62.5 μL of dTT 100mM is then added to the solution and incubated 2 hr at 37°C. Aliquots of 25 μL are stored at -80°C). After incubation cells are placed on ice while the efficiency of permeabilization is checked. For that purpose 2 μL of the permeabilized cell suspension is mixed with 8 μL of 0.4% trypan blue solution (0.4 gr trypan blue diluted in 100 mL of PBS 1X). Cells in trypan blue are visualized on a hematocytometer. Permeabilization is successful when more than 90% of the cells show a nucleus stained blue and blebs are apparent on the cell plasma membrane. When permeabilization is confirmed to be satisfactory by the trypan blue test, SLO is inactivated by adding 1 mL of SuNaSP 3%BSA to the 225 μL of permeabilized cells. Following SLO inactivation, cells are centrifugated 2min at 2000 g at RT. The permeabilized cells pellet is then resuspended in 55 μL of SuNaSP-BSA to give a final concentration of 250 nuclei/13.8nl of solution. The permeabilized cells (“nuclei”) are then used for transplantation without further manipulation.

##### Transplantation procedure

Transcriptional reprogramming happens only when the nuclei are transplanted into the recipient oocyte own nucleus, the germinal vesicle (GV). The protocol below explains how to transplant the nuclei and subsequently check for successful GV targeting. First prepare the injection needle: glass capillaries (7” Drummond #3-000-203-G/XL glass capillaries) are pulled in a Flaming/Brown micropipette puller (Sutter instrument model P87 or p-7) using the following parameters: heat: set at the temperature established by a ramp test, pull: 100, velocity: 100, time: 10. The needle tip then needs to be cut to give a relatively large opening (∼50 μm) to be able to suck the donor nuclei suspension into the needle This can be done simply by using a dissecting scissor positioned at a 120 degree angle to the needle. This will give a sharp enough needle tip that will penetrate the oocyte without damaging it. It then is helpful to mark the needle with a marker pen at a distance of about 300 μm from the tip.The needle prepared in this way is filled with about 500 nL of the nuclei suspension containing 5pg/13.8nl of a PCS2+-membrane GFP plasmid. To inject the nuclei, the oocyte is positioned toward the needle with forceps. The needle has to contact the middle of the pigmented (animal) pole of the oocyte and be orientated parallel to the animal/vegetal pole axis. Once positioned, the needle is inserted in the oocyte at a depth of about 250 μm (using the pen mark as a reference) and the nuclei can then be injected (13.8nl containing 250 nuclei and 5pg of membrane GFP plasmid). GV targeting success rate has to be checked for each injection needle used since slight differences in the size of the oocyte and the sharpness of the needle affect the injection depth required. This is done by isolating the GV from the oocyte in MBS 1X and verifying the presence of nuclei in the GV. If the nuclei are not transplanted to the GV, the targeting test is repeated varying the injection depth, using the marker pen reference as a guide. The nuclei suspension is kept on ice and the needle is refilled with nuclei from the stock solution every 20-30 oocytes injected. It is important to note that very often the nuclei suspension, when sucked into the needle, does not remain homogeneous. Indeed the nuclei tend to become more concentrated at the oil/nuclei solution interface. For that reason it is crucial to refill the needle frequently and to then immediately transplant the nuclei to oocyte. This operating mode ensures that the quantity of nuclei delivered to the GV is constant. After transplantation, the oocytes are cultured in 1X MBS supplemented with antibiotics (penicillin/streptomycin, gentamycin) and 0.2% BSA. The oocytes are kept at temperature of 18°C and the culture medium is replaced every day. 24 hr after nuclear transplantation, oocytes with successful GV targeting are sorted based on the presence of GFP fluorescence at the oocyte plasma membrane (The membrane GFP RNA is produced only if the membrane GFP plasmid, and co-injected nuclei, are delivered to the oocyte GV). Transcriptional reprogramming is typically assessed between 0 and 3 days after transplantation from GFP positive oocytes.

#### Analysis of transplanted *Xenopus* oocytes

##### Gene expression from transplanted nuclei

###### RNAs extraction

Pool of 8 oocytes are collected in eppendorf tubes and can be stored at -80°C or directly processed for mRNA extraction. For each experimental condition, 2 samples of 8 oocytes are processed. RNAs are extracted using RNAeasy mini kit (QIAGEN 74106), according to the manufacturer instruction, with ON-column DNase treatment and a 50 μL final elution volume

##### RNA immunoprecipitation

###### Beads saturation

Anti BrdU-agarose beads (Santa Cruz Biotechnology SC 32323, 25 μL /IP) are washed twice by adding buffer I (0.5X SSPE (0.5mM EDTA and 74.5mM NaCl in 5mM phosphate buffer (pH 7.4) with 0.05% Tween20 and 0.1% polyvinylpyrrolidone [PVP, SIGMA P5288])and spinning 2’ at 2rcf. Beads are then blocked overnight on a rotating wheel at 4°C (up to 400 μL beads in 900 Buffer I supplemented with 100 μL of 10mg/ml RNase free BSA).

##### RNA immunoprecipitation

For each IP, 80 μL of RNA (40 μL from each samples) are added to 25 μL of saturated beads in 500 μL 0.5X SSPE with 0.05% tween 20 and 6.25 μL of RNase inhibitor (Superase, Ambion AM2696) and placed on a rotating wheel for 4h at 4 degree. 20 μL of RNAs is kept as an input fraction for RT-qPCR analysis.

##### Beads washes

Washes are with 600 μL of buffer for 10 min on rotating wheel at 4°C. Between washes samples are spun 2’ at 2rcf. First wash is with low salt buffer (0.2X SSPE with 0.05% Tween20), followed by two washes with high salt buffer (0.5X SSPEwith0.05%Tween20 and 150mMNaCl). The last wash is with TET (10mMTris, 1mMEDTA, pH 8, and 0.05% Tween20. After the last wash, aspirate most of the liquid so that the beads are dry.

##### Elution

RNAs are eluted by adding 100 μL elution buffer (300mMNaCl, 5mMTris, pH 7.5, 1mMEDTA, 0.1% SDS, 20mMdithiothreitol) to the beads and incubate 5’ at RT. The beads are then centrifuged 2’ at 2rcf, and the supernatant containing the eluted RNAs collected. The procedure is repeated four times to collect a total of 400ul of eluted RNAs Eluted RNA are phenol/chloroform (1:1 Mix PH8) extracted, and then precipitated by adding 1ml EtOH 100%,40 μL Na acetate 3M, 1 μg of glycogen and incubating 20min on dry ice. RNAs are then pelleted by centrifugation 20min at 12000 rcf. Supernatant is discarded and the pellet is then washed with EtOH 70%, centrifuged 5min at 12000 rcf. The supernatant is removed, the pellets is dried for 5min at RT, and then resuspended in 12 μL H_2_0.

##### RT-qPCR

Annealing of oligodT primers to the RNAs is performed by incubating at 65°C for 5min 12 μL of RNA mixed with 0.5 μL of 100 μM oligodT(15) and 0.5 μL of 10mM dNTPs followed by an incubation 5min on ice. cDNAs synthesis was performed by adding 4 μL of 5X second strand buffer, 1 μL 0.1M dTT, 1 μL H_2_O, 0.5 μL RNase inhibitor, and 0.5 μL superscriptIII reverse transcriptase (InVitrogen, 18080093) to the RNA solution and incubating at 50°C for one hour. The reverse transcription is stopped by adding 80 μL of H_2_O to the reaction and incubating 10 min at 70°C. For qPCR, 5 μL of cDNAs were mixed with 12.5 μL SyberGreen (SIGMA, S9194), 7.22 μL H_2_O, 0.14 μL each of Forward and Reverse primers (10 μM, see Table S8). The qPCR reaction was then performed on StepOnePlus System (applied biosystem) using the standard detection mode option.

##### RNA-seq

To eliminate any trace of solvent after phenol extraction, RNA are further purified using ARCTURUS PicoPure RNA Isolation Kit (Thermo Fisher, KIT0204) following the manufacturer instructions. 2 μL of purified RNAs (from a 10 μL volume of purified RNAs) are then used to generate RNA-seq library using Ovation Single Cell RNA-Seq System (Nugen), following the two steps PCR option of the manufacturer protocol.

##### WB analysis of histone modifications in transplanted nuclei

The GV containing transplanted nuclei are dissected out of the oocyte in GV isolation buffer (20mM Tris-HCl, pH7.5, 0.5mM MgSO4, 140mM KCl). Within 1-2 min following dissection, the isolated GVs are transferred on ice to an eppendorf tube containing non-denaturing wash buffer (150mM Tris-HC,l pH7.5, 50mM NaCl, 150mM KCl) supplemented with proteases inhibitors (1000X stock solution: AEBSF, 104 mM; Aprotinin, 80 μM, Bestatin, 4 mM, E-64, 1.4 mM, Leupeptin, 2 mM, Pepstatin A, 1.5mM). The operation is repeated until about 30 GVs are collected (corresponding to about 7500 transplanted nuclei). The GV containing the transplanted nuclei are then disrupted by brief vortexing (5 s), and centrifugated for 3 min at 12000 g. The supernatant is discarded and the pellets containing the nuclei and GV membrane is washed twice in 1ml of non denaturing washing buffer by vortexing 5 s and centrifugating for 3 min at 12000 g. The obtained pellets correspond mostly to transplanted chromatin components since the washing process gets rid of most of the GV proteins that are not tightly bound to the transplanted nuclei. The pellets can be frozen or directly processed for SDS-PAGE electrophoresis and WB analysis following a standard protocol. Quantitative immunoblotting was carried out on a LI-COR Odyssey CCD (charge-coupled device) scanner according to the manufacturer’s instructions (LI-COR Biosciences).

##### ChIP analysis

###### Chromatin preparation

Oocytes are washed in MBS 1X without BSA prior to fixation. Batch of oocytes (typically 56-84 oocytes per experimental conditions) are transferred to a 15 mL falcon tube. Eight ml of 1X MBS containing 1% formaldehyde are added to the oocytes and the samples are fixed for 10 min at room temperature with gentle agitation. The fixation is stopped by the addition of 4ml of MBS 1X with 300mM glycine. The oocytes are then washed three times in 10ml MBS 1X. Groups of 7 fixed oocytes are transferred to eppendorf tubes in which MBS is replaced by 280 μl of homogenization buffer (50mM HEPES, pH7.8, 140mM NaCl, 1mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate) supplemented with 0.3% Sodium Dodecyl Sulfate (SDS), proteases inhibitors, and 1mM DTT. Oocytes are thoroughly disrupted by pipetting up and down using a micropipette. Sonication is carried out in two cycles of 7 min on a Sonicator equipped with an ultrasonic bath (with 30 s on/off cycles, higher power). After sonication, the SDS in the sample is diluted by adding 600 μl of homogenization buffer supplemented with proteases inhibitors and 1mM DTT. The sonicated chromatin is then centrifugated at 12000 g for 10 min at 4 degree. The supernatant (including the lipid layer) is then transferred to a new tube. This chromatin can then be used in a standard ChIP protocol.

##### Chromatin immunoprecipitation

10% of the chromatin is taken as input and mixed with an equal volume of 2 × Stop buffer (40 mM Tris-HCl at pH 8.0, 10 mM EDTA, 1% SDS) and 0.3 μg/μL proteinase K (final concentration). The inputs are incubated overnight at 65°C. The rest of the sonicated solution is mixed with antibody and incubated overnight at 4°C on a rotating wheel. The antibodies used are: 1 μL of rabbit anti-HA antibody (ab9110, Abcam) or rabbit anti H2AK119Ub1 antibody (cell signaling, 8240). After antibody reaction, 20 μL of dynabeads protein G (Invitrogen) is added and is rotated for another 6 hr at 4°C. The bead antibody conjugates are sequentially washed with buffer I, buffer II (50 mM HEPES at pH 7.8, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM DTT, protease inhibitors), buffer III (20 mM Tris-HCl at pH 8.0, 1 mM EDTA, 250 mM LiCl, 0.5% NP40, 0.5% sodium deoxycholate, 1 mM DTT, protease inhibitors), and TE containing 1 mM DTT and protease inhibitors for 30 min at 4°C with rotation. After the last wash, 150 μL of 1 × Stop buffer with 0.3 μg/μL proteinase K is added to the beads, and cross-links are reversed by incubation overnight at 65°C. DNA from inputs and immunoprecipitates are then purified by phenol/extraction and ethanol precipitation and resuspended in a final volume of 50 μL of H_2_O.

##### ChIP qPCR and ChIP-seq

DNA is processed for qPCR analysis as described in the RT-qPCR section. Library for ChIP-seq were generated using TruSeq DNA Sample Prep Kit (illumina; FC-121-2001) according to the manufacturer instructionsS8

#### Plasmid constructs and in vitro RNA synthesis

Human Kdm4D, mouse KDM6B (aa1025-1642), human USP21, and *Xenopus laevis* ring1B I49A were cloned using p-Entry cloning system (Invitrogen, K2400-20 and 11791-020) into a pCS2+ destination plasmid with three C-terminal HA-tags and an N7-NLS-tag (Cutler et al., 2000). mRNAs were synthesized in vitro using MEGAscript SP6 Kit (Ambion, AM1330M) following the manufacturer’s instructions. Templates for in vitro synthesis of guide RNAs were produced by mixing 20 μL 5X HF buffer (M0530, New England biolabs), 10 μL dNTPs (2.5mM), 10 μL guide specific Forward primer (2 μM, see Table S8), 10 μL common guide Reverse primer (2 μM, see Table S8), 1 μL Phusion High Fidelity DNA Polymerase (M0530, New England biolabs) and running a PCR reaction with the following parameters: 30” initial denaturation at 98°C, then 35 repeat of 15” denaturation at 98°C, 30” annealing at 30°C, and 15” elongation at 72°C. The PCR reaction products were purified using QIAquick PCR Purification Kit (cat#28104, QIAGEN) according to the manufacturer instructions and using a 50 μL elution volume. 8 μL of the purified PCR product (∼0.5 μg of DNA) was then used in an in vitro RNA synthesis reaction with MEGAscript T7 Kit (Ambion, AM1334) following the manufacturer’s instructions (20 μL total reaction volume).

#### Mouse nuclear transfer

Oocytes were prepared by superovulating eight-week old C57/CBAF1 mice. Superovulation was induced by injecting pregnant mare serum gonadotropin (PMSG, Intervet, 5 UI) and human chorionic gonadotropin (hCG, Intervet, 5 UI) at intervals of 48 hr. Oocytes were collected from oviducts 14 hphCG (hours after injection of hCG) and washed in M2 medium containing 300 IU/ml hyaluronidase (Sigma, H4272) to remove cumulus cells. Subsequently, they were incubated in M2 (Sigma, M7167) containing 5 μg/ml cytochalasin B (SIGMA C6762) and placed in the same medium in a chamber on the stage of an inverted microscope (Olympus IX70) equipped with micromanipulators (Narishige MO-188). The chromatin spindle (visualized under differential interference contrast) was aspirated into the pipette and removed. Donor nucleus, from ES cell synchronized in metaphase by 2 hr culture in medium containing 0.05 μg/ml of demecolcine (SIGMA D7385), were then isolated by gentle aspiration of the cell in and out of the injection pipette (inner diameter 7–8 μm). Microinjected into the cytoplasm of the enucleated oocytes was then performed by Piezo-assisted technique. The nuclear transfer embryos were activated by incubation for 3 hr in Ca^2+^-free medium containing 10 mM Sr2+. Embryos with visible nuclei were considered as activated, were transferred into fresh M16 medium (Sigma, M7292) and cultured at 37°C in a humidified atmosphere containing 5% CO2. For microinjection embryos were placed in M2, in a chamber on the stage of a Nikon inverted microscope equipped with Narishige micromanipulators and an Eppendorf microinjector. Embryos were microinjected in the cytoplasm with 1-2 pl of 1μg/μl USP21 mRNA, yielding an approximate dilution of 1/2000. Microinjections were performed at 4-5 hr post-activation. Incubation was then carried out in M16 culture medium at 37°C, 5% CO2 for further development.

#### Mouse embryos immunostaining

Embryos were fixed by placing them in 2% paraformaldehyde (PFA, EMS) in PBS for 10 min at room temperature and then permeabilized for 15 min at room temperature using 0.5% Triton X-100 in PBS (Sigma-Aldrich). The embryos were incubated in 2% BSA-PBS for 1 hr (to block unspecific binding sites) and processed for *in toto* immunolabelling overnight at 4°C with anti-ubiquityl-histone H2A (Lys119) antibody (Cell Signaling, #8240S) diluted 1/200 in 2% BSA-PBS. After being washed two times 15 min with PBS, the embryos were incubated for 1 hr at room temperature with an anti-rabbit AlexaCy3-conjugated secondary antibody (Jackson ImmunoResearch Laboratories Inc., USA), diluted (1/200) in 2% BSA-PBS. DNA counterstaining was performed for 15 min at 37°C using 5μg/ml DAPI (Invitrogen) in PBS. The embryos were washed using PBS and gently mounted on slides using a large amount of Citifluor antifading agent (AF1 BioValley) to preserve the 3D structure of the nuclei.

#### Filtering and mapping of sequencing data

RNA-seq and ChIP-seq libraries were sequenced on an Illumina HiSeq 2000 instrument in single read mode at 40 or 50 base length. Fastq files were filtered for low quality reads (< Q20) using sickle (Joshi and Fass, 2011) and low quality bases were trimmed from the ends of the reads (< Q20). Adapters were removed using cutadapt 1.0 (Martin, 2011). For samples corresponding to mouse nuclei transplanted to *Xenopus* oocytes, sequencing reads corresponding to mouse were obtained by mapping to a background genome containing Mouse mm9 and *Xenopus laevis* 6.1 (Bowes et al., 2008). The sequencing reads were mapped to this background genome using bwa 0.6.2 (Li and Durbin, 2009). Samtools 0.1.8 was used to generate sorted bam files from the output of bwa (Li et al., 2009). Reads that mapped exclusively to a single genome were extracted with a further quality filter of mapping quality > 13 being applied using bamtools 2.1.1 (Barnett et al., 2011). This resulted in BAM files representing the reads that exclusively map to each genome and were used for further analysis. Single genome RNA-Seq samples were mapped with TopHat version 2.0.6 (Trapnell et al., 2009) along with a junction file based on the *Mus musculus* UCSC mm9 genome with RefSeq annotation. Reads were generated for each gene by summing the number of mapped reads overlapping its exons. These were converted to RPKMs by normalizing by the total read count for each sample and corresponding transcript lengths.

### Quantification and Statistical Analysis

#### Description of biological replicates

##### RNA-seq

For *Xenopus* oocytes nuclear transfer experiments, two biological replicates (using different batch of oocytes and different donor cell preparations) were used in each cases. RNA-seq library corresponding to one replicate originated from RNAs purified from 32 *Xenopus* oocytes each transplanted with ∼250 mouse nuclei. For nuclear transfer to mouse oocyte, three biological replicates were used using different batch of oocytes and different donor cell preparations. In this case, RNA-seq library corresponding to one replicate originated from RNAs purified from 7 to 10 two-cell stage cloned embryos. RT-qPCR: three to four biological replicates were used (using different batch of oocytes and two different donor cell preparations). Within one replicate 3 samples with 8 NT-oocytes are used for each experimental conditions. ChIP-Seq: two biological replicates (using different batch of oocytes and different donor cell preparations) were used in each case. ChIP-seq library corresponding to one replicate originated from gDNAs purified from 80 *Xenopus* oocytes each transplanted with ∼250 mouse nuclei. ChIP-qPCR: Four biological replicates were used (using four different batch of oocytes and two different donor cell preparations). Within one replicate 3 to 4 samples with 10 NT-oocytes are used for each experimental conditions.

#### Gene Expression Analysis

Counts were generated by overlapping mapped reads with exonic positions defined by the UCSC RefSeq gtf file for mm9. RPKM values were then generated through normalization to total read counts and transcript length. Where replicates were available for both sample types in a pairwise comparison, transcripts were kept in the analysis if they had at least one count per million (CPM) in either all samples of one type or all samples of the other type. Differentially expressed genes were identified in R (version 3.2.4) with EdgeR (Robinson et al., 2010) by calculating the log2 fold change (logFC) and the false discovery rate (FDR). A threshold of FDR < 0.05 was then used to select differentially expressed genes. Where replicates were not available on both sides of a comparison, transcripts were kept if they had RPKM > 1 in all samples of either type. Differential expression was then defined by an absolute value greater than one of the log fold change of the mean expression for each sample type in the pairwise comparison. For MA-plot, the log2 FC in expression of transcripts between MEF-NT to ES-NT was plotted against the average donor cell gene expression (log2(RPKM+1). Box-plots show distribution of mean gene expression levels of the different sets of transcripts. The middle line in the box indicates the median, the box edges indicate the 25th/75th percentiles, the whiskers indicate the min and max. All plots are produced using the boxplot command in R. Differences in gene expression levels between pairwise sets of genes were tested using Mann-Whitney test (equivalent to Wilcoxon rank sum test). For RT-qPCR analysis the indicated genes were quantified using a standard curve of mouse genomic DNA. The data was then visualized as mean value in a column bar graph with the standard error of the mean as error bar. When indicated, significance was calculated using Student t test (★, P value < 0.05). Heatmaps: For our newly generated expression data, the RPKMs used for heatmaps are averaged over the two replicates. For Figure 1C, a mean is taken for each condition. Samples taken before NT and after NT are then internally normalized by the average value before NT and after NT, respectively, and a log is taken. Finally, each sample is z-scored over all selected genes and the genes are ordered by fold change from ES to MEF after NT. Expression data for cells before NT were taken from (Reddington et al., 2013) and (Bulut-Karslioglu et al., 2014). In Figure 4F, expression values are z-scored and then split into groups using k-means clustering. In Figure 5E, the values indicated are log2(1+RPKM) and they are reordered by unsupervised hierarchical clustering. Heatmaps were plotted using the heatmap.2 function in R from the package gplots (Warnes et al., 2016) using z-scored expression values. For Figure 1C and Figure 4F, no further clustering or reordering was performed by the package. For Figure 5E, rows were reorderded by the default unsupervised hierarchical clustering (parameter Rowv = TRUE).

#### ChIP Analysis

For ChIP-Seq analysis, reads were counted in each 200bp bin for 10kb around the TSS of every genes. These counts were then summed over all genes in each gene set of interest and normalized to the number of genes in the set, as well as the total read count for the sample. For each IP the corresponding values for the paired input were subtracted. For ChIP-qPCR, the indicated genes were quantified using a standard curve mouse genomic DNA. For normalization, the values of the IP were represented as percent of the Input values. The data was then visualized as mean value in a column bar graph with the standard error of the mean as error bar.). When indicated, significance was calculated using Mann-Whitney test (equivalent to Wilcoxon rank sum test; ★, P value < 0.05)

#### GO and KEGG pathway enrichment

Analysis of enrichment on MEF resistant and ES resistant genes were carried out with DAVID using all mm9 genes as a background list.

#### Mouse embryo image quantitation

The embryos were observed using a Carl Zeiss (Germany) AxioObserver Zl fluorescence microscope equipped with the ApoTome slider (MIMA2 Platform, INRA). Z series acquisition feature every 0.4 μm with a 63x Plan-Neofluar oil objective (NA 1.3) and the same settings (acquisition time/laser power/gain/offset) for all samples. Raw images are available on the Mendeley repository: http://dx.doi.org/10.17632/jzjspk58nv.1, http://dx.doi.org/10.17632/2nm2rvcx2y.1, http://dx.doi.org/10.17632/ckzm2npz6h.1. The staining levels were estimated by quantifying fluorescence signals as follows, using Image-J software (National Institute of Health, Bethesda, Maryland, USA): 1) the z-range was determined for each nucleus to evaluate its thickness and its radii a/b were measured on the larger section; 2) the volume of each nucleus that is ellipsoidal was calculated with the mathematical formula v = 4/3π^∗^ab^∗^(thickness/2); 3) a summing z-projection was realized; 3) the area of each nucleus was outlined manually and the mean fluorescence intensity as well as the nucleus area were measured; 4) the total fluorescence intensities for each nucleus were calculated according to the following mathematical formula: total fluorescence = mean fluorescence ^∗^ volume of the ellipsoid. For each experimental replicate the average fluorescence levels of the injected group were normalized against the control group, which was set at 1 arbitrary unit, and the replicates were then compared with a non-parametric test from Mann Whitney using the R stats package.

### Data and Software Availability

The accession number for the ChIP-seq and RNA-seq datasets (40 *Xenopus* oocyte NT RNA-seq, 8 mouse egg NT RNA-seq, and 4 ChiP-seq samples) reported in this paper is GEO: GSE87872 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ehgpswyqddmvzqt&acc=GSE87872).

## Author Contributions

Conceptualization, J.J. and J.G.; Methodology, J.J., K.M., and V.P.; Formal Analysis, G.A.; Investigation – *Xenopus*, J.J. and M.V.; Investigation – Mouse, J.J., S.A.D., V.B., and N.B.; Writing – Original Draft, J.J.; Writing – Review & Editing, J.J., V.P., and J.G.; Resources, C.B., S.W., H.K., M.O., K.M., and V.S.; Data Curation, C.B.; Visualization, J.J. and G.A.; Supervision, J.J. and J.G.

## Figures and Tables

**Figure 1:**
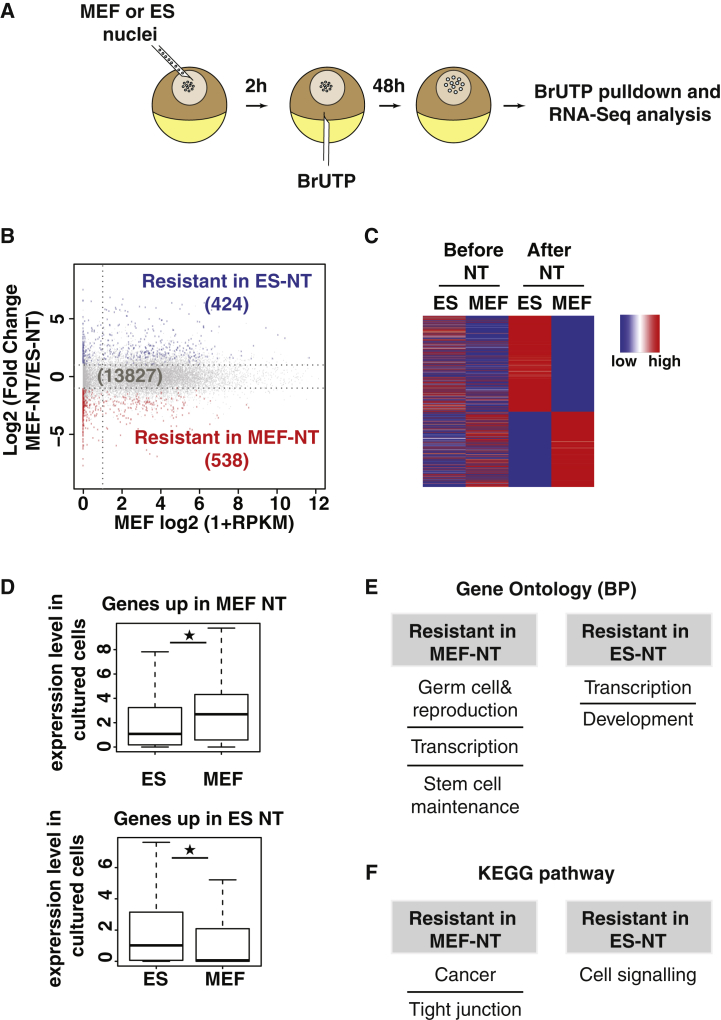
Identification of Genes Resisting Transcriptional Reprogramming by Oocytes (A) Schematic representation shows the nuclear transplantation strategy used to identify genes resistant to reactivation by *Xenopus* oocytes. (B) MA plot shows log fold change (logFC, y axis) in gene expression between MEF-NT versus ES-NT against the expression in cultured MEFs (x axis, log2 reads per kilobase per million mapped reads [RPKM]; data from Reddington et al., 2013). Red and blue dots, genes differentially expressed (FDR < 0.05, two experiments, n = 32 NT samples per condition). (C) Heatmap representing expression of the differentially expressed genes (rows, *Z* score of normalized expression level) between MEF-NT and ES-NT in ES and MEF before and 48 hr after NT (columns, genes sorted according to fold change between MEF-NT to ES-NT). Expression data for cells before NT are from Reddington et al. (2013) and Bulut-Karslioglu et al. (2014). (D) Boxplot shows the gene expression level before and after NT of genes resistant in MEF-NT (538 genes, top) or resistant in ES-NT (424 genes, bottom). ★p value < 10^−6^, Wicoxon rank-sum test. (E and F) The top (E) gene ontology terms and (F) KEGG pathways enriched in the list of differentially expressed (DE) genes restricted in MEF-NT and ES-NT. See also Figure S1 and Tables S1 and S2.

**Figure 2:**
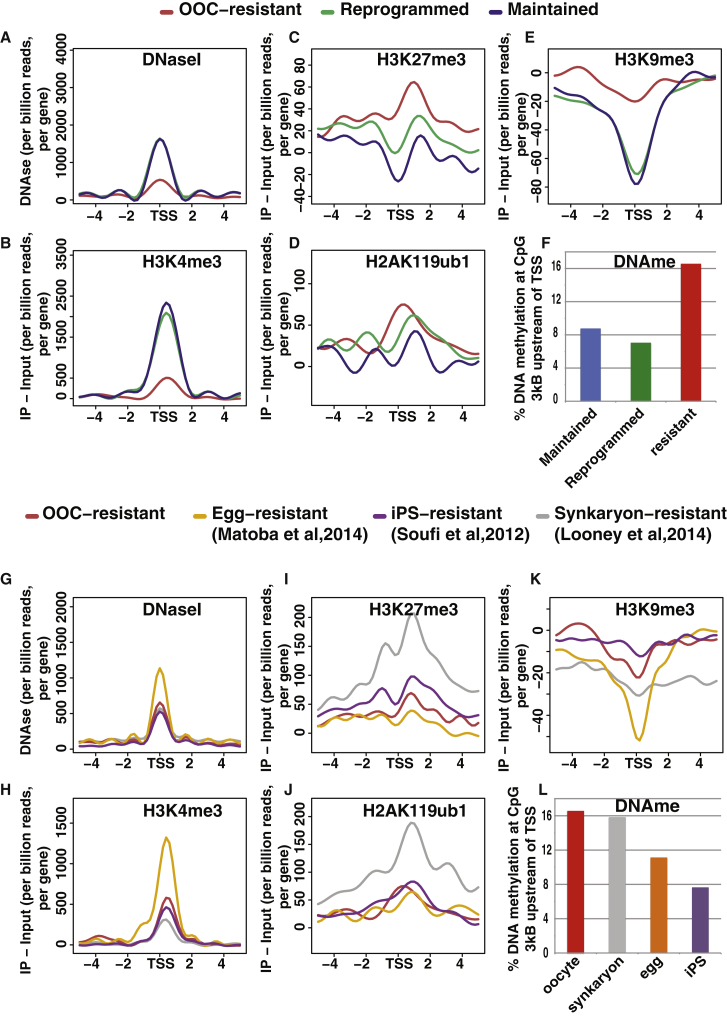
Epigenetic Configuration of MEF Genes Resistant to OOC-Mediated Transcriptional Reprogramming (A–E) Shown is the (A) DNase I sensitivity (Yue et al., 2014), (B) H3K4me3 (Kaneda et al., 2011), (C) H3K27me3 (Kaneda et al., 2011), (D) H2Aub (this study), and (E) H3K9me3 (Bulut-Karslioglu et al., 2014) metaplot analysis ±5 kB around the TSSs, in MEF, of genes with reprogrammed (green), maintained (blue), and resistant (red) expression following nuclear transfer. (F) DNA methylation in the promoter region (3 kb upstream TSS) of reprogrammed, maintained, or resistant genes is shown as the percentage of CpG showing >95% methylation (data from Reddington et al., 2013). (G–K) Shown is the (G) DNase I sensitivity (Yue et al., 2014), (H) H3K4me3 (Kaneda et al., 2011), (I) H3K27me3 (Kaneda et al., 2011), (J) H2Aub (this study), and (K) H3K9me3 (Bulut-Karslioglu et al., 2014) metaplot analysis ±5 kB around the TSSs of genes showing resistance in OOC-NT (red, from this study), mouse egg-NT (orange, from Matoba et al., 2014), transcription factor-induced reprogramming (purple, from Soufi et al., 2012), and cell fusion (gray, from Looney et al., 2014). (L) DNA methylation in the promoter region (3 kb upstream TSS) of genes resistant in OOC-NT, mouse egg-NT, transcription factor-induced reprogramming, and cell fusion is shown as the percentage of CpG showing >95% methylation (data from Reddington et al., 2013). See also Figure S2.

**Figure 3:**
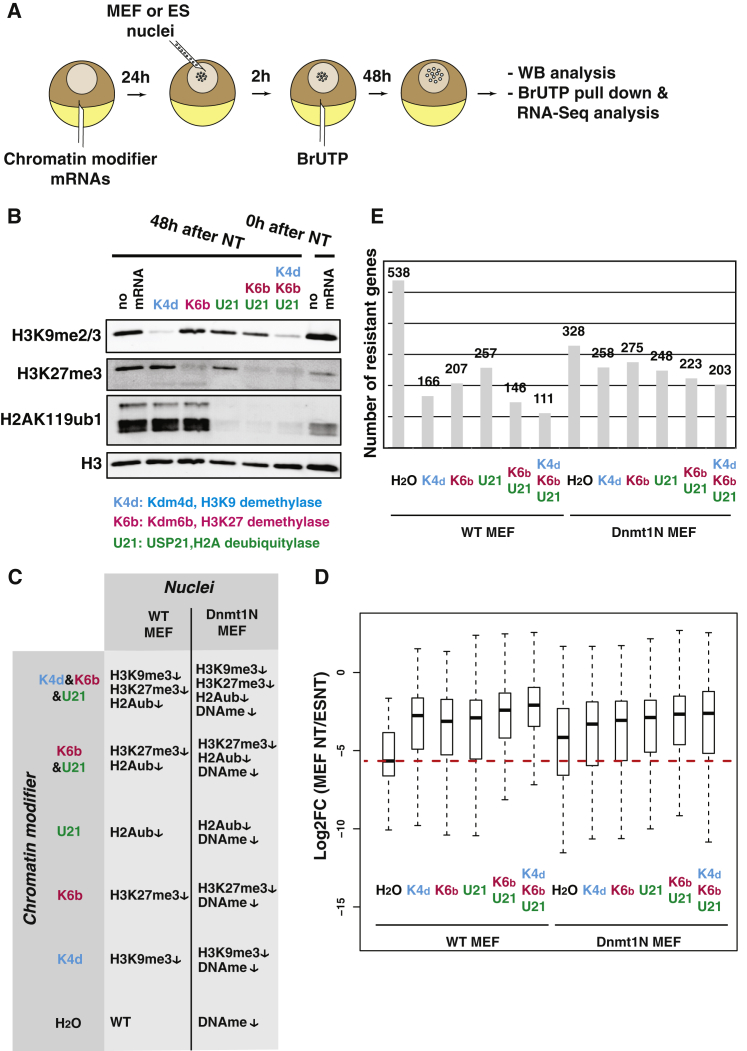
Chromatin Modifier Overexpression Alleviates Resistance to Transcriptional Reprogramming (A) Schematic representation shows the nuclear transplantation strategy used to test the sensitivity of resistant genes to chromatin modifiers. (B) Western blot analysis of modified histones on chromatin recovered 48 hr after nuclear transplantation to oocyte expressing single or multiple chromatin modifiers is shown. (C) Summary shows the 12 chromatin configurations tested in the OOC transcriptional reprogramming assay. (D) Boxplot shows the log fold change between resistant gene expression in MEF-NT in various chromatin configurations to that of ES-NT. (E) Number of resistant genes as judged by differential gene expression analysis between RNA-seq data from ES-NT and MEF-NT in various chromatin configurations (FDR < 0.05, two experiments, n = 32 NT samples per conditions). See also Figure S3 and Table S3.

**Figure 4:**
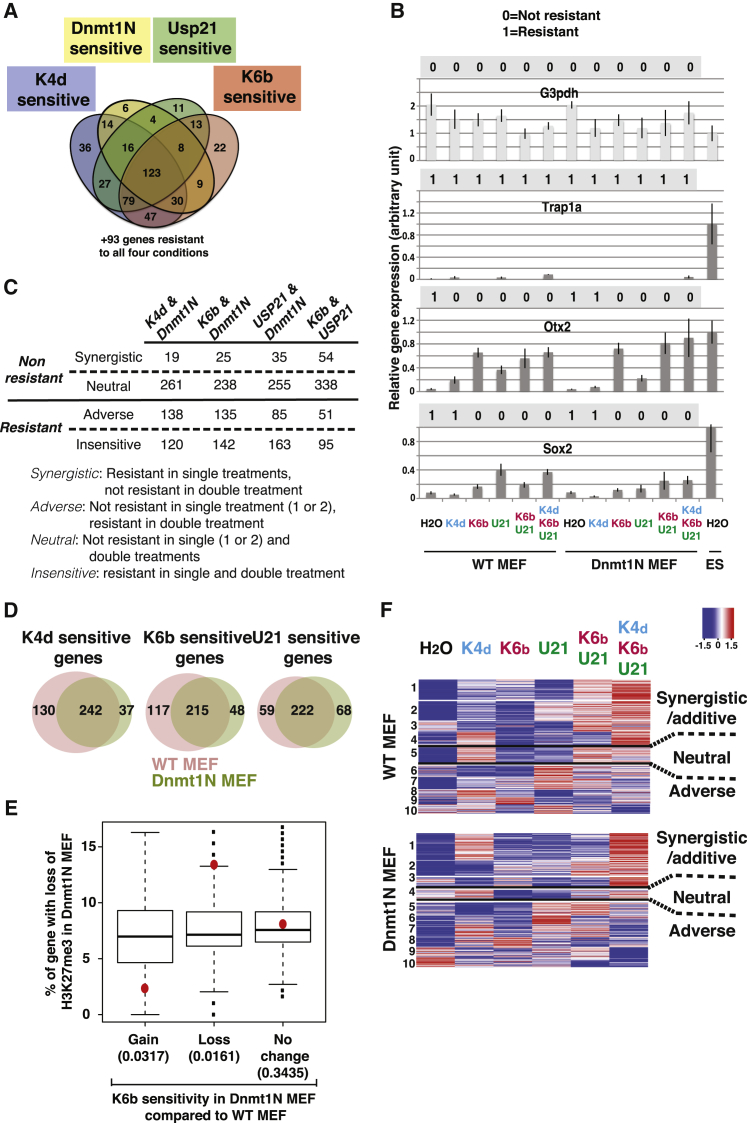
Multiple Chromatin Modifier Combinations Affect Resistance at a Single-Gene Level (A) Venn diagram shows the number of genes losing resistance upon four individual chromatin modifier treatments. (B) Example of digital signature of resistance obtained by differential gene expression analysis for a non-resistant (*G3pdh*) and three resistant (*Trap1A*, *Otx2*, and *Sox2*) genes. The digital signature indicates whether a gene is resistant (shown as 1 when the gene is differentially expressed in MEF-NT compared to ES-NT) or loses resistance (shown as 0, when the gene is not differentially expressed in MEF-NT compared to ES-NT) in each of the 12 conditions tested. The bar graphs show qRT-PCR analysis of gene expression (mean ± SEM of four samples of eight oocytes NT). (C) The numbers of genes for which a synergistic, neutral, adverse, or insensitive effect is observed when combining two chromatin modifier treatments are shown. (D) Venn diagram shows the number of genes sensitive to a histone modifier (Kdm4d, Kdm6b, or USP21) in nuclei with normal (WT) or hypomethylated DNA (Dnmt1N). (E) Loss of resistant gene sensitivity to Kdm6b in DNA-hypomethylated MEF correlates with loss of H3K27me3. The y axis indicates the number of genes that lose H3K27me3 in MEF with hypomethylated DNA compared to WT MEF. Resistant genes are split according to change in sensitivity to Kdm6b after NT when comparing WT MEF to MEF with hypomethylated DNA (red dot). The boxplot shows the background distribution of H3K27me3 change when sampling 10,000 times for a random set of genes of the same size as the resistant gene subset tested. The number in parentheses indicates a p value generated by calculating the proportion of the random background that has a more extreme value than the observed percentages from each of the three groups. (F) Heatmap illustrating the change in gene expression in normal (WT MEF nuclei) or hypomethylated DNA (Dnmt1N MEF nuclei) upon expression of histone modifiers. Ten clusters representing the main trend of gene expression change were selected based on k-means clustering of expression data from RNA-seq analysis (RPKM). The trend of change in gene expression in these ten clusters is shown in the heatmap as a *Z* score. See also Table S4.

**Figure 5:**
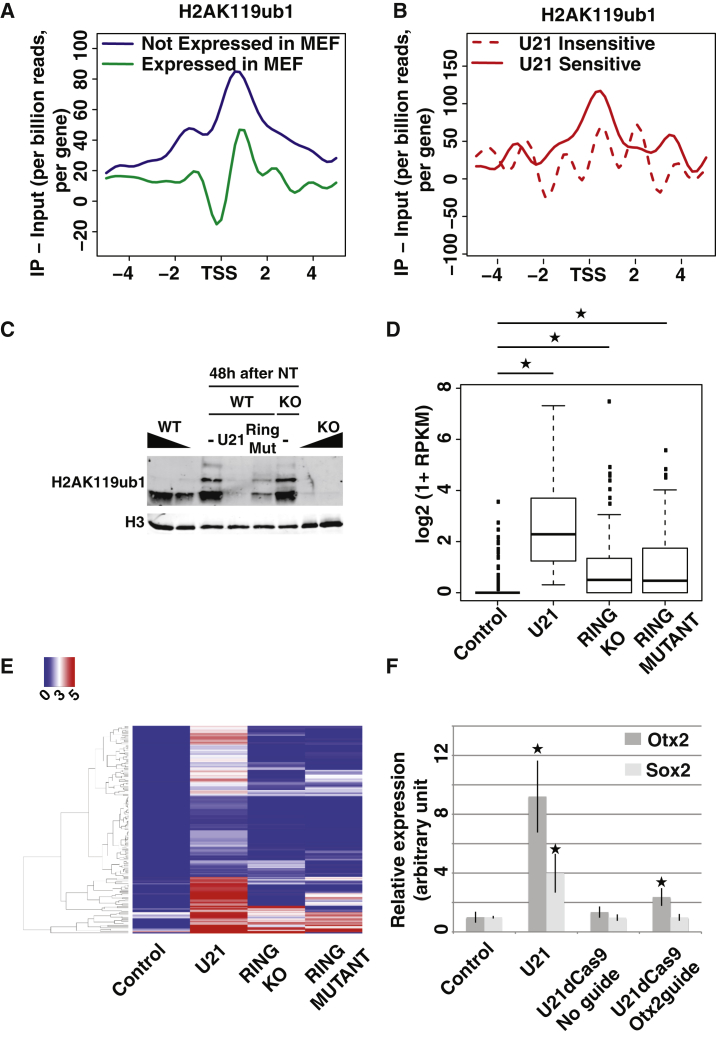
USP21 Removes Resistance through Deubiquitylation of H2A (A) Metaplot analysis in MEF of H2AUb ChIP-seq ±5 kb around the TSSs of genes expressed (green) or not expressed (blue) in MEF is shown. (B) Same as (A) but resistant genes are split according to sensitivity (red line) or insensitivity (red dashed line) to USP21. (C) WB analysis of H2AK119ub1 level in WT or *Ring1a&b* KO-transplanted nuclei 0 and 48 hr after nuclear transfer. Nuclei were transplanted in control oocyte or in oocyte overexpressing USP21 or catalytically inactive *Xl*Ring1b (Ring Mut). (D) Boxplot shows expression of the set of genes upregulated in WT MEF transplanted to USP21 compared to WT MEF transplanted to control oocytes (★p value < 10^−11^, Welch two-sample t test). (E) Heatmap showing unsupervised hierarchical clustering of genes upregulated in WT MEF transplanted to USP21-expressing oocyte compared to control oocytes in WT MEF transplanted to control oocytes, to USP21-expressing oocytes, to *XlRing1b* mutant-expressing oocytes, and in *Ring1a&Ring1b* KO MEF transplanted to control oocytes. Expression value is shown as log2(1 + RPKM). (F) dCas9-USP21 targeted to the *Otx2* promoter decreases *Otx2* resistance to transcriptional reprogramming. The qRT-PCR analysis of *Otx2* and *Sox2* gene expression 48 hr after MEF transplantation to oocytes injected with water (control), USP21 RNA, or USP21-dCas9 RNA, with or without *Otx2* gRNAs mix, is shown (★p value < 0.05, Student’s t test; mean ± SEM of four experiments). See also Figure S4 and Table S5.

**Figure 6:**
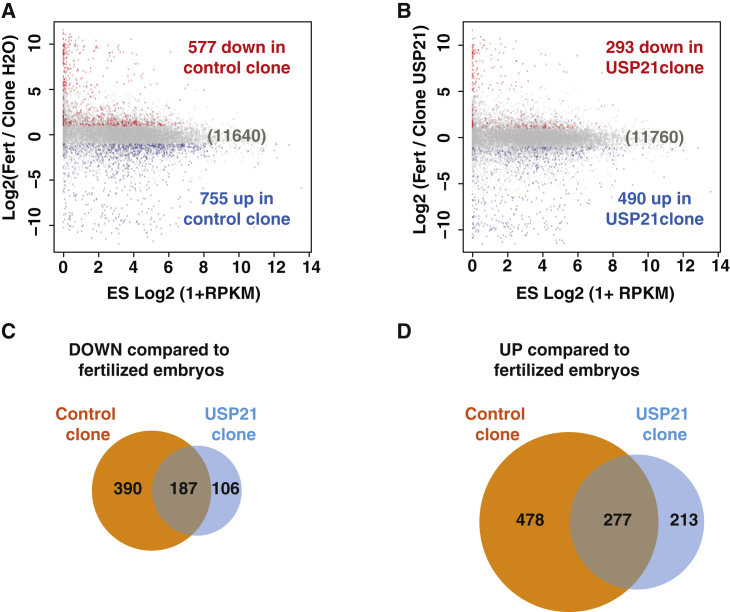
USP21 Improves Transcriptional Reprogramming of Two-Cell-Stage Cloned Mouse Embryos (A) MA plot showing log fold change in gene expression between fertilized embryos and ES clone embryos (logFC, y axis) against the log of gene expression in cultured ES (logCPM, x axis). Differentially expressed genes are shown in red and blue for genes downregulated and upregulated in clones compared to fertilized embryos, respectively (FDR < 0.05, three experiments). (B) Same as (A) except that USP21 was overexpressed in the cloned embryos. (C and D) Venn diagram indicating the overlap between the downregulated genes (C) and upregulated genes (D) in control and USP21 clones. See also Figure S5 and Tables S6 and S7.

# Supplementary material for: Gene Resistance to Transcriptional Reprogramming following Nuclear Transfer Is Directly Mediated by Multiple Chromatin-Repressive Pathways
**Source:** Mol Cell. 2017 Mar 2;65(5):873–884.e8. doi: 10.1016/j.molcel.2017.01.030
**Supplement:** Document S2. Article plus Supplemental Information

# Molecular Cell

## Gene Resistance to Transcriptional Reprogramming following Nuclear Transfer Is Directly Mediated by Multiple Chromatin-Repressive Pathways

### Graphical Abstract

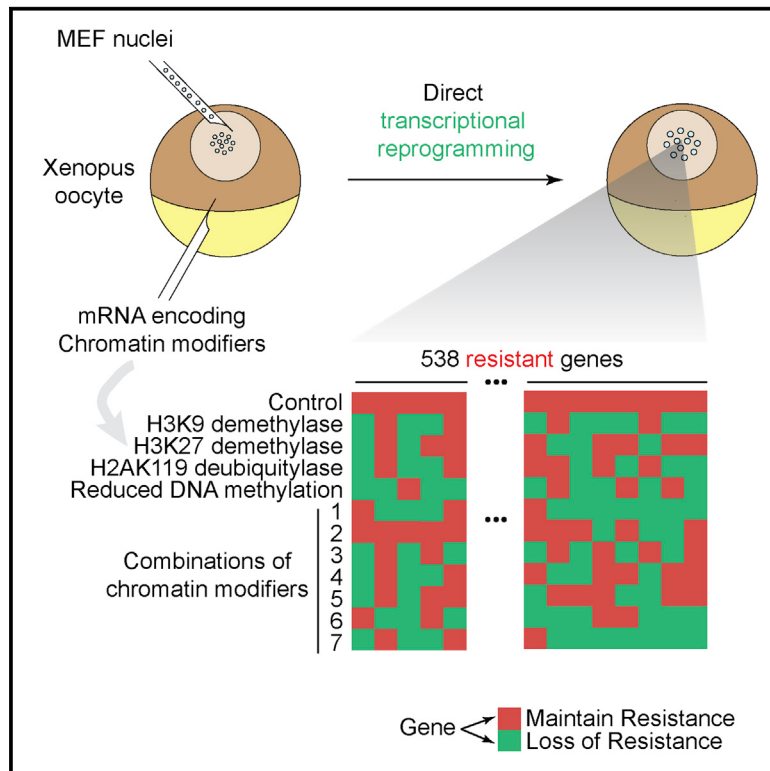

### Authors

Jerome Jullien, Munender Vodnala, Vincent Pasque, ..., Vittorio Sartorelli, Nathalie Beaujean, John Gurdon

### In Brief

Using nuclear transfer to *Xenopus* oocytes, Jullien et al. identify genes in MEF nuclei whose epigenetic configuration directly resists transcriptional reprogramming by oocyte factors. They show that loss of resistance can be achieved by a combinatorial action of chromatin modifiers, which alter H2A ubiquitylation, H3K9, H3K27, and DNA methylation levels.

### Highlights

- Identification of genes resistant to direct transcriptional reprogramming
- Determination of resistant gene sensitivity to 11 chromatin modifier combinations
- USP21 removes resistance through its H2AK119 deubiquitylation activity
- USP21 improves the reprogramming of gene expression in two-cell-stage mouse embryos

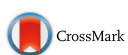

# Gene Resistance to Transcriptional Reprogramming following Nuclear Transfer Is Directly Mediated by Multiple Chromatin-Repressive Pathways

Jerome Jullien,<sup>1,7,\*</sup> Munender Vodnala,<sup>1</sup> Vincent Pasque,<sup>2</sup> Mami Oikawa,<sup>1</sup> Kei Miyamoto,<sup>3</sup> George Allen,<sup>1</sup> Sarah Anne David,<sup>4</sup> Vincent Brochard,<sup>4</sup> Stan Wang,<sup>1,5</sup> Charles Bradshaw,<sup>1</sup> Haruhiko Koseki,<sup>6</sup> Vittorio Sartorelli,<sup>5</sup> Nathalie Beaujean,<sup>4</sup> and John Gurdon<sup>1</sup>

<http://dx.doi.org/10.1016/j.molcel.2017.01.030>

## SUMMARY

Understanding the mechanism of resistance of genes to reactivation will help improve the success of nuclear reprogramming. Using mouse embryonic fibroblast nuclei with normal or reduced DNA methylation in combination with chromatin modifiers able to erase H3K9me3, H3K27me3, and H2AK119ub1 from transplanted nuclei, we reveal the basis for resistance of genes to transcriptional reprogramming by oocyte factors. A majority of genes is affected by more than one type of treatment, suggesting that resistance can require repression through multiple epigenetic mechanisms. We classify resistant genes according to their sensitivity to 11 chromatin modifier combinations, revealing the existence of synergistic as well as adverse effects of chromatin modifiers on removal of resistance. We further demonstrate that the chromatin modifier USP21 reduces resistance through its H2AK119 deubiquitylation activity. Finally, we provide evidence that H2A ubiquitylation also contributes to resistance to transcriptional reprogramming in mouse nuclear transfer embryos.

## INTRODUCTION

Complete nuclear reprogramming is an inefficient process, irrespective of the procedure used (Gurdon, 1960; Pereira et al., 2008; Takahashi and Yamanaka, 2006). The resistance to reprogramming is thought to come from the cellular mechanisms that ensure the stability of the differentiated state. Understanding how the differentiated state of a cell resists reprogramming

is key to our ability to improve the reprogramming procedure. Importantly, disruption of cell identity can account for a large part in the development of many diseases and in aging (Roy and Hebrok, 2015; Sun et al., 2014). Therefore, analysis of resistance to nuclear reprogramming provides a unique opportunity to identify the stabilization mechanisms that are perturbed in these situations.

Previous work has indicated that resistance to reprogramming is partly linked to failure in gene activation. Numerous studies have shown that the epigenetic configuration of somatic nuclei can constitute a barrier to reprogramming (Cheloufi et al., 2015; Mansour et al., 2012; Matoba et al., 2014; Mikkelsen et al., 2008; Onder et al., 2012; Soufi et al., 2012). However, because of the multiple cellular processes occurring at once in reprogramming, a clear picture is lacking on (1) how directly the epigenetic configuration of a gene will affect its reactivation and (2) how multiple epigenetic marks regulate reactivation at a single-gene level. We have recently described a nuclear transfer procedure in which mouse nuclei are transcriptionally reprogrammed toward an oocyte type of transcription (Jullien et al., 2014). Importantly, this transcriptional reprogramming is directly mediated by *Xenopus* oocyte factors and in the absence of cell division. Here, using this direct assay, we first identify genes that are resistant to transcriptional reprogramming. Increased expression of these genes upon interference with the chromatin status of transplanted nuclei reveals how resistance is achieved on a single-gene basis. As a result, classes of resistant genes are identified. At a single-gene level, we describe cases of neutral, adverse, or synergistic effect of a combination of chromatin modifier expression on transcription. We further demonstrate that, in the case of USP21, the effect on resistance removal can be attributed to the deubiquitylation of H2AK119 from transplanted chromatin. Finally, we provide evidence that resistance to transcriptional reprogramming following nuclear transfer to egg can also be alleviated by USP21 expression.

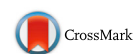

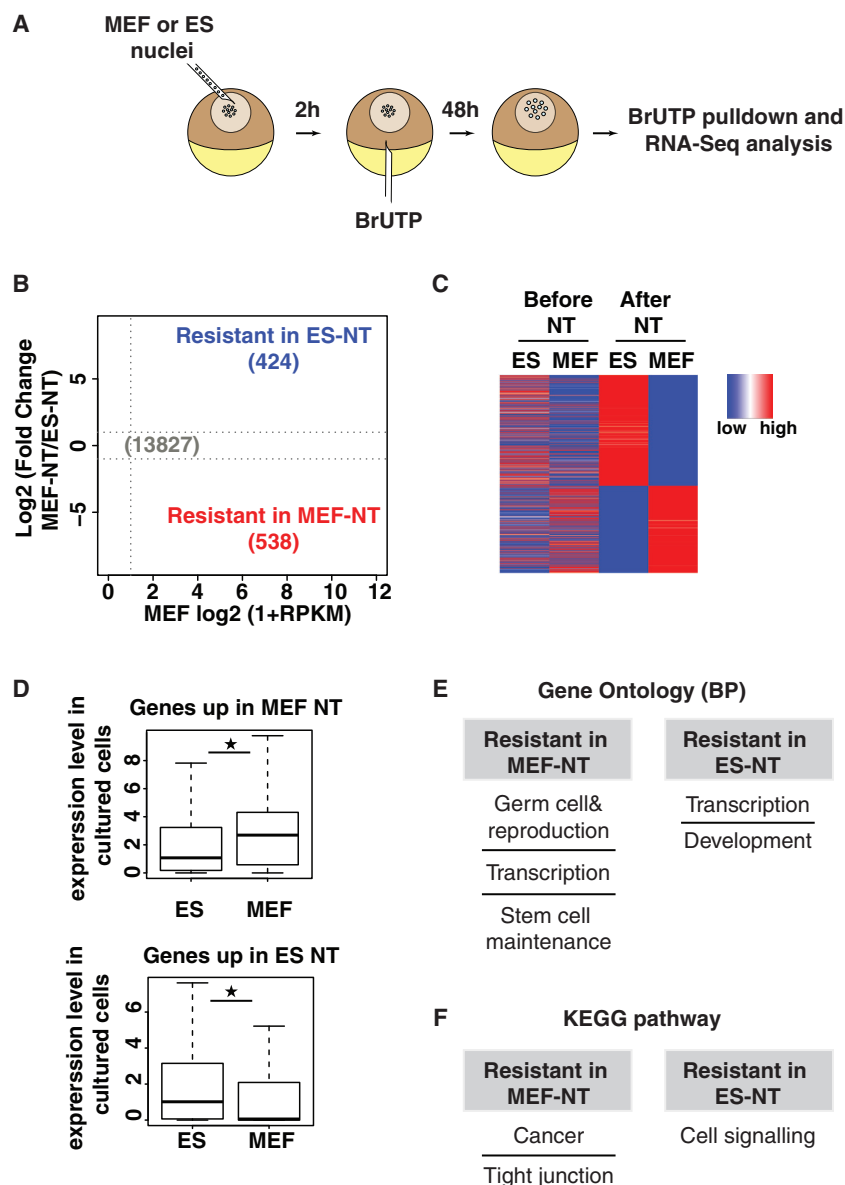

**Figure 1. Identification of Genes Resisting Transcriptional Reprogramming by Oocytes**

(A) Schematic representation shows the nuclear transplantation strategy used to identify genes resistant to reactivation by *Xenopus* oocytes.

(B) MA plot shows log fold change (logFC, y axis) in gene expression between MEF-NT versus ES-NT against the expression in cultured MEFs (x axis, log2 reads per kilobase per million mapped reads [RPKM]; data from Reddington et al., 2013). Red and blue dots, genes differentially expressed (FDR < 0.05, two experiments, n = 32 NT samples per condition).

(C) Heatmap representing expression of the differentially expressed genes (rows, Z score of normalized expression level) between MEF-NT and ES-NT in ES and MEF before and 48 hr after NT (columns, genes sorted according to fold change between MEF-NT to ES-NT). Expression data for cells before NT are from Reddington et al. (2013) and Bulut-Karslioglu et al. (2014).

(D) Boxplot shows the gene expression level before and after NT of genes resistant in MEF-NT (538 genes, top) or resistant in ES-NT (424 genes, bottom). ★p value < 10<sup>-6</sup>, Wilcoxon rank-sum test.

(E and F) The top (E) gene ontology terms and (F) KEGG pathways enriched in the list of differentially expressed (DE) genes restricted in MEF-NT and ES-NT. See also Figure S1 and Tables S1 and S2.

labeled RNAs were immunopurified and subjected to RNA sequencing (RNA-seq) analysis. Such procedure excludes somatic cell transcripts carried over during nuclear transplantation, and, therefore, it focuses our analysis exclusively on oocyte factor-mediated transcription. Hierarchical clustering of gene expression confirmed that the BrUTP injection allowed the purification of labeled RNAs, as the samples injected with BrUTP clustered away from the control samples generated without BrUTP (Figure S1A).

Transplanted embryonic stem cell (ESC) nuclei share a large number of transcribed genes with fibroblasts (gray dots, 13,827 genes; Figure 1B; Table S1). This indicates that the oocyte has an efficient reprogramming activity, since nuclei originating from cells as different as an embryonic stem cell and an embryonic fibroblast express a large number of genes after nuclear transfer (of all genes expressed after nuclear transfer, 93% are similarly expressed between ESC and mouse embryonic fibroblast (MEF) nuclei, as compared to 52% before transplantation). However, we found that a number of genes are differentially expressed (false discovery rate [FDR] < 0.05) between transplanted ESC and MEF nuclei (Figure 1B, blue and red dots; Table S1). The qRT-PCR analysis confirmed differential expression of 15/17 genes tested, indicating the robustness of our RNA-seq assay (Figure S1B).

The oocyte better transcribes these genes from one type of transplanted nucleus than from the other. This suggests that differences in the epigenetic constitution between these two types

## RESULTS

### Identification of Genes Resistant to Transcriptional Reprogramming

Mammalian nuclei transplanted to *Xenopus* oocyte are reprogrammed from a somatic to an oocyte type of transcription (Jullien et al., 2014). In the context of such a genome-wide change in transcription, the proportion of genes that resist the reprogramming activity of the oocyte is unknown. To identify such genes, we have compared the reprogramming of mouse embryonic stem cell nuclei to that of fibroblast nuclei transplanted to oocytes (Figure 1A). In this experimental setup, we can compare the transcription from two types of transplanted chromatin exposed to the same oocyte factors. To label RNAs produced after transplantation, we injected BrUTP to the oocyte 2 hr after nuclear transfer (Jullien et al., 2014). At 48 hr after nuclear transfer,

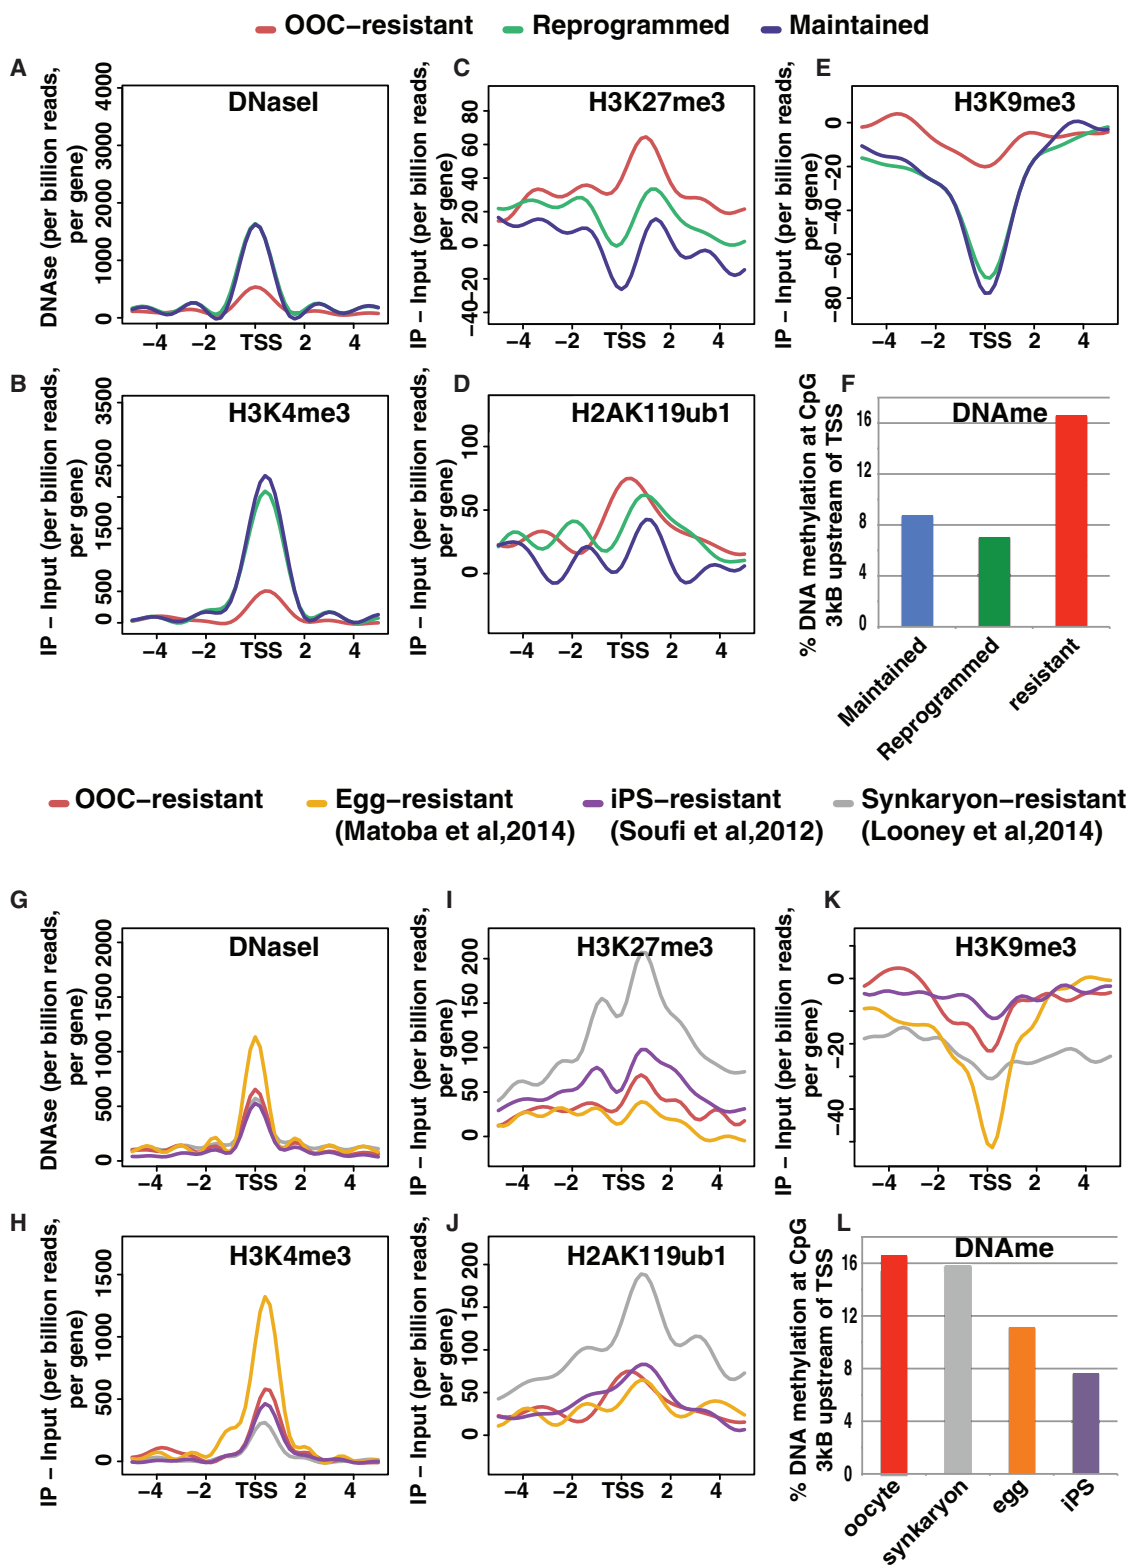

**Figure 2. Epigenetic Configuration of MEF Genes Resistant to OOC-Mediated Transcriptional Reprogramming**

(A–E) Shown is the (A) DNase I sensitivity (Yue et al., 2014), (B) H3K4me3 (Kaneda et al., 2011), (C) H3K27me3 (Kaneda et al., 2011), (D) H2Aub (this study), and (E) H3K9me3 (Bulut-Karslioglu et al., 2014) metaplot analysis  $\pm 5$  kb around the TSSs, in MEF, of genes with reprogrammed (green), maintained (blue), and resistant (red) expression following nuclear transfer.

(legend continued on next page)

of nuclei is such that some genes are resistant to the oocyte reprogramming factors in one but not the other type of nucleus. These genes are referred to as resistant genes. There were fewer genes resistant to reprogramming in transplanted ESCs compared with transplanted MEFs (538 versus 424, [Figure 1B](#)), presumably reflecting the more permissive chromatin organization of the pluripotent cell ([Meshorer et al., 2006](#)). A heatmap showing relative expression of resistant genes before and after nuclear transfer shows that resistance is associated with lower expression in the corresponding donor cells prior to transplantation ([Figures 1C and 1D](#)). This suggests that resistance originates from epigenetic mechanisms established in the somatic cell to ensure stable gene silencing, safeguarding cell identity. In agreement with this idea, gene ontology analysis of resistant genes indicates enrichment for functions related to transcription, development, and germ cell and reproduction ([Figure 1E](#); [Table S2](#)). These functional categories may reflect the oocyte's transcriptional activity toward an accumulation of factors necessary for the development of the oocyte and of the future embryo. Additionally, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched among resistant genes include cancer and tight junction in MEFs and cell signaling in ESCs ([Figure 1F](#); [Table S2](#)). This suggests that the genes related to these functions are under a particularly strong repressive regime in the corresponding donor cell, leading to resistance to the reprogramming activity of the oocyte.

We conclude that, in mouse fibroblasts, a set of 538 genes, enriched for genes with early embryo/germ cell-related functions, is resistant to the reprogramming activity of the oocyte.

### Epigenetic Features of Resistant Genes

To understand how resistance is achieved, we first investigated what type of epigenetic features characterize the chromatin at the transcription start sites (TSSs) of resistant genes in the donor MEFs. We first compared resistant genes to genes whose expression we previously identified as maintained or successfully reprogrammed in MEF nuclei transplanted to oocytes ([Jullien et al., 2014](#)). As expected, on average, resistant genes exhibited a closed chromatin configuration when compared to maintained and reprogrammed genes, as shown by DNaseI sequencing (DNaseI-seq) ([Yue et al., 2014](#)) ([Figure 2A](#)). Resistant genes also were associated with low levels of H3K4me3, a histone modification associated with active transcription ([Kaneda et al., 2011](#)) ([Figure 2B](#)). By contrast, repressive marks H3K9me3 ([Bulut-Karslioglu et al., 2014](#)), H3K27me3 ([Kaneda et al., 2011](#)), and H2AK119ub1 all exhibited higher levels around the TSSs of resistant genes than around maintained or reprogrammed genes ([Figures 2C–2E](#)). Lastly, we observed that resistant genes exhibited a higher level of methylated CpG than maintained or reprogrammed genes ([Figure 2F](#); [Figure S2](#)). These observations

confirm that resistant genes have, as a whole, a different epigenetic configuration than genes that are readily reprogrammed or continuously expressed after nuclear transfer.

We further characterized the resistant gene state by asking whether resistance, as shown in the *Xenopus* oocyte nuclear transfer assay, bears any similarity, at the epigenetic level, with genes showing transcriptional resistance in other reprogramming assays. We compared the set of oocyte reprogramming-resistant genes identified here (Ooc resistant) to genes identified as resistant to reprogramming following transplantation to the mouse egg (egg resistant; [Matoba et al., 2014](#)), transcription factor-induced pluripotency (iPS resistant; [Soufi et al., 2012](#)), or cell fusion (Synkaryon resistant; [Looney et al., 2014](#)). Metaplot analysis indicates that, similar to Ooc-resistant genes, genes resistant to reprogramming in iPS, egg-NT, and cell fusion also showed reduced chromatin accessibility and enrichment for repressive histone marks when compared to successfully reprogrammed genes ([Figures 2G–2L](#)). This suggests that the epigenetic mechanisms conferring resistance to reprogramming are similar in these reprogramming systems.

In conclusion, we found that the Ooc-resistant genes have an epigenetic makeup that is similar to that of genes resistant to reprogramming in other systems and that distinguishes them from successfully reprogrammed genes. We next sought to investigate whether these epigenetic marks mediate resistance to transcriptional reprogramming.

### Overexpression of Chromatin Modifiers Alleviates Resistance

To alter the chromatin of transplanted nuclei, we pre-injected oocytes with mRNAs encoding chromatin modifiers either alone or in combination ([Figure 3A](#)). Based on the chromatin features of resistant genes described above, we used chromatin modifiers targeting histone modifications involved in transcriptional repression: Kdm4d (H3K9 demethylase; [Shin and Janknecht, 2007](#)), Kdm6b (H3K27 demethylase; [Agger et al., 2007](#)), and USP21 (H2AK119 deubiquitylase; [Nakagawa et al., 2008](#)). We also used a combination of USP21 and Kdm6b in order to erase repressive histone marks associated with polycomb repressive complexes 1 and 2, respectively. Lastly, we combined the removal of polycomb complex repressive marks with that of H3K9 methylation (co-expression of USP21, Kdm6b, and Kdm4d). Then 24 hr after mRNA injection, nuclei were transplanted to the oocytes, and, another 48 hr after nuclear transfer, the transplanted nuclei were recovered and analyzed by western blot analysis. The overexpression of chromatin modifiers led to an efficient removal of histone modifications from the transplanted nuclei ([Figure 3B](#); [Figure S3](#)).

Using this chromatin modification strategy, we transplanted nuclei from wild-type (WT) or DNA methylation-deficient

(F) DNA methylation in the promoter region (3 kb upstream TSS) of reprogrammed, maintained, or resistant genes is shown as the percentage of CpG showing >95% methylation (data from [Reddington et al., 2013](#)).

(G–K) Shown is the (G) DNase I sensitivity ([Yue et al., 2014](#)), (H) H3K4me3 ([Kaneda et al., 2011](#)), (I) H3K27me3 ([Kaneda et al., 2011](#)), (J) H2Aub (this study), and (K) H3K9me3 ([Bulut-Karslioglu et al., 2014](#)) metaplot analysis  $\pm 5$  kb around the TSSs of genes showing resistance in OOC-NT (red, from this study), mouse egg-NT (orange, from [Matoba et al., 2014](#)), transcription factor-induced reprogramming (purple, from [Soufi et al., 2012](#)), and cell fusion (gray, from [Looney et al., 2014](#)). (L) DNA methylation in the promoter region (3 kb upstream TSS) of genes resistant in OOC-NT, mouse egg-NT, transcription factor-induced reprogramming, and cell fusion is shown as the percentage of CpG showing >95% methylation (data from [Reddington et al., 2013](#)). See also [Figure S2](#).

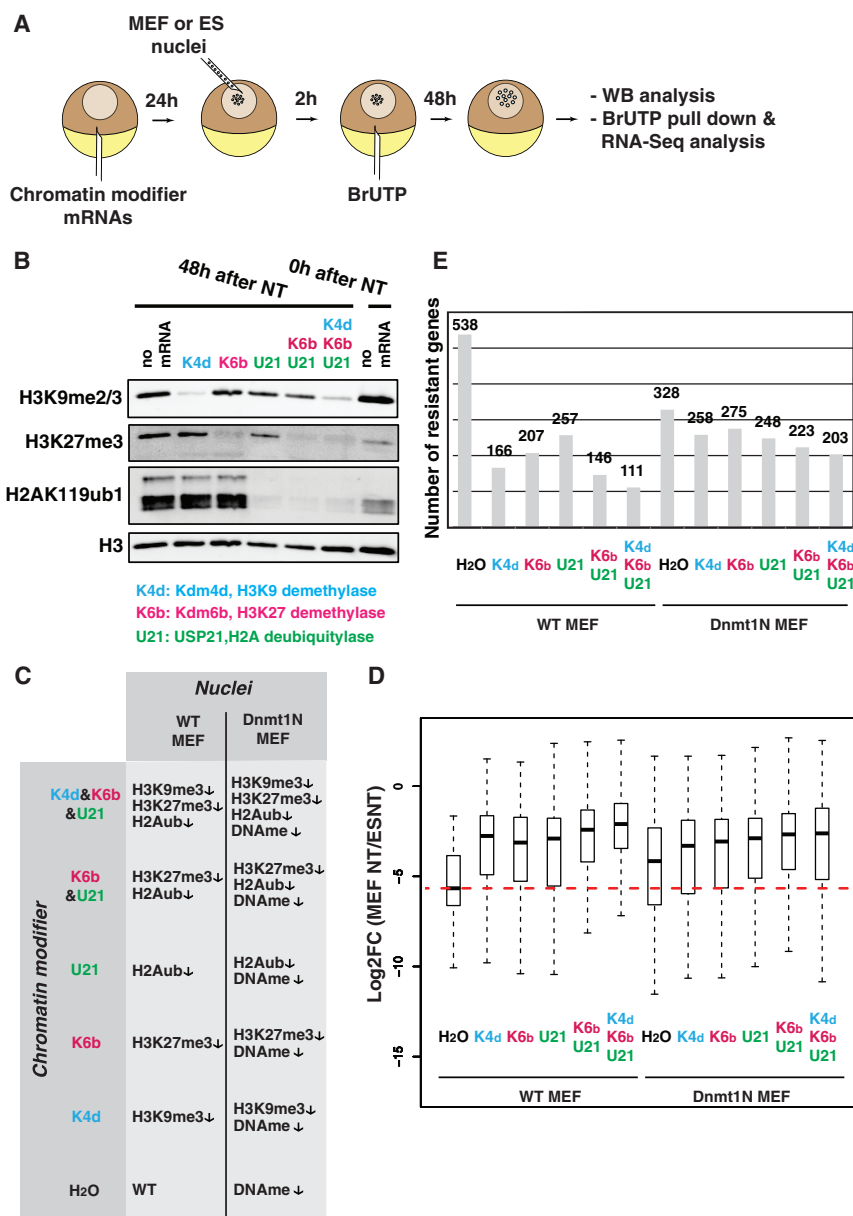

**Figure 3. Chromatin Modifier Overexpression Alleviates Resistance to Transcriptional Reprogramming**

(A) Schematic representation shows the nuclear transplantation strategy used to test the sensitivity of resistant genes to chromatin modifiers.

(B) Western blot analysis of modified histones on chromatin recovered 48 hr after nuclear transplantation to oocyte expressing single or multiple chromatin modifiers is shown.

(C) Summary shows the 12 chromatin configurations tested in the OOC transcriptional reprogramming assay.

(D) Boxplot shows the log fold change between resistant gene expression in MEF-NT in various chromatin configurations to that of ES-NT.

(E) Number of resistant genes as judged by differential gene expression analysis between RNA-seq data from ES-NT and MEF-NT in various chromatin configurations (FDR < 0.05, two experiments, n = 32 NT samples per conditions). See also Figure S3 and Table S3.

fibroblasts (Dnmt1N MEF; Jackson-Grusby et al., 2001; Lande-Diner et al., 2007) to oocytes expressing chromatin modifiers, and we analyzed transcriptional reprogramming by RNA-seq. This allowed us to determine the expression of resistant genes from two types of transplanted chromatin (with or without DNA methylation) in six different histone modification configurations (Figure 3C). We observed that chromatin modifier expression increased the average expression level of resistant genes, in agreement with the role of the targeted histone modifications in gene repression (Figure 3D). The observed increase in expression was associated with a loss of resistance in a large proportion of resistant genes for any given treatment, as judged by the loss of differential expression between ESCs and treated MEFs 48 hr after nuclear transfer (Figure 3E; Table S3). Of all sin-

gle treatments, Kdm4d was the most effective and the loss of DNA methylation was the least effective (Figure 3E, 166 and 328 resistant genes left, respectively). The greatest effect was found with the combination of Kdm4d, Kdm6b, and USP21 on chromatin with normal DNA methylation (Figure 3E). Interestingly, in the context of DNA hypomethylation, the expression of chromatin modifiers had a less pronounced effect.

We conclude that overexpression of chromatin modifiers generally decreases the resistance to transcriptional reprogramming both in the presence and absence of DNA methylation.

### A Unique Pattern of Resistant Gene Sensitivity to Chromatin Modifier Treatment

Each chromatin modifier treatment was affecting the expression of a large fraction of resistant genes (Figure 3E). This suggests that, at a single-gene level, resistance can be alleviated by more than one type of treatment. To investigate the sensitivity of resistance to multiple treatments, we focused first on the effect of single chromatin modifier treatment, and we evaluated how often overexpression of Kdm4d, Kdm6b, and USP21 as well as inactivation of Dnmt1 could affect the expression of the same resistant genes (Figure 4A). First, we observed that only 93 resistant genes were not affected by any of these four treatments. The remaining genes (445/538) lost resistance in at least one of the treatments, and the majority was affected by more than one treatment. Interestingly, a very large number of resistant genes (123) were upregulated in all four individual treatments. Altogether, these observations suggest that, at a single-gene level, multiple silencing

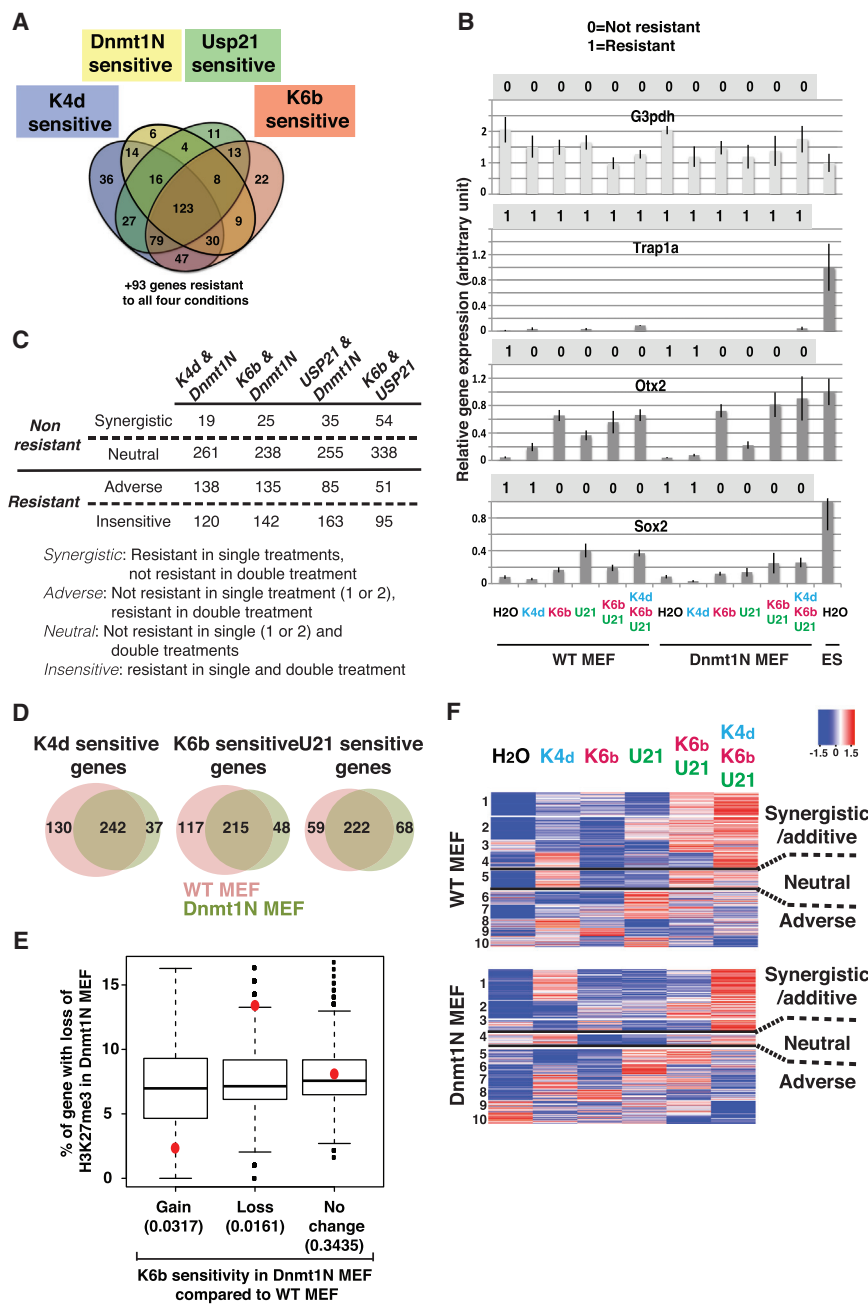

**Figure 4. Multiple Chromatin Modifier Combinations Affect Resistance at a Single-Gene Level**

(A) Venn diagram shows the number of genes losing resistance upon four individual chromatin modifier treatments.

(B) Example of digital signature of resistance obtained by differential gene expression analysis for a non-resistant (*G3pdh*) and three resistant (*Trap1a*, *Otx2*, and *Sox2*) genes. The digital signature indicates whether a gene is resistant (shown as 1 when the gene is differentially expressed in MEF-NT compared to ES-NT) or loses resistance (shown as 0, when the gene is not differentially expressed in MEF-NT compared to ES-NT) in each of the 12 conditions tested. The bar graphs show qRT-PCR analysis of gene expression (mean  $\pm$  SEM of four samples of eight oocytes NT).

(C) The numbers of genes for which a synergistic, neutral, adverse, or insensitive effect is observed when combining two chromatin modifier treatments are shown.

(D) Venn diagram shows the number of genes sensitive to a histone modifier (Kdm4d, Kdm6b, or USP21) in nuclei with normal (WT) or hypomethylated DNA (Dnmt1N).

(E) Loss of resistant gene sensitivity to Kdm6b in DNA-hypomethylated MEF correlates with loss of H3K27me3. The y axis indicates the number of genes that lose H3K27me3 in MEF with hypomethylated DNA compared to WT MEF. Resistant genes are split according to change in sensitivity to Kdm6b after NT when comparing WT MEF to MEF with hypomethylated DNA (red dot). The boxplot shows the background distribution of H3K27me3 change when sampling 10,000 times for a random set of genes of the same size as the resistant gene subset tested. The number in parentheses indicates a p value generated by calculating the proportion of the random background that has a more extreme value than the observed percentages from each of the three groups.

(F) Heatmap illustrating the change in gene expression in normal (WT MEF nuclei) or hypomethylated DNA (Dnmt1N MEF nuclei) upon expression of histone modifiers. Ten clusters representing the main trend of gene expression change were selected based on k-means clustering of expression data from RNA-seq analysis (RPKM). The trend of change in gene expression in these ten clusters is shown in the heatmap as a Z score. See also Table S4.

mechanisms contribute resistance to transcriptional reprogramming by the oocyte factors.

To investigate further the relationship between resistance and chromatin modifiers at a single-gene level, we classified resistant genes according to their resistance to transcriptional reprogramming in all 12 conditions tested (listed in Figure 3C). For each resistant gene, differential expression analysis at 48 hr after nuclear transfer between ESC nuclei and MEF nuclei was used to determine whether this gene maintained or lost resistance in the various treatment used. This can be repre-

sented as a digital signature of resistance. When a gene was still differentially expressed upon a given treatment in MEF-NT compared to ES-NT (LogFC [MEF/ES] < 0 and FDR < 0.05), it was assigned a value of 1, indicating that resistance was maintained in that condition. If by contrast there was no differential expression of the gene between treated MEF-NT and ES-NT, it was assigned a value of 0, indicating that resistance was lost in that condition. An example of this signature is shown for three resistant genes, *Trap1a*, *Sox2*, and *Otx2*, and for one non-resistant gene, *G3pdh* (Figure 4B). When analyzed by qRT-PCR, an

increase in gene expression was detected for all treatments where differential gene expression analysis also identified a loss of resistance. For all 538 resistant genes, such a digital signature was generated (Table S4). This analysis showed that the epigenetic features tested here account for a significant part of the resistance to transcriptional reprogramming by the oocytes, as only 47 genes (8.7% of all resistant genes) remained resistant when considering all conditions tested. We identified a very large number of digital signature types (232 for 538 genes), indicating that the pattern of sensitivity to chromatin modifier treatment is almost unique to each resistant gene.

### Synergistic, Neutral, and Adverse Effects of a Combination of Chromatin Modifiers

We next sought to investigate the effect of combining chromatin modifier treatments on loss of resistance. We compared the use of two simultaneous treatments versus single treatments. The effects seen fell into one of three classes.

First, we observed a neutral effect, when the combined treatments led to the same effect on resistance as the single treatments. This took place when loss of resistance was seen at least in one of the single treatments, and this loss was still seen when combining the treatments (neutral, Figure 4C). We also found instances where the gene remained resistant in both the single and combined treatments (insensitive, Figure 4C). This lack of additional effect of combining chromatin modifiers was by far the most common (neutral and insensitive accounted for >70% of resistant genes in all combinations tested).

Additionally, we observed cases of synergistic effects when loss of resistance was only seen in the double treatments. This effect was not so common when combining loss of DNA methylation to histone modifier. However, USP21 and Kdm6b synergistically removed resistance from about 10% of resistant genes (54/538). This suggests that the repressive histone marks targeted by these enzymes (H2AK119ub1 and H3K27me3, associated with polycomb repressive complexes 1 and 2 [PRC1 and PRC2], respectively) independently ensured repression of these genes.

Surprisingly, we observed numerous instances of adverse effect, when a gene lost resistance in at least one individual treatment but remained resistant when the treatments were combined (Figure 4C). This happened particularly when a gene lost resistance upon histone modifier treatment only in the context of normal DNA methylation, but not in the context of chromatin with reduced DNA methylation (Figure 4D). This adverse effect of DNA methylation loss on resistance sensitivity to chromatin modifier suggests that inactivation of Dnmt1 in the cultured cell induces changes in the distribution of repressive histone modification around resistant genes in the donor nuclei.

To investigate this possibility, we analyzed the relationship between the distribution of H3K27me3 in WT and DNA hypomethylated cells and the sensitivity of resistant genes to the H3K27 demethylase Kdm6b following nuclear transfer. Previous studies have shown significant changes in the distribution of H3K27me3 upon loss of DNA methylation (Reddington et al., 2013). Decrease in DNA methylation level leads mostly to a spreading of H3K27me3 to a larger part of the genome without an overall increase in H3K27me3 in the cell, resulting in H3K27me3 loss

from numerous genomic locations. We observed that loss of H3K27me3 upon reduction of DNA methylation was more pronounced on resistant genes that lost sensitivity rather than maintained sensitivity to Kdm6b, when comparing the reprogramming of DNA hypomethylated nuclei to that of WT nuclei (Figure 4E). This suggests that loss of Kdm6b sensitivity in hypomethylated DNA nuclei is indeed mediated by a redistribution of H3K27me3 in the donor nuclei.

Digital signature analysis identified genes that show the same pattern of loss of resistance across multiple treatments (Table S4). However, the change in gene expression that underlies this loss of resistance could vary greatly between treatments and is not reflected in this categorization. For example, the loss of resistance for *Otx2* in the presence of Kdm4d and Kdm6b corresponded to an increase in gene expression over control conditions of 4- and 15-fold, respectively, as judged by qRT-PCR analysis (Figure 4B). To take into account more subtle changes in gene expression underlying loss of resistance, we clustered resistant gene expression levels across all treatments (Figure 4F). We reduced the number of patterns of resistance sensitivity to treatments from the initial 232 types identified by digital signature analysis (Table S4) to ten main groups (Figure 4F). When taking into account the scale of the change in gene expression, we could further reduce the complexity of pattern observed by grouping resistant genes according to their trend of expression in response to chromatin modifier treatments. This analysis indicated that the effect of a combination of chromatin modifiers on resistance is rarely neutral and that synergistic/additive and adverse effects are much more common.

### Loss of Resistance upon *Usp21* Expression Correlates with Enrichment for H2Aub on the Affected Genes

Given that, at a single-gene level, resistance often can be removed by the expression of more than one type of chromatin modifier, this raises the question of the mechanism of action of these factors (Figure 4A). Indeed, although the reprogramming system described here is independent of replication and is directly mediated by oocyte factors, it does not exclude the possibility that the chromatin modifiers act on transcription independently of their activity against their cognate chromatin targets. In fact, targets besides the classical histones, such as transcription factors, have been found to be affected by chromatin modifiers (Carr et al., 2015).

To investigate if chromatin modifiers affect resistance through the removal of repressive marks from chromatin, we first analyzed whether loss of resistance after expression of a given chromatin modifier correlates with the presence of its target epigenetic mark on the resistant genes. Because its chromatin modifier activity is less well characterized than that of Kdm4d and Kdm6b, we focused on the characterization of USP21 effect on resistance. We first investigated the distribution of H2AK119ub1 by chromatin immunoprecipitation sequencing (ChIP-seq). H2AK119ub1 was more abundant around the TSSs of genes that were not expressed rather than expressed in cultured MEFs, in accordance with the repressive function of this histone modification (Zhou et al., 2008) (Figure 5A). When focusing on resistant genes, we observed a relative H2AK119ub1 enrichment on USP21-sensitive genes compared

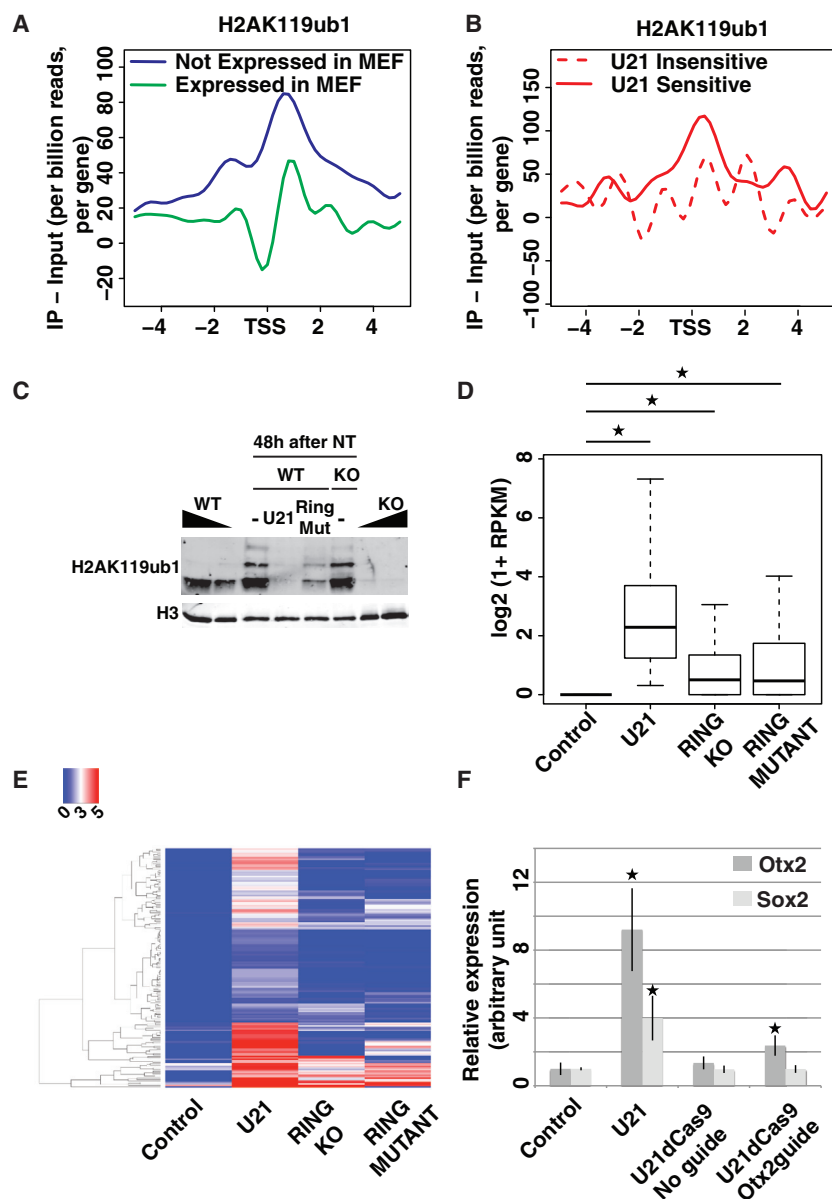

**Figure 5. USP21 Removes Resistance through Deubiquitylation of H2A**

(A) Metaplot analysis in MEF of H2Aub ChIP-seq  $\pm 5$  kb around the TSSs of genes expressed (green) or not expressed (blue) in MEF is shown.

(B) Same as (A) but resistant genes are split according to sensitivity (red line) or insensitivity (red dashed line) to USP21.

(C) WB analysis of H2AK119ub1 level in WT or *Ring1a&b* KO-transplanted nuclei 0 and 48 hr after nuclear transfer. Nuclei were transplanted in control oocyte or in oocyte overexpressing USP21 or catalytically inactive *XIRing1b* (Ring Mut).

(D) Boxplot shows expression of the set of genes up-regulated in WT MEF transplanted to USP21 compared to WT MEF transplanted to control oocytes ( $\star$  p value  $< 10^{-11}$ , Welch two-sample t test).

(E) Heatmap showing unsupervised hierarchical clustering of genes upregulated in WT MEF transplanted to USP21-expressing oocyte compared to control oocytes in WT MEF transplanted to control oocytes, to USP21-expressing oocytes, to *XIRing1b* mutant-expressing oocytes, and in *Ring1a&Ring1b* KO MEF transplanted to control oocytes. Expression value is shown as  $\log_2(1 + \text{RPKM})$ .

(F) dCas9-USP21 targeted to the *Otx2* promoter decreases *Otx2* resistance to transcriptional reprogramming. The qRT-PCR analysis of *Otx2* and *Sox2* gene expression 48 hr after MEF transplantation to oocytes injected with water (control), USP21 RNA, or USP21-dCas9 RNA, with or without *Otx2* gRNAs mix, is shown ( $\star$  p value  $< 0.05$ , Student's t test; mean  $\pm$  SEM of four experiments). See also Figure S4 and Table S5.

to USP21-insensitive genes in donor nuclei (Figure 5B). The fact that high levels of H2Aub were present on USP21-sensitive genes was consistent with the idea that USP21 suppresses resistance through deubiquitylation of H2AK119 on this set of gene. We next sought to test this mechanism by complementary approaches.

### USP21 Removes Resistance through the Removal of H2A Ubiquitylation

We first reduced the level of H2AK119ub1 on transplanted chromatin after nuclear transfer. This was achieved either by overexpressing the deubiquitylase USP21, as described above, or by overexpressing a catalytically inactive form of *XIRing1b*, the E3 ligase responsible for H2A ubiquitylation by the PRC1 complex (de Napoles et al., 2004). Similar to USP21 overexpression,

We then used RNA-seq analysis to investigate the effect of these three treatments on gene expression following nuclear transfer. USP21 overexpression, *XIRing1b* mutant overexpression, and transplantation of *Ring1a/b* KO nuclei resulted in an increased expression over control nuclear transfer of 165, 73, and 79 genes, respectively (Table S5). We first noted a correlation between the extent of H2AK119ub1 level decrease and the number of upregulated genes, suggesting that the effect observed on gene expression was indeed dictated by the effect of the treatments on H2AK119ub1 level. Importantly, the genes upregulated in conditions where *Ring1a/b* KO nuclei were transplanted or *XIRing1b* mutant was overexpressed were significantly enriched for the genes that also were upregulated by USP21 overexpression (22/79 and 13/73, respectively; p value  $< 10^{-10}$ , hypergeometric test). Although statistically significant, the

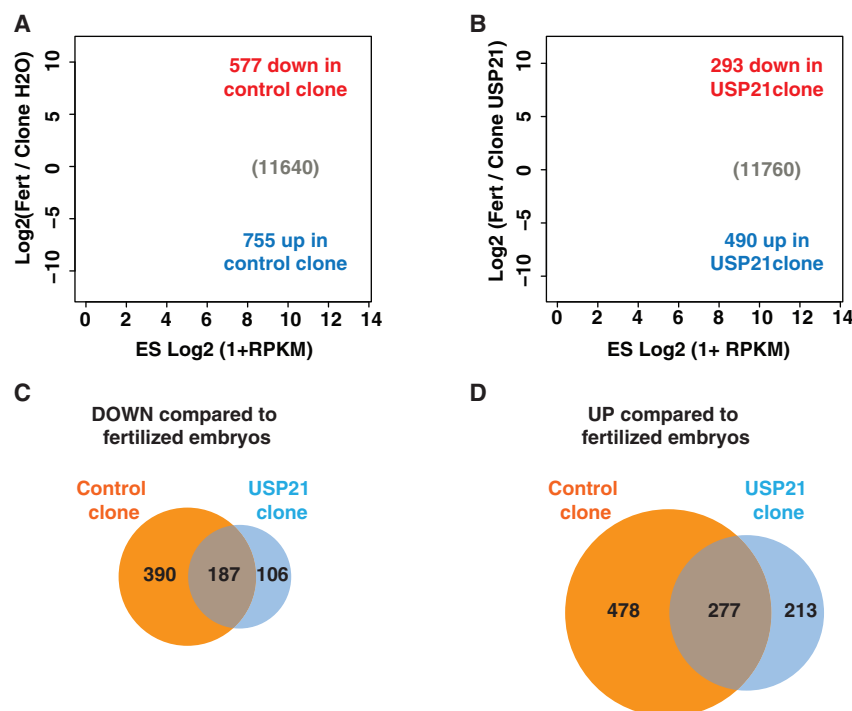

**Figure 6. USP21 Improves Transcriptional Reprogramming of Two-Cell-Stage Cloned Mouse Embryos**

(A) MA plot showing log fold change in gene expression between fertilized embryos and ES clone embryos (logFC, y axis) against the log of gene expression in cultured ES (logCPM, x axis). Differentially expressed genes are shown in red and blue for genes downregulated and upregulated in clones compared to fertilized embryos, respectively (FDR < 0.05, three experiments).

(B) Same as (A) except that USP21 was overexpressed in the cloned embryos.

(C and D) Venn diagram indicating the overlap between the downregulated genes (C) and upregulated genes (D) in control and USP21 clones. See also Figure S5 and Tables S6 and S7.

### USP21 Improves Transcriptional Reprogramming of Cloned Mouse Two-Cell Embryos

We next asked whether USP21 also could alleviate resistance to transcriptional reprogramming after mouse nuclear transfer to enucleated MII oocytes. We performed cloning experiments in the mouse, in which

overlap between these gene sets is relatively small, presumably because of the differential effect of the corresponding treatment on H2AK119ub1 level during the course of the experiment (see above). Additionally, the genes that were upregulated in MEF nuclei transplanted to USP21-expressing oocytes compared to control oocytes also showed significantly higher expression in transplanted Ring1a&b KO nuclei or in WT nuclei transplanted to oocytes overexpressing XIRing1b mutant (Figure 5D). Lastly, the genes that were upregulated upon USP21 overexpression showed a similar pattern of upregulation in the two other treatments reducing H2AK119ub1 level (Figure 5E).

We observed that three ways of interfering with H2AK119ub1 led to the upregulation of a similar set of genes in transplanted nuclei. We conclude that USP21 overexpression removes resistance mostly through its H2A deubiquitylation activity.

To further test whether USP21 acts through chromatin deubiquitylation of H2A, we targeted USP21 to one resistant gene rather than the whole nuclear chromatin. We fused USP21 to dCas9 in order to direct USP21 to the promoter region of the resistant gene *Otx2* using small guide RNAs (sgRNAs) (Figure S4). We found a significant loss of *Otx2* resistance to transcriptional reprogramming following nuclear transfer to oocytes expressing USP21dCas9 and guide RNAs targeting the *Otx2* promoter, but not in the absence of guide RNAs (Figure 5F). This correlates with a guide RNA-dependent deubiquitylation of H2A at the *Otx2* promoter (Figure S4C). Importantly, in the conditions used, global levels of H2Aub were not decreased, as shown by western blot (WB) (Figure S4A) and ChIP-qPCR on repeat elements of the genome (major satellites and intracisternal A particles [IAPs], Figure S4C). We conclude that a localized decrease in H2Aub at the promoter is sufficient to reduce resistance following nuclear transfer.

mouse ESC (mESC) nuclei were transplanted to enucleated eggs. We let such reconstituted embryos develop to the two-cell stage, when zygotic gene activation occurs, and we analyzed gene expression by RNA-seq (Figure 6A). As a control, we used two-cell-stage embryos obtained by in vitro fertilization. We identified 1,332 genes misregulated in cloned embryos compared to fertilized embryos (577 downregulated genes and 755 upregulated genes, FDR < 0.05 and  $|\log FC| > 1$ ; Table S6), a number similar to what has been described in two-cell-stage embryos cloned from mouse fibroblast nuclei (Matoba et al., 2014). We then asked whether the gene misregulation observed in the cloned embryos could be reduced by USP21 treatment. To that end, cloned embryos were reconstructed by transplanting ESC nuclei to enucleated egg pre-injected with USP21 mRNA injection. At the two-cell stage, the chromatin of these embryos exhibited a reproducible reduction of H2AK119ub1 level (Figure S5). RNA-seq analysis indicated 293 downregulated genes and 490 upregulated genes in USP21 clones compared to in vitro fertilization (IVF) embryos (Figure 6B). This corresponds to a reduction in the number of downregulated and upregulated genes between USP21 clones and control clones of ~50% and ~35%, respectively (Figures 6C and 6D).

We conclude that resistance to transcriptional reprogramming at zygotic gene activation in cloned mouse embryos also can be reduced by the expression of USP21.

## DISCUSSION

Interference with several epigenetic pathways, such as those involving repressive methylation of histones (Soufi et al., 2012; Onder et al., 2012), DNA methylation (Mikkelsen et al., 2008), or histone deposition (Cheloufi et al., 2015; Gaspar-Maia et al.,

2013; Pasque et al., 2012), all can lead to an improvement in iPS reprogramming efficiency. In these experiments, however, it is not clear whether the increase in efficiency is mechanistically linked to a direct effect of chromatin modifiers on the transcription of genes resistant to reprogramming. Additionally, it is not known whether different ways of improving reprogramming through chromatin-based interference act on similar or independent pathways, as they have not been systematically combined, presumably because of the detrimental effect of doing so on cell viability. Indeed, interference with chromatin chaperones together with histone methylase or components of PRC1 and PRC2 have been reported to have adverse effects in iPS experiments, precluding the analysis of treatment combinations (Che-loufi et al., 2015; Onder et al., 2012).

Our oocyte-reprogramming assay allowed us to circumvent this problem and measure the direct effect of removing chromatin repressive marks, alone or in combination, on gene transcription. Strikingly, challenging the stability of the repressed state through nuclear transfer reveals that many of the resistant genes are directly sensitive to interference with more than one epigenetic repressive pathway. This observation suggests that the stabilization of gene expression pattern involves the establishment of multiple layers of epigenetic repression on a subset of genes critical for safeguarding the identity of a cell. This is in agreement with mechanisms described for gene silencing during cell differentiation. For example, silencing of the pluripotency gene Oct4 during stem cell differentiation entails the deacetylation of histone followed by the methylation of H3K9 and, eventually, DNA methylation (Epsztejn-Litman et al., 2008; Feldman et al., 2006). Similarly, the inactivation of X chromosome in female cells during early embryogenesis in the mouse involves the concerted action of multiple repressive pathways, including long noncoding RNAs, H3K27 methylation, histone variant deposition, and DNA methylation (Heard and Disteche, 2006). Therefore, loss of resistance may require the reversal of multiple layers of repressive features added to genes undergoing silencing as cell differentiate.

Whether histone modifications are themselves functionally implicated in the regulation of transcription is not well defined (Henikoff and Shilatifard, 2011). Most functional tests are based on the inactivation of histone-modifying complex. As a consequence, it is difficult to disentangle the observed effect resulting from loss of the histone mark to that resulting from loss of the histone-modifying complex. An exception to this is the use of mutant histone that cannot be methylated on a given lysine residue (Herz et al., 2014). *Drosophila* expressing such histone mutant, H3K27M, exhibits a phenotype that mimics the loss of PRC2, directly implicating methylation of H3K27 in the observed effect. A more conflicting picture emerges from the use of cells engineered to have a PRC1 devoid of H2A ubiquitylation activity. Some reports suggest that H2Aub is not required for the repression of transcription, whereas others found that it is (Endoh et al., 2012; Illingworth et al., 2015; Pengelly et al., 2015). We observe that three independent ways of globally interfering with H2AK119ub1 as well as targeted removal of this histone modification are able to reduce resistance to direct transcriptional reprogramming. This indicates that H2AK119ub1 itself contributes to the observed resistance. In mouse ESCs, H2A deubiquitylases USP16 and USP21 are required for proper differentiation,

suggesting that modulation of H2AK119ub1 genomic distribution is necessary for efficient change in cell fate (Jin et al., 2016; Yang et al., 2014). It is, therefore, possible that overexpression of a H2A deubiquitinase in cultured cells could also improve the efficiency of cell fate conversion in induced pluripotency.

To improve gene reactivation for efficient reprogramming, interference with multiple repressive pathways might be required. However, we also observe that a combination of chromatin modifiers quite often has an adverse effect on resistance removal. Indeed, it appears that some of the marks targeted can have repressive functions on some resistant genes while being required for proper reactivation of others. In that regard, refined strategies involving the targeting of epigenetic modifiers to resistant genes according to their sensitivity should provide a better transcriptional reprogramming outcome (Zalatan et al., 2015). To achieve this, further investigations are needed to delineate precisely which part of the genome requires modification in order to relieve resistance. In particular it would be important to more generally test whether histone modifications impose resistance through large domains or through localized deposition, as previous studies have correlated the resistant state to the presence of modified histones on large stretches of the genome (Matoba et al., 2014; Wen et al., 2009). Lastly it would be important to compare the resistance to transcriptional reprogramming in donor cells from different degrees of differentiation in order to establish whether the mechanisms stabilizing cell identity change as cells differentiate.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell lines
  - *Xenopus laevis* laevis husbandry
  - *Mus musculus* husbandry
- METHOD DETAILS
  - Cytoplasmic injection and nuclear transplantation to *Xenopus* oocyte
  - Analysis of transplanted *Xenopus* oocytes
  - Plasmid constructs and in vitro RNA synthesis
  - Mouse nuclear transfer
  - Mouse embryos immunostaining
  - Filtering and mapping of sequencing data
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Description of biological replicates
  - Gene Expression Analysis
  - ChIP Analysis
  - GO and KEGG pathway enrichment
  - Mouse embryo image quantitation
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes five figures and eight tables and can be found with this article online at <http://dx.doi.org/10.1016/j.molcel.2017.01.030>.

## AUTHOR CONTRIBUTIONS

Conceptualization, J.J. and J.G.; Methodology, J.J., K.M., and V.P.; Formal Analysis, G.A.; Investigation – *Xenopus*, J.J. and M.V.; Investigation – Mouse, J.J., S.A.D., V.B., and N.B.; Writing – Original Draft, J.J.; Writing – Review & Editing, J.J., V.P., and J.G.; Resources, C.B., S.W., H.K., M.O., K.M., and V.S.; Data Curation, C.B.; Visualization, J.J. and G.A.; Supervision, J.J. and J.G.

## ACKNOWLEDGMENTS

We would like to thank Dr. H. Cedar, Dr. E.M. Meyerhowitz, Dr. S. Urbe, Dr. D. Ron, Dr. R. Janknecht, Dr. K. Helin, and Dr. R. Meehan for providing us with reagents and the processed dataset used in this study. This work is funded by grants from the Wellcome Trust (101050/Z/13/Z) and the MRC (MR/K011022/1) and supported by the Gurdon Institute core grant from Cancer Research UK (C6946/A14492) and the Wellcome Trust (092096/Z/10/Z). This research was supported in part by the Intramural Research Program of NIAIMS at the NIH (1Z01AR041126-17). M.V. was supported by a Svenska Sällskapet för Medicinsk Forskning (SSMF) postdoctoral fellowship. S.W. was supported in part by fellowships from the Gates Cambridge Trust and NIH-Cambridge MD/PhD Program (T32GM007367). M.O. was supported by a postdoctoral fellowship from the Japan Society for the Promotion of Science (JSPS). K.M. is supported by Human Frontier Science Program (RGP0021/2016), JSPS KAKENHI grants JP16H01321 and JP16H01222, and by a Grant for Basic Science Research Projects from The Sumitomo Foundation (150810). V.P. was supported by the Wellcome Trust (081277), the Wallonia-Brussels International Excellence Grant, The Research Foundation – Flanders (FWO) (Odysseus Return Grant G0F7716N), the KU Leuven Research Fund (BOFZAP starting grant StG/15/021BF, C1 grant C14/16/077, and project financing). We also acknowledge the platform MIMA2 for microscopy equipment (Microscopie et Imagerie des Microorganismes, Animaux et Elements, INRA).

Received: November 2, 2016

Revised: January 5, 2017

Accepted: January 24, 2017

Published: March 2, 2017

## REFERENCES

- Agger, K., Cloos, P.A., Christensen, J., Pasini, D., Rose, S., Rappsilber, J., Issaeva, I., Canaani, E., Salcini, A.E., and Helin, K. (2007). UTX and JMJD3 are histone H3K27 demethylases involved in HOX gene regulation and development. *Nature* 449, 731–734.
- Barnett, D.W., Garrison, E.K., Quinlan, A.R., Strömberg, M.P., and Marth, G.T. (2011). BamTools: a C++ API and toolkit for analyzing and managing BAM files. *Bioinformatics* 27, 1691–1692.
- Bowes, J.B., Snyder, K.A., Segerdell, E., Gibb, R., Jarabek, C., Noumen, E., Pollet, N., and Vize, P.D. (2008). Xenbase: a *Xenopus* biology and genomics resource. *Nucleic Acids Res.* 36, D761–D767.
- Bulut-Karslioglu, A., De La Rosa-Velázquez, I.A., Ramirez, F., Barenboim, M., Onishi-Seebacher, M., Arand, J., Galán, C., Winter, G.E., Engist, B., Gerle, B., et al. (2014). Suv39h-dependent H3K9me3 marks intact retrotransposons and silences LINE elements in mouse embryonic stem cells. *Mol. Cell* 55, 277–290.
- Carr, S.M., Poppy Roworth, A., Chan, C., and La Thangue, N.B. (2015). Post-translational control of transcription factors: methylation ranks highly. *FEBS J.* 282, 4450–4465.
- Cheloufi, S., Elling, U., Hopfgartner, B., Jung, Y.L., Murn, J., Ninova, M., Hubmann, M., Badeaux, A.I., Euong Ang, C., Tenen, D., et al. (2015). The histone chaperone CAF-1 safeguards somatic cell identity. *Nature* 528, 218–224.
- Cutler, S.R., Ehrhardt, D.W., Griffiths, J.S., and Somerville, C.R. (2000). Random GFP:cDNA fusions enable visualization of subcellular structures in cells of Arabidopsis at a high frequency. *Proc. Natl. Acad. Sci. USA* 97, 3718–3723.
- de Napolés, M., Mermoud, J.E., Wakao, R., Tang, Y.A., Endoh, M., Appanah, R., Nesterova, T.B., Silva, J., Otte, A.P., Vidal, M., et al. (2004). Polycomb group proteins Ring1A/B link ubiquitylation of histone H2A to heritable gene silencing and X inactivation. *Dev. Cell* 7, 663–676.
- Endoh, M., Endo, T.A., Endoh, T., Isono, K., Sharif, J., Ohara, O., Toyoda, T., Ito, T., Eskeland, R., Bickmore, W.A., et al. (2012). Histone H2A mono-ubiquitination is a crucial step to mediate PRC1-dependent repression of developmental genes to maintain ES cell identity. *PLoS Genet.* 8, e1002774.
- Epsztejn-Litman, S., Feldman, N., Abu-Remaileh, M., Shufaro, Y., Gerson, A., Ueda, J., Deplus, R., Fuks, F., Shinkai, Y., Cedar, H., and Bergman, Y. (2008). De novo DNA methylation promoted by G9a prevents reprogramming of embryonically silenced genes. *Nat. Struct. Mol. Biol.* 15, 1176–1183.
- Feldman, N., Gerson, A., Fang, J., Li, E., Zhang, Y., Shinkai, Y., Cedar, H., and Bergman, Y. (2006). G9a-mediated irreversible epigenetic inactivation of Oct-3/4 during early embryogenesis. *Nat. Cell Biol.* 8, 188–194.
- Gaspar-Maia, A., Qadeer, Z.A., Hasson, D., Ratnakumar, K., Leu, N.A., Leroy, G., Liu, S., Costanzi, C., Valle-Garcia, D., Schaniel, C., et al. (2013). MacroH2A histone variants act as a barrier upon reprogramming towards pluripotency. *Nat. Commun.* 4, 1565.
- Gurdon, J.B. (1960). The developmental capacity of nuclei taken from differentiating endoderm cells of *Xenopus laevis*. *J. Embryol. Exp. Morphol.* 8, 505–526.
- Heard, E., and Distech, C.M. (2006). Dosage compensation in mammals: fine-tuning the expression of the X chromosome. *Genes Dev.* 20, 1848–1867.
- Henikoff, S., and Shilatifard, A. (2011). Histone modification: cause or cog? *Trends Genet.* 27, 389–396.
- Herz, H.M., Morgan, M., Gao, X., Jackson, J., Rickels, R., Swanson, S.K., Florens, L., Washburn, M.P., Eissenberg, J.C., and Shilatifard, A. (2014). Histone H3 lysine-to-methionine mutants as a paradigm to study chromatin signaling. *Science* 345, 1065–1070.
- Illingworth, R.S., Moffat, M., Mann, A.R., Read, D., Hunter, C.J., Pradeepa, M.M., Adams, I.R., and Bickmore, W.A. (2015). The E3 ubiquitin ligase activity of RING1B is not essential for early mouse development. *Genes Dev.* 29, 1897–1902.
- Jackson-Grusby, L., Beard, C., Possemato, R., Tudor, M., Fambrough, D., Csankovszki, G., Dausman, J., Lee, P., Wilson, C., Lander, E., and Jaenisch, R. (2001). Loss of genomic methylation causes p53-dependent apoptosis and epigenetic deregulation. *Nat. Genet.* 27, 31–39.
- Jin, J., Liu, J., Chen, C., Liu, Z., Jiang, C., Chu, H., Pan, W., Wang, X., Zhang, L., Li, B., et al. (2016). The deubiquitinase USP21 maintains the stemness of mouse embryonic stem cells via stabilization of Nanog. *Nat. Commun.* 7, 13594.
- Joshi, N., and Fass, J. (2011). Sickle: a sliding-window, adaptive, quality-based trimming tool for FastQ files (Version 1.33). <https://github.com/najoshi/sickle>.
- Jullien, J., Miyamoto, K., Pasque, V., Allen, G.E., Bradshaw, C.R., Garrett, N.J., Halley-Stott, R.P., Kimura, H., Ohsumi, K., and Gurdon, J.B. (2014). Hierarchical molecular events driven by oocyte-specific factors lead to rapid and extensive reprogramming. *Mol. Cell* 55, 524–536.
- Jullien, J. (2015). Analysis of nuclear reprogramming following nuclear transfer to *Xenopus* oocyte. *Methods Mol. Biol.* 1222, 71–82.
- Kaneda, A., Fujita, T., Anai, M., Yamamoto, S., Nagae, G., Morikawa, M., Tsuji, S., Oshima, M., Miyazono, K., and Aburatani, H. (2011). Activation of Bmp2-Smad1 signal and its regulation by coordinated alteration of H3K27 trimethylation in Ras-induced senescence. *PLoS Genet.* 7, e1002359.
- Lande-Diner, L., Zhang, J., Ben-Porath, I., Amariglio, N., Keshet, I., Hecht, M., Azuara, V., Fisher, A.G., Rechavi, G., and Cedar, H. (2007). Role of DNA methylation in stable gene repression. *J. Biol. Chem.* 282, 12194–12200.
- Li, H., and Durbin, R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25, 1754–1760.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25, 2078–2079.

- Looney, T.J., Zhang, L., Chen, C.H., Lee, J.H., Chari, S., Mao, F.F., Pelizzola, M., Zhang, L., Lister, R., Baker, S.W., et al. (2014). Systematic mapping of occluded genes by cell fusion reveals prevalence and stability of cis-mediated silencing in somatic cells. *Genome Res.* 24, 267–280.
- Mansour, A.A., Gafni, O., Weinberger, L., Zviran, A., Ayyash, M., Rais, Y., Krupalnik, V., Zerbib, M., Amann-Zalcenstein, D., Maza, I., et al. (2012). The H3K27 demethylase Utx regulates somatic and germ cell epigenetic reprogramming. *Nature* 488, 409–413.
- Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* 17, 10–12.
- Matoba, S., Liu, Y., Lu, F., Iwabuchi, K.A., Shen, L., Inoue, A., and Zhang, Y. (2014). Embryonic development following somatic cell nuclear transfer impeded by persisting histone methylation. *Cell* 159, 884–895.
- Meshorer, E., Yellajoshula, D., George, E., Scambler, P.J., Brown, D.T., and Misteli, T. (2006). Hyperdynamic plasticity of chromatin proteins in pluripotent embryonic stem cells. *Dev. Cell* 10, 105–116.
- Mikkelsen, T.S., Hanna, J., Zhang, X., Ku, M., Wernig, M., Schorderet, P., Bernstein, B.E., Jaenisch, R., Lander, E.S., and Meissner, A. (2008). Dissecting direct reprogramming through integrative genomic analysis. *Nature* 454, 49–55.
- Nakagawa, T., Kajitani, T., Togo, S., Masuko, N., Ohdan, H., Hishikawa, Y., Koji, T., Matsuyama, T., Ikura, T., Muramatsu, M., and Ito, T. (2008). Deubiquitylation of histone H2A activates transcriptional initiation via trans-histone cross-talk with H3K4 di- and trimethylation. *Genes Dev.* 22, 37–49.
- Onder, T.T., Kara, N., Cherry, A., Sinha, A.U., Zhu, N., Bernt, K.M., Cahan, P., Marcarci, B.O., Unternaehrer, J., Gupta, P.B., et al. (2012). Chromatin-modifying enzymes as modulators of reprogramming. *Nature* 483, 598–602.
- Pasque, V., Radzishchanskaya, A., Gillich, A., Halley-Stott, R.P., Panamarova, M., Zernicka-Goetz, M., Surani, M.A., and Silva, J.C. (2012). Histone variant macroH2A marks embryonic differentiation in vivo and acts as an epigenetic barrier to induced pluripotency. *J. Cell Sci.* 125, 6094–6104.
- Pengelly, A.R., Kalb, R., Fink, K., and Müller, J. (2015). Transcriptional repression by PRC1 in the absence of H2A monoubiquitylation. *Genes Dev.* 29, 1487–1492.
- Pereira, C.F., Terranova, R., Ryan, N.K., Santos, J., Morris, K.J., Cui, W., Merckenschlager, M., and Fisher, A.G. (2008). Heterokaryon-based reprogramming of human B lymphocytes for pluripotency requires Oct4 but not Sox2. *PLoS Genet.* 4, e1000170.
- R-Core-Team (2016). A Language and Environment for Statistical Computing (Vienna, Austria: R Foundation for Statistical Computing).
- Reddington, J.P., Perricone, S.M., Nestor, C.E., Reichmann, J., Youngson, N.A., Suzuki, M., Reinhardt, D., Dunican, D.S., Prendergast, J.G., Mjoseng, H., et al. (2013). Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes. *Genome Biol.* 14, R25.
- Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). EdgeR: a bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139–140.
- Roy, N., and Hebrok, M. (2015). Regulation of cellular identity in cancer. *Dev. Cell* 35, 674–684.
- Shin, S., and Janknecht, R. (2007). Diversity within the JMJD2 histone demethylase family. *Biochem. Biophys. Res. Commun.* 353, 973–977.
- Soufi, A., Donahue, G., and Zaret, K.S. (2012). Facilitators and impediments of the pluripotency reprogramming factors' initial engagement with the genome. *Cell* 151, 994–1004.
- Sun, D., Luo, M., Jeong, M., Rodriguez, B., Xia, Z., Hannah, R., Wang, H., Le, T., Faull, K.F., Chen, R., et al. (2014). Epigenomic profiling of young and aged HSCs reveals concerted changes during aging that reinforce self-renewal. *Cell Stem Cell* 14, 673–688.
- Takahashi, K., and Yamanaka, S. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. *Cell* 126, 663–676.
- Trapnell, C., Pachter, L., and Salzberg, S.L. (2009). TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 25, 1105–1111.
- Warnes, G.R., Bolker, B., Bonebakker, L., Gentleman, R., Huber, W., Liaw, A., Lumley, T., Maechler, M., Magnusson, A., Moeller, S., et al. (2016). Gplots: various R programming tools for plotting data. R package version 3.0.1, <https://cran.r-project.org/web/packages/gplots/index.html>
- Wen, B., Wu, H., Shinkai, Y., Irizarry, R.A., and Feinberg, A.P. (2009). Large histone H3 lysine 9 dimethylated chromatin blocks distinguish differentiated from embryonic stem cells. *Nat. Genet.* 41, 246–250.
- Yang, W., Lee, Y.H., Jones, A.E., Woolnough, J.L., Zhou, D., Dai, Q., Wu, Q., Giles, K.E., Townes, T.M., and Wang, H. (2014). The histone H2A deubiquitinase Usp16 regulates embryonic stem cell gene expression and lineage commitment. *Nat. Commun.* 5, 3818.
- Yue, F., Cheng, Y., Breschi, A., Vierstra, J., Wu, W., Ryba, T., Sandstrom, R., Ma, Z., Davis, C., Pope, B.D., et al.; Mouse ENCODE Consortium (2014). A comparative encyclopedia of DNA elements in the mouse genome. *Nature* 515, 355–364.
- Zalatan, J.G., Lee, M.E., Almeida, R., Gilbert, L.A., Whitehead, E.H., La Russa, M., Tsai, J.C., Weissman, J.S., Dueber, J.E., Qi, L.S., and Lim, W.A. (2015). Engineering complex synthetic transcriptional programs with CRISPR RNA scaffolds. *Cell* 160, 339–350.
- Zhou, W., Zhu, P., Wang, J., Pascual, G., Ohgi, K.A., Lozach, J., Glass, C.K., and Rosenfeld, M.G. (2008). Histone H2A monoubiquitination represses transcription by inhibiting RNA polymerase II transcriptional elongation. *Mol. Cell* 29, 69–80.

## STAR★METHODS

## KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Cell lines

Mouse fibroblasts (p53<sup>-/-</sup>; p53<sup>-/-</sup> Dnmt1N; and *Ring1A*<sup>-/-</sup>; *Ring1B*<sup>fl/fl</sup>; *Rosa26::CreERT2*; SV40) were cultivated in Dulbecco's Modified Eagle Medium (DMEM), 5% Fetal Calf serum on gelatin coated dish. C57BL/6 ES cells were cultured without feeders on gelatin coated dish in the presence of 1000U/ml leukemia inhibitory factor (LIF, CHEMICON ESG 1107) in Glasgow modification of Eagles medium (GMEM BH-21, GIBCO 21710-025) containing 15% fetal calf serum (GIBCO 10439-024) supplemented with 1  $\mu$ M MEK inhibitor PD0325901 (TOCRIS 4192), 3  $\mu$ M GSK3 inhibitor CH99021 (Medchemexpress Europe, CHIR-99021), 0.1mM non-essential amino acid (GIBCO 11140-035), 10mM sodium pyruvate (GIBCO 11360-039), and 0.1mM betamercaptoethanol (GIBCO 31350-010). For nuclear transfer to mouse egg, ES cell CK35, were derived from 129Sv/Pas blastocysts (generous gift from Pasteur Institute Mouse Functional Genetics Unit). Cells were cultured according to standard conditions in flasks, on gelatin, in DMEM (GIBCO 31966-021) supplemented with 15% fetal calf serum (FISHER 10117272) and LIF (1000 U/ml, Cell Guidance: GFM200).

### *Xenopus laevis laevis* husbandry

Mature *Xenopus laevis* males and females were obtained from Nasco (901 Janesville Avenue, PO Box 901, Fort Atkinson, WI 53538-0901; <https://www.enasco.com/xenopus>). Our work with *Xenopus laevis* is covered under the Home Office Project License PPL 70/8591 and frog husbandry and all experiments were performed according to the relevant regulatory standards. Animals were kept in a Marine Biotech recirculating system at a density of one adult/3l, with 10% water change per day. Water was sequentially filtered with mechanical pad sump filter, nitrifying bacteria filter, mechanical canister filter, carbon filter, and UV sterilized. Water quality parameters were as follow: conductivity 1500us; temperature 17-22°C; PH 6-8. Photoperiod was set to 12h ON/12h OFF. Frogs are fed twice per week with Royal Horizon 4.5mm pellets (skretting, <https://www.skrettingfishfeeds.co.uk/>). Unconsumed food was removed 10 min after the start of feeding.

### *Mus musculus* husbandry

*Mus musculus* (strains C57CBA; males and females) were obtained from Janvier Labs (Route des Chênes Secs 53940 Le Genest-Saint-Isle France; <https://www.janvier-labs.com>) and housed at the UE IERP rodent resource center from INRA in Jouy en Josas (Unite Experimentale d'Infectiologie Experimentale des Rongeurs et Poissons). Animal care and handling at INRA is carried out according to European regulations on animal welfare. N. Beaujean has the authorization to work with laboratory animals from the French veterinary regulatory services (N°78-95) and the present work on mouse has been approved by the ethics committee (no. 12/123; Comethea Jouy-en-Josas/AgroParisTech). Animals are housed in groups of maximum 2-5 mice in cages enriched with tissues. Water and standard pellet food are provided ad libitum. All mice are monitored daily for daily discomfort. Animals displaying overt signs of discomfort (lack of activity or feeding behavior) are euthanized immediately by cervical dislocation.

## METHOD DETAILS

### Cytoplasmic injection and nuclear transplantation to *Xenopus* oocyte

This section was adapted from (Jullien, 2015).

#### Oocytes preparation

Ovaries are removed from a female *Xenopus laevis* terminally anesthetised by subcutaneous injection of 400 $\mu$ l of MS222 (Ethyl 3-aminobenzoate methanesulfonate, 0.6g/ml in H<sub>2</sub>O) into the dorsal lymph sac. The ovaries are then placed in a petri dish containing 1X MBS (MBS (Barth-HEPES Saline) 10X stock: 88mM NaCl, 1mM KCl, 2,4mM NaHCO<sub>3</sub>, 0.82mM MgSO<sub>4</sub>.7H<sub>2</sub>O, 0.33mM Ca(NO<sub>3</sub>)<sub>2</sub>.4H<sub>2</sub>O, 0.41mM CaCl<sub>2</sub>.2H<sub>2</sub>O, 10mM HEPES. Add ~3 mL of 10N NaOH to obtain a pH of 7.4 to 7.6), and separated into small clumps (containing roughly 50-100 oocytes) using forceps. Three to five ml of such clumps are transferred to a 50 mL falcon tube that is then filled to 12.5 mL with 1X MBS. 6.5 units of liberase are then added to the solution and the oocytes are incubated 2h20 min at room temperature (22°C) with gentle agitation on a rocker (Liberase is prepared by resuspending 100 mg of lyophilized enzymes (Liberase TM Research / Roche 05 401 127 001) with 10 mL sterile H<sub>2</sub>O (giving a final concentration of 26 U/ml). Let the solution stand for 30 min on ice to rehydrate. Gently swirl the vial every few minutes to ensure that the enzyme is completely dissolved. Store aliquots of 250  $\mu$ L (6.5U) at -80°C). Defolliculated oocytes are then washed 4 times in 50 mL of 1X MBS and transferred to a Petri dish. Individual oocytes are then manually sorted under a standard dissecting microscope using a Pasteur pipette and stored over night at 16-18°C in 1X MBS supplemented with penicillin streptomycin (P/S) at a final concentration of 10  $\mu$ g/ml.

#### mRNA/gRNAs /BrUTP injection to oocyte's cytoplasm

The oocytes are injected, in the cytoplasm, either one day prior (mRNAs) or two hours after (BrUTP, gRNAs) nuclear transfer. Using a Drummond injector (Drummond Nanoject, Drummond Scientific Company, USA), the required amount of mRNAs or gRNAs (9nl at 1mg/ml), or BrUTP (Sigma: B7166, 4.6nl at 100mM), is injected in the cytoplasm from the vegetal pole of the recipient oocyte. Injected oocytes are cultured in 1X MBS, P/S, 0.2%BSA at 18°C.

### Donor cell preparation

Adherent cells such as mouse embryonic fibroblasts (MEF) or embryonic stem cells (ES) are collected by trypsinization according to standard tissue culture procedure. Trypsin treatment is stopped by addition of cell culture medium supplemented with serum. The cells are then washed twice in 1X PBS (137 mM NaCl; 2.7 mM KCl; 10 mM  $\text{Na}_2\text{HPO}_4$ ; 2 mM  $\text{KH}_2\text{PO}_4$ ; pH adjusted to 7.4 with HCl) by centrifugation for 3 min at 500 g. Prior to proceeding to permeabilization, single cells are collected by filtering the cell suspension through a 50  $\mu\text{m}$  filters (Celltrics Partec 04-0042-2317). Cells are then counted on a hemacytometer and diluted to 1 million cells per ml. One million cells (in one ml of 1X PBS) are transferred to an eppendorf tube and centrifuged 2min at 2000 g at RT. The cell pellet is then resuspended in 1ml of SuNaSP (250mM Sucrose, 75mM NaCl, 0.5mM Spermidine, 0.15mM Spermine). The cells are centrifuged again and resuspended in 200  $\mu\text{L}$  of SuNaSP. 25  $\mu\text{L}$  of Streptolysin O (SLO, 500 units) is then added to the suspension and the cells are incubated 5 min at 37°C in a water bath (25000 units of Streptolysin O are resuspended in 1.25 mL PBS 0.01% BSA. 62.5  $\mu\text{L}$  of dTT 100mM is then added to the solution and incubated 2 hr at 37°C. Aliquots of 25  $\mu\text{L}$  are stored at -80°C). After incubation cells are placed on ice while the efficiency of permeabilization is checked. For that purpose 2  $\mu\text{L}$  of the permeabilized cell suspension is mixed with 8  $\mu\text{L}$  of 0.4% trypan blue solution (0.4 gr trypan blue diluted in 100 mL of PBS 1X). Cells in trypan blue are visualized on a hemacytometer. Permeabilization is successful when more than 90% of the cells show a nucleus stained blue and blebs are apparent on the cell plasma membrane. When permeabilization is confirmed to be satisfactory by the trypan blue test, SLO is inactivated by adding 1 mL of SuNaSP 3%BSA to the 225  $\mu\text{L}$  of permeabilized cells. Following SLO inactivation, cells are centrifuged 2min at 2000 g at RT. The permeabilized cells pellet is then resuspended in 55  $\mu\text{L}$  of SuNaSP-BSA to give a final concentration of 250 nuclei/13.8nl of solution. The permeabilized cells ("nuclei") are then used for transplantation without further manipulation.

### Transplantation procedure

Transcriptional reprogramming happens only when the nuclei are transplanted into the recipient oocyte own nucleus, the germinal vesicle (GV). The protocol below explains how to transplant the nuclei and subsequently check for successful GV targeting. First prepare the injection needle: glass capillaries (7" Drummond #3-000-203-G/XL glass capillaries) are pulled in a Flaming/Brown micropipette puller (Sutter instrument model P87 or p-7) using the following parameters: heat: set at the temperature established by a ramp test, pull: 100, velocity: 100, time: 10. The needle tip then needs to be cut to give a relatively large opening ( $\sim 50 \mu\text{m}$ ) to be able to suck the donor nuclei suspension into the needle. This can be done simply by using a dissecting scissor positioned at a 120 degree angle to the needle. This will give a sharp enough needle tip that will penetrate the oocyte without damaging it. It then is helpful to mark the needle with a marker pen at a distance of about 300  $\mu\text{m}$  from the tip. The needle prepared in this way is filled with about 500 nL of the nuclei suspension containing 5pg/13.8nl of a PCS2+-membrane GFP plasmid. To inject the nuclei, the oocyte is positioned toward the needle with forceps. The needle has to contact the middle of the pigmented (animal) pole of the oocyte and be orientated parallel to the animal/vegetal pole axis. Once positioned, the needle is inserted in the oocyte at a depth of about 250  $\mu\text{m}$  (using the pen mark as a reference) and the nuclei can then be injected (13.8nl containing 250 nuclei and 5pg of membrane GFP plasmid). GV targeting success rate has to be checked for each injection needle used since slight differences in the size of the oocyte and the sharpness of the needle affect the injection depth required. This is done by isolating the GV from the oocyte in MBS 1X and verifying the presence of nuclei in the GV. If the nuclei are not transplanted to the GV, the targeting test is repeated varying the injection depth, using the marker pen reference as a guide. The nuclei suspension is kept on ice and the needle is refilled with nuclei from the stock solution every 20-30 oocytes injected. It is important to note that very often the nuclei suspension, when sucked into the needle, does not remain homogeneous. Indeed the nuclei tend to become more concentrated at the oil/nuclei solution interface. For that reason it is crucial to refill the needle frequently and to then immediately transplant the nuclei to oocyte. This operating mode ensures that the quantity of nuclei delivered to the GV is constant. After transplantation, the oocytes are cultured in 1X MBS supplemented with antibiotics (penicillin/streptomycin, gentamycin) and 0.2% BSA. The oocytes are kept at temperature of 18°C and the culture medium is replaced every day. 24 hr after nuclear transplantation, oocytes with successful GV targeting are sorted based on the presence of GFP fluorescence at the oocyte plasma membrane (The membrane GFP RNA is produced only if the membrane GFP plasmid, and co-injected nuclei, are delivered to the oocyte GV). Transcriptional reprogramming is typically assessed between 0 and 3 days after transplantation from GFP positive oocytes.

### Analysis of transplanted *Xenopus* oocytes

#### Gene expression from transplanted nuclei

**RNAs extraction.** Pool of 8 oocytes are collected in eppendorf tubes and can be stored at -80°C or directly processed for mRNA extraction. For each experimental condition, 2 samples of 8 oocytes are processed. RNAs are extracted using RNeasy mini kit (-QIAGEN 74106), according to the manufacturer instruction, with ON-column DNase treatment and a 50  $\mu\text{L}$  final elution volume

#### RNA immunoprecipitation

**Beads saturation.** Anti BrdU-agarose beads (Santa Cruz Biotechnology SC 32323, 25  $\mu\text{L}$  /IP) are washed twice by adding buffer I (0.5X SSPE (0.5mM EDTA and 74.5mM NaCl in 5mM phosphate buffer (pH 7.4) with 0.05% Tween20 and 0.1% polyvinylpyrrolidone [PVP, SIGMA P5288]) and spinning 2' at 2rcf. Beads are then blocked overnight on a rotating wheel at 4°C (up to 400  $\mu\text{L}$  beads in 900 Buffer I supplemented with 100  $\mu\text{L}$  of 10mg/ml RNase free BSA).

#### RNA immunoprecipitation

For each IP, 80  $\mu\text{L}$  of RNA (40  $\mu\text{L}$  from each samples) are added to 25  $\mu\text{L}$  of saturated beads in 500  $\mu\text{L}$  0.5X SSPE with 0.05% tween 20 and 6.25  $\mu\text{L}$  of RNase inhibitor (Suprase, Ambion AM2696) and placed on a rotating wheel for 4h at 4 degree. 20  $\mu\text{L}$  of RNAs is kept as an input fraction for RT-qPCR analysis.

### **Beads washes**

Washes are with 600  $\mu$ L of buffer for 10 min on rotating wheel at 4°C. Between washes samples are spun 2' at 2rcf. First wash is with low salt buffer (0.2X SSPE with 0.05% Tween20), followed by two washes with high salt buffer (0.5X SSPE with 0.05% Tween20 and 150mM NaCl). The last wash is with TET (10mM Tris, 1mMEDTA, pH 8, and 0.05% Tween20. After the last wash, aspirate most of the liquid so that the beads are dry.

### **Elution**

RNAs are eluted by adding 100  $\mu$ L elution buffer (300mM NaCl, 5mM Tris, pH 7.5, 1mMEDTA, 0.1% SDS, 20mM dithiothreitol) to the beads and incubate 5' at RT. The beads are then centrifuged 2' at 2rcf, and the supernatant containing the eluted RNAs collected. The procedure is repeated four times to collect a total of 400  $\mu$ L of eluted RNAs. Eluted RNA are phenol/chloroform (1:1 Mix PH8) extracted, and then precipitated by adding 1ml EtOH 100%, 40  $\mu$ L Na acetate 3M, 1  $\mu$ g of glycogen and incubating 20min on dry ice. RNAs are then pelleted by centrifugation 20min at 12000 rcf. Supernatant is discarded and the pellet is then washed with EtOH 70%, centrifuged 5min at 12000 rcf. The supernatant is removed, the pellets is dried for 5min at RT, and then resuspended in 12  $\mu$ L H<sub>2</sub>O.

### **RT-qPCR**

Annealing of oligodT primers to the RNAs is performed by incubating at 65°C for 5min 12  $\mu$ L of RNA mixed with 0.5  $\mu$ L of 100  $\mu$ M oligodT(15) and 0.5  $\mu$ L of 10mM dNTPs followed by an incubation 5min on ice. cDNAs synthesis was performed by adding 4  $\mu$ L of 5X second strand buffer, 1  $\mu$ L 0.1M dTT, 1  $\mu$ L H<sub>2</sub>O, 0.5  $\mu$ L RNase inhibitor, and 0.5  $\mu$ L superscriptIII reverse transcriptase (Invitrogen, 18080093) to the RNA solution and incubating at 50°C for one hour. The reverse transcription is stopped by adding 80  $\mu$ L of H<sub>2</sub>O to the reaction and incubating 10 min at 70°C. For qPCR, 5  $\mu$ L of cDNAs were mixed with 12.5  $\mu$ L SyberGreen (SIGMA, S9194), 7.22  $\mu$ L H<sub>2</sub>O, 0.14  $\mu$ L each of Forward and Reverse primers (10  $\mu$ M, see [Table S8](#)). The qPCR reaction was then performed on StepOnePlus System (applied biosystem) using the standard detection mode option.

### **RNA-seq**

To eliminate any trace of solvent after phenol extraction, RNA are further purified using ARCTURUS PicoPure RNA Isolation Kit (Thermo Fisher, KIT0204) following the manufacturer instructions. 2  $\mu$ L of purified RNAs (from a 10  $\mu$ L volume of purified RNAs) are then used to generate RNA-seq library using Ovation Single Cell RNA-Seq System (Nugen), following the two steps PCR option of the manufacturer protocol.

### **WB analysis of histone modifications in transplanted nuclei**

The GV containing transplanted nuclei are dissected out of the oocyte in GV isolation buffer (20mM Tris-HCl, pH7.5, 0.5mM MgSO<sub>4</sub>, 140mM KCl). Within 1-2 min following dissection, the isolated GVs are transferred on ice to an eppendorf tube containing non-denaturing wash buffer (150mM Tris-HCl, pH7.5, 50mM NaCl, 150mM KCl) supplemented with proteases inhibitors (1000X stock solution: AEBSF, 104 mM; Aprotinin, 80  $\mu$ M, Bestatin, 4 mM, E-64, 1.4 mM, Leupeptin, 2 mM, Pepstatin A, 1.5mM). The operation is repeated until about 30 GVs are collected (corresponding to about 7500 transplanted nuclei). The GV containing the transplanted nuclei are then disrupted by brief vortexing (5 s), and centrifugated for 3 min at 12000 g. The supernatant is discarded and the pellets containing the nuclei and GV membrane is washed twice in 1ml of non denaturing washing buffer by vortexing 5 s and centrifugating for 3 min at 12000 g. The obtained pellets correspond mostly to transplanted chromatin components since the washing process gets rid of most of the GV proteins that are not tightly bound to the transplanted nuclei. The pellets can be frozen or directly processed for SDS-PAGE electrophoresis and WB analysis following a standard protocol. Quantitative immunoblotting was carried out on a LI-COR Odyssey CCD (charge-coupled device) scanner according to the manufacturer's instructions (LI-COR Biosciences).

### **ChIP analysis**

**Chromatin preparation.** Oocytes are washed in MBS 1X without BSA prior to fixation. Batch of oocytes (typically 56-84 oocytes per experimental conditions) are transferred to a 15 mL falcon tube. Eight ml of 1X MBS containing 1% formaldehyde are added to the oocytes and the samples are fixed for 10 min at room temperature with gentle agitation. The fixation is stopped by the addition of 4ml of MBS 1X with 300mM glycine. The oocytes are then washed three times in 10ml MBS 1X. Groups of 7 fixed oocytes are transferred to eppendorf tubes in which MBS is replaced by 280  $\mu$ L of homogenization buffer (50mM HEPES, pH7.8, 140mM NaCl, 1mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate) supplemented with 0.3% Sodium Dodecyl Sulfate (SDS), proteases inhibitors, and 1mM DTT. Oocytes are thoroughly disrupted by pipetting up and down using a micropipette. Sonication is carried out in two cycles of 7 min on a Sonicator equipped with an ultrasonic bath (with 30 s on/off cycles, higher power). After sonication, the SDS in the sample is diluted by adding 600  $\mu$ L of homogenization buffer supplemented with proteases inhibitors and 1mM DTT. The sonicated chromatin is then centrifugated at 12000 g for 10 min at 4 degree. The supernatant (including the lipid layer) is then transferred to a new tube. This chromatin can then be used in a standard ChIP protocol.

### **Chromatin immunoprecipitation**

10% of the chromatin is taken as input and mixed with an equal volume of 2  $\times$  Stop buffer (40 mM Tris-HCl at pH 8.0, 10 mM EDTA, 1% SDS) and 0.3  $\mu$ g/ $\mu$ L proteinase K (final concentration). The inputs are incubated overnight at 65°C. The rest of the sonicated solution is mixed with antibody and incubated overnight at 4°C on a rotating wheel. The antibodies used are: 1  $\mu$ L of rabbit anti-HA antibody (ab9110, Abcam) or rabbit anti H2AK119Ub1 antibody (cell signaling, 8240). After antibody reaction, 20  $\mu$ L of dynabeads protein G (Invitrogen) is added and is rotated for another 6 hr at 4°C. The bead antibody conjugates are sequentially washed with buffer I, buffer II (50 mM HEPES at pH 7.8, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM DTT, protease inhibitors), buffer III (20 mM Tris-HCl at pH 8.0, 1 mM EDTA, 250 mM LiCl, 0.5% NP40, 0.5% sodium deoxycholate,

How the deposited data were processed for this re-analysis (not part of the article)

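The re-analysis used the processed files of 44 samples: 36 of Xenopus oocytes that had received mouse nuclei and 8 of mouse 2-cell embryos. The oocyte samples comprised ES-NT, MEF-NT and MEF-NT without BrUTP, 11 treated configurations of p53-deficient or Dnmt1N MEF-NT, and 4 conditions of the Ring1 experiment, with 2 samples each. The embryo samples comprised 3 pools of control clones, 3 of USP21 clones and 2 of fertilized embryos. Of the 48 samples that could be mapped to the study, 4 were ChIP samples without processed files, and ChIP is not analysed here.

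For the oocyte samples, the authors trimmed single reads with sickle and cutadapt, aligned them with bwa to a joined mouse (mm9) and X. laevis genome, and kept reads assigned to mouse. For the embryos they aligned with TopHat to mm9. Reads were counted over the exons of mm9 RefSeq transcripts. The authors then divided by the total of reads and by the transcript length, so that every one of the 44 deposited files holds RPKM and none holds counts. Each file has 25651 rows, of which 25650 are mouse transcripts and 1 is GFP, and 1181 transcripts were above 0 in no sample. The authors called differential expression from counts with edgeR, with a minimum of counts relative to the total in all samples of one type and an FDR below 0.05. That test needs counts. With RPKM it was replaced by limma, and calls here are therefore made with another test than the paper's.

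Values were transformed to log2(RPKM + 1). In each comparison, transcripts with RPKM above 1 in all samples of at least one of the 2 groups were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with a fit of the 2 groups compared and no block. Adjusted p values are Benjamini-Hochberg, with a threshold of 0.05. For embryos, a log2 fold change above 1 in size was required too, as in the paper. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. A transcript was resistant in MEF-NT when lower than in ES-NT, and still resistant in a treated configuration when lower there as well. Failing the filter counted as no longer resistant. Neutral, insensitive, synergistic and adverse classes followed the definitions in the paper. Mean changes of the 537 transcripts listed in Table S4 were taken within pairs of the same replicate number. Symbols and lists came from the paper's tables, and coordinates are those of mm9.

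Total reads per sample were derived from the smallest steps between RPKM values, which gave the ratios between samples and the lengths of 24470 transcripts, with the total of MEF-NT replicate 1 in Table S1 (3583589 reads) as the reference. For 2516 transcripts a length could also be taken from the paper's tables, and it was the same in 100%. Samples without BrUTP held 18832 and 79251 reads, the other oocyte samples between 972642 and 7249132, and the embryo samples between 12874227 and 31327497. On a transcript of 1 kb, 1 read was worth 53.1 and 12.6 RPKM without BrUTP, 1.03 and 0.988 RPKM in ES-NT, and at most 0.0777 RPKM in embryos. Values below these are not resolved. Reads of GFP took up to 47.7% of a library, which lowers the RPKM of all other transcripts in it.

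The test was tried on simulated data, with 200 changed transcripts in each of 10 draws. With an equal spread on the log2 scale, a log2 change of 2 was recovered for 99.3% to 99.5% of them in the 3 designs tried. With reads drawn at the depth of each sample, the recovered share of log2 changes of 2 was 1.25% for MEF-NT against ES-NT, 32.6% for USP21 in the Ring1 experiment and 85.2% for control clones against fertilized embryos. For log2 changes of 4 it was 82.8%, 99.2% and 100%. The spread of the simulated reads was a fixed setting and was not fitted to these libraries. With no change put in, 35.8, 31.9 and 6.2 transcripts were called on average, between 2 and 59 in a draw. A count of calls of this size or below can therefore arise without any change, which applies to the calls of the Ring1 experiment.

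The main design, the rule for genes named in the text and most alternatives were written before the processed files arrived. The alternatives were a pseudocount of 0.1, no filter, RPKM rescaled by the median of ratios, the replicate number as a block, all groups of an experiment in one fit, each sample left out in turn, and the paper's list of resistant transcripts in place of the calls made here. The other 3 were added after it was seen that the main fits called few or no transcripts: the paper's list with the replicate block, the paper's list with a mean log2 difference to ES-NT below -1, and top-ranked sets of 165, 79 and 73 transcripts in the Ring1 experiment. Later still, the first 2 of these were also restricted to the listed transcripts that the same rule calls in control MEF-NT (336 with the block and 433 by the mean difference), because a transcript not called there cannot lose resistance. The overlap of the top-ranked sets was also tested over the transcripts tested in either comparison, again after the values were seen, because most of a set was not tested in the other comparison. For the block, the pairing was taken from the labels. Deviations from the group means of samples with the same number correlated at a mean r of 0.0752 (ES-NT and MEF-NT), 0.0920 (all 12 configurations), 0.159 (Ring1) and 0.0145 (embryos).

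Named genes were, by the rule, those the paper names with an RNA-seq or qRT-PCR value or as an expressed or deleted factor, and in each comparison the 3 transcripts per direction with the smallest p among those past the threshold with every sample on the same side of every sample of the other group. After the values were seen, the first part was restricted to comparisons in which the gene is measured or changed by design. The change of expressed factors in other comparisons was left out. In 2 of the tests in the closing section, how a value was read was tightened after it was seen, once for the overlap with separate controls and once for the shared replicate differences. A further 2 tests used the paper's list with the replicate block or with a mean log2 difference, because the main fits gave no calls. The mean change of transcripts past the FDR threshold after USP21 could not be calculated, because there were none. Gene functions, gene clustering as in the paper's figures, ChIP and the experiments with dCas9 were left out.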

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

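Reads of GFP appeared in 2 embryo libraries, although no GFP plasmid was used for embryos: 156 reads in control clone replicate 1 and 204 reads in USP21 clone replicate 3, against 0 or 1 in the other 6. They were flagged as a signal in data the paper does not report on. The explanation tested was reads from oocyte libraries sequenced in the same lane (contamination). The libraries with more than 10 GFP reads were exactly the 2 of 8 with lane number 6, a number that oocyte libraries with much GFP also carry. Oocyte libraries with lane numbers 7 and 8 also held much GFP, for example 33.0% in ES-NT replicate 2 (lane 7) and 47.7% in MEF-NT replicate 1 (lane 8). Embryo libraries with those numbers had 0 or 1 GFP reads. Whether the reads came from oocyte libraries is therefore open. The prediction on lane number 6 was written after the GFP reads were seen. The lane number alone does not show that the libraries shared a run. GFP was 7.22 and 8.24 RPKM in these 2 libraries. How many mouse reads came with it was not measured. No biological explanation was tested, as the design gives none for GFP in embryos.

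Transcripts of factors that were not injected were above the flag in 3 libraries of Dnmt1N MEF-NT, all of replicate 1, and Kdm4d was raised below it in both libraries of USP21 on MEF chromatin. Usp21 had 318.501 RPKM with Kdm6b, Kdm6b had 316.95 RPKM with Kdm4d, and Kdm6b had 822.276 RPKM with USP21. The flag was a value more than 5 times that in any control without a modifier, the highest of which were 29.6 RPKM for Usp21 and 45.5 for Kdm6b. Libraries in which the factor was injected had 875 to 1745 RPKM of Usp21 and 1731 to 3571 of Kdm6b. A mixed sample could give such values. If libraries of replicate 1 shared reads or mRNA, the differences between replicates should be alike in the 2 libraries concerned. For Dnmt1N MEF-NT with Kdm6b and with USP21, these differences correlated across transcripts at 0.360774, the highest of 15 pairs of Dnmt1N configurations. The next pair reached 0.359521 and the lowest 0.199. This margin is too small to tell a mixed sample from variation shared by all libraries of replicate 1, and the prediction was written after the signal was seen. Induction of the mouse genes Usp21 and Kdm6b in the nuclei by the treatments, a biological explanation, was not tested. The single-treatment values of these 3 libraries therefore carry the doubt that a second factor was present. The flag of 5 times is too high for Kdm4d, which reached only 3.69 to 8.47 times the highest control (3.33 RPKM) where it was injected. The injected Kdm4d was human and reads were assigned to mouse transcripts, so this signal does not measure the amount delivered. In both replicates of USP21 on MEF chromatin, where it was not injected, Kdm4d had 11.2 and 10.5 RPKM, or 3.35 and 3.17 times the highest control, against 12.3 to 28.2 RPKM where it was injected. With USP21 and Kdm6b it had 2.02 and 2.30 RPKM, and with USP21 in Dnmt1N MEF-NT 0.296 and 3.09. In the Ring1 MEF-NT control, of another cell line and experiment, Kdm4d had 7.54 and 15.0 RPKM with no modifier injected. Values of this size can thus occur without injected Kdm4d. Whether the same doubt applies to the values of USP21 alone on MEF chromatin is therefore open, and the source of this signal was not tested.

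No group had 4 or more samples, so no sample was tested for lying far from its group.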

How the results depend on the processing

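Of 92 results with alternatives, 20 were unchanged under every one, where a count is unchanged within 1.5 times of the main one, a value within 1 SD, and a fold change on the same side of the threshold. They are the number and percentage of similarly expressed transcripts, the 0 transcripts up with both USP21 and the XlRing1b mutant, both overlaps of top-ranked transcripts, the correlation between samples with and without BrUTP (0.277 to 0.385), and the fold changes of 14 genes: Prdm13, Rbm46, Myc (NM_001177354), Gadd45a, Sox3, Tgfb3, Tpt1, Hoxa7, Jun, Sox9, Dppa4, Sox21, Ring1 and Rnf2. An overlap with an empty set is 0 whatever the setting, and several of these genes were below the threshold throughout. Similarly expressed transcripts were 93.4% or more of those tested in every setting. This percentage therefore barely registers how many transcripts were called, and the counts of resistant transcripts themselves moved.

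In the comparison of MEF-NT with ES-NT, no transcript was resistant in the main fit. A pseudocount of 0.1, which enlarges differences from 0, gave 256 resistant in MEF-NT and 289 in ES-NT. The replicate block, paired by the labels (r of 0.0752), gave 479 and 454. All groups in one fit, which estimates the spread from more samples, gave 105 and 20. Leaving out 1 sample in turn gave from 27 to 767 in MEF-NT and from 8 to 952 in ES-NT.

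Counts still resistant were 0 in every main fit and are listed in the order Kdm4d, Kdm6b, USP21, USP21 with Kdm6b, all 3 enzymes, Dnmt1N alone, then Dnmt1N with the same 5. With a pseudocount of 0.1 they were 71, 0, 114, 72, 55, 130, 108, 107, 85, 85 and 91. With the replicate block (mean r of 0.0920) they were 47, 206, 197, 1.2e2 (rounded), 98, 282, 182, 85, 179, 85 and 228. All groups in one fit gave 86, 90, 96, 77, 72, 96, 93, 87, 92, 86 and 87. The paper's list without a block gave 0 except for Dnmt1N with Kdm6b (4), with USP21 and Kdm6b (3) and with all 3 enzymes (1). Among settings added after seeing the values, the paper's list with the replicate block gave 36, 172, 159, 95, 72, 252, 150, 77, 172, 75 and 192, and a mean log2 difference below -1 gave 382, 394, 380, 371, 330, 399, 396, 391, 383, 371 and 368. Restricted to transcripts called in control MEF-NT, also added, the first gave 36, 156, 145, 92, 70, 217, 139, 73, 154, 70 and 176, and the second changed only the last value, to 367. The 0 for Kdm6b with a pseudocount of 0.1 comes from a fit without any call. Leaving out 1 sample in turn gave from 0 to 283 (Kdm6b), 0 to 383 (USP21), 0 to 1 (USP21 with Kdm6b, and all 3 enzymes), 0 to 475 (Dnmt1N), 0 to 338 (Dnmt1N with Kdm4d), 0 to 331 (with Kdm6b), 0 to 277 (with USP21 and Kdm6b) and 0 to 334 (with all 3 enzymes). The wide range with 1 ES-NT sample may come from the spread, which the fit then estimates from a single pair. The values for 1 sample left out, from 0 to 475, show that these counts measure the spread as well as the treatment.

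Signature counts were 0 in the main fits too. For loss in none of the 4 single treatments they were 35 (replicate block), 73 (all groups), 31 (added: the paper's list and block) and 321 (added: mean difference). Loss in all 4 was 87 (pseudocount 0.1), 133 (block), 2 (all groups), 537 (the paper's list), 236 and 110 (the 2 added settings), 80 and 6 (the same, restricted to transcripts called in control MEF-NT), and from 27 to 209 with 1 sample left out. Resistance in all 12 configurations was 17 (block), 52 (all groups), 17 and 262 (added). Distinct signatures numbered 130 (pseudocount 0.1), 173 (block), 44 (all groups), 4 (the paper's list), 145 and 110 (added), 137 and 109 (restricted), and from 3 to 114 with 1 sample left out. Synergistic transcripts for USP21 and Kdm6b were 58 (block), 15 (all groups), 47 and 21 (added), 43 and 21 (restricted), and from 0 to 197. Adverse ones with Dnmt1N were 59, 107 and 29 for Kdm4d, Kdm6b and USP21 (pseudocount 0.1), 142, 18 and 57 (block), 14, 8 and 7 (all groups), 4 for Kdm6b (the paper's list), 118, 17 and 59 (added: the paper's list and block), 107, 15 and 47 (the same, restricted), and 49, 31 and 43 (added: mean difference, restricted or not). With 1 sample left out, they ranged from 0 to 338 for Kdm4d and from 1 to 276 for Kdm6b. The 107 for Kdm6b with a pseudocount of 0.1 and the highest values with 1 sample left out (197, 338 and 276) come from fits of 1 treatment without any call, which fixes the class of every transcript, and they measure no effect of a combination. For loss in all 4, the 87 and the values from 27 to 209 also rest on such fits.

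Mean changes of the resistant transcripts rose with a pseudocount of 0.1, which stretches the scale near 0, where most of these transcripts lie in MEF-NT. In the order above they were 1.289, 1.047, 1.155, 1.690, 2.051, 0.706, 1.021, 1.250, 1.396, 1.540 and 1.471. Median-of-ratios scaling moved 2 of them by more than their SD, to 0.432 (Dnmt1N with Kdm4d) and 0.503 (Dnmt1N with USP21), and it moved the average over all 11 from 0.600 to 0.547. The set of transcripts resistant here was empty in the main fit and gave no value.

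In the Ring1 experiment, the main fits gave 0 transcripts up with USP21, 0 with the mutant and 2 in the KO. For USP21 the replicate block (mean r of 0.159) and all groups in one fit both gave 5. For the mutant, median-of-ratios scaling and the block gave 1, and leaving out 1 sample gave from 0 to 1. For the KO, a pseudocount of 0.1, no filter and the block gave 0, all groups gave 1, and leaving out 1 sample gave from 0 to 2. All groups also gave 1 transcript up with USP21 and in the KO. The mean change of the transcripts most raised by USP21, a result chosen after seeing the values, was 0.0381 in the KO and 0.0841 with the mutant for the set from the MEF-NT experiment, and 1.672 and 1.828 with a pseudocount of 0.1.

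For embryos, no filter and the replicate block (r of 0.0145) gave 0 for all 7 counts. The first adds many transcripts with few reads to the adjustment, and the second uses up degrees of freedom with 2 fertilized samples. In USP21 clones, a pseudocount of 0.1 gave 78 down and 132 up, and all groups in one fit gave 68 and 145. Median-of-ratios scaling gave 35 down. In both clones, the numbers were 40 and 51 (pseudocount 0.1), 65 and 113 (all groups), and 23 down (median of ratios). The direct comparison gave 4 with a pseudocount of 0.1. With 1 sample left out, control clones had from 0 to 609 down and from 0 to 140 up, USP21 clones from 0 to 464 and from 0 to 57, both clones from 0 to 274 and from 0 to 20, and the direct comparison from 2 to 20.

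Other rows, on single genes, changed as follows: 87 weaker, 16 stronger and 11 moved, and no row was reversed. Of the comparisons simulated, that of MEF-NT with ES-NT (972642 and 1012013 reads) had the lowest recovery. At the depth of its samples the test recovered 1.25% of log2 changes of 2. The 0 calls of the main fits therefore leave changes of that size open. Larger ones are not excluded either, as Trap1a and Otx2, with log2 fold changes of -4.41 and -4.42, were not called. In the Ring1 experiment the share was 32.6%, and in embryos 85.2%. The samples without BrUTP resolve no value below 12.6 RPKM on a transcript of 1 kb.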

Differences from the paper's values

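In the comparison of MEF-NT with ES-NT, the paper gives 538 genes resistant in MEF-NT and 424 in ES-NT, and the main fit gave 0 and 0. For ES-NT replicate 2 the paper lists a total of 3203115 reads, against 1012013 behind the values used here. Only 14.5% of the values compared were identical. ES-NT enters every resistance comparison, so part of this gap and of those for the treated configurations may come from these different values. Of the alternatives set before the files arrived, the replicate block (479 and 454, pairing from the labels) came within 1.5 times of both, a pseudocount of 0.1 (289) of the second only, and leaving out ES-NT replicate 1 (767) or replicate 2 (692) of the first only. No filter, median-of-ratios scaling, all groups in one fit, a pseudocount of 0.1 for the first and the other samples left out did not.

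For the transcripts still resistant, the paper's text gives 166 with Kdm4d and 328 with loss of DNA methylation, and its Table S4 gives 206 with Kdm6b, 256 with USP21, 146 with USP21 and Kdm6b, 111 with all 3 enzymes, and in Dnmt1N MEF-NT 257 with Kdm4d, 274 with Kdm6b, 248 with USP21, 223 with USP21 and Kdm6b, and 203 with all 3. The main value here was 0 for each. Set before the files arrived, the replicate block reached within 1.5 times for loss of DNA methylation (282), Kdm6b (206), USP21 (197), USP21 with Kdm6b (1.2e2, rounded) and all 3 enzymes (98), and in Dnmt1N MEF-NT for Kdm4d (182), USP21 (179) and all 3 enzymes (228). Leaving out ES-NT replicate 1 did so for loss of DNA methylation (475), Kdm6b (283) and USP21 (383), and in Dnmt1N MEF-NT for Kdm4d (338), Kdm6b (331) and USP21 with Kdm6b (277). Leaving out ES-NT replicate 2 did so for loss of DNA methylation (405) and USP21 (334), and in Dnmt1N MEF-NT for Kdm4d (308), Kdm6b (276), USP21 with Kdm6b (229) and all 3 enzymes (279). None of the other alternatives set before closed any of these gaps, and none at all closed that for Kdm4d on MEF chromatin. The paper's list with the replicate block, chosen after seeing the values, came within 1.5 times for loss of DNA methylation (252), Kdm6b (172), and in Dnmt1N MEF-NT USP21 (172) and all 3 enzymes (192). A mean log2 difference below -1, also chosen after seeing the values, did for loss of DNA methylation (399), USP21 (380) and Kdm6b in Dnmt1N MEF-NT (391), with the same values when restricted to transcripts called in control MEF-NT. The paper's list with the block, restricted in that way and chosen after seeing the values, did for Kdm6b (156) and all 3 enzymes in Dnmt1N MEF-NT (176).

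The paper's signature counts are 93 genes unaffected by any of 4 treatments, 123 affected by all 4, 47 resistant throughout, 232 signatures, 54 synergistic genes for USP21 with Kdm6b, and in Table S4 137, 133 and 85 adverse ones for Kdm4d, Kdm6b and USP21 with loss of DNA methylation. All were 0 in the main fits. Among alternatives set before the files arrived, all groups in one fit came within 1.5 times for none of 4 (73) and resistant throughout (52). The replicate block did for all 4 (133), signatures (173), synergistic (58), adverse with Kdm4d (142) and adverse with USP21 (57). A pseudocount of 0.1 did for all 4 (87) and adverse with Kdm6b (107), and leaving out ES-NT replicate 1 did for all 4 (169) and adverse with Kdm6b (182). In the fits with a pseudocount of 0.1 the Kdm6b fit, and without ES-NT replicate 1 the Kdm4d fit, called no transcript lower than in ES-NT, which fixes part of these values. The others set before the files arrived did not. The paper's list with the replicate block, chosen after seeing the values, did for synergistic (47) and adverse with Kdm4d (118) and USP21 (59), and restricted to transcripts called in control MEF-NT, also chosen after seeing the values, for synergistic (43) and adverse with Kdm4d (107). A mean log2 difference below -1, chosen after seeing the values, did for all 4 (110), but gave 6 when restricted to transcripts called in control MEF-NT.

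In the Ring1 experiment, the paper gives 165 genes up with USP21, 73 with the XlRing1b mutant and 79 in the KO, with 22 and 13 shared with USP21 for the KO and the mutant. The main fits gave 0, 0 and 2, with 0 and 0 shared. None of the alternatives set before the files arrived closed these gaps. Top-ranked sets of the paper's sizes, chosen after seeing the values, shared 12 transcripts between USP21 and the mutant, within 1.5 times of the paper's 13, and 9 between USP21 and the KO, which is not.

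For the embryos, the paper gives 577 down and 755 up in control clones, and the main fit gave 246 and 366. For USP21 clones the paper gives 293 and 490, against 23 and 33, and for both clones Table S6 gives 187 and 277, against 14 and 19. Of the alternatives set before the files arrived, leaving out fertilized embryo replicate 1 came within 1.5 times for down in control clones (548), USP21 clones (429) and both (251). Leaving out fertilized embryo replicate 2 did for down in control clones (609) and both (274), and all groups in one fit did for up in control clones (521). The others did not, and for up in USP21 clones and up in both clones no setting did.

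Some statements on order or direction differ in part of the settings. The paper reports the combination of 3 enzymes on normally methylated chromatin as the most effective, while with the paper's list and replicate block 36 transcripts remained with Kdm4d alone, in a fit that called only 59 lower and 129 higher than in ES-NT, and 72 with the combination. The block with its own transcripts had the same order (47 and 98). The paper's order was found with a pseudocount of 0.1 (71 and 55), all groups in one fit (86 and 72) and a mean log2 difference below -1, chosen after seeing the values (382 and 330). The paper also reports more resistant genes in MEF-NT than in ES-NT. The opposite order came with a pseudocount of 0.1 (256 against 289) and with a MEF-NT sample left out (36 against 952, and 27 against 660), while the replicate block (479 against 454), all groups in one fit (105 against 20) and leaving out an ES-NT sample (767 against 12, and 692 against 8) gave the paper's. The clustering is described as setting samples without BrUTP apart from those with it. Here the first division set only 1 of the 2 samples without BrUTP apart, and 3 branches separated both from those with it. A larger reduction is reported for down than for up genes in USP21 clones, and here the reductions were 90.7% and 91.0%. Down fell less than up also with a pseudocount of 0.1, median-of-ratios scaling or a fertilized sample left out, and more with all groups in one fit (75.6% and 72.2%).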

Other observations

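The fall in the number of resistant transcripts after treatment was weighed against selection of these transcripts in the same control samples. When the 537 transcripts furthest below ES-NT were picked in replicate 1 alone, they lay at -4.41, and in replicate 2 of untreated control MEF-NT they had risen by 3.77. In the 11 treated replicate 2 samples they had risen by 3.15 to 4.67. The untreated rise divided by the mean treated rise was 0.994976. Picked in replicate 2 and measured in replicate 1, the untreated rise was 3.32 and the treated ones 3.04 to 3.37. For transcripts picked in this way, regression toward the mean could account for about as much rise as the treatments. The paper's 537 transcripts were called with both replicates, and the size of the effect for such a list was not measured. Both replicates of every configuration were above the control, but that control also entered the choice of the list.

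A second set of untreated MEF samples was also compared with ES-NT. In the untreated Ring1 control, 386 of the 537 transcripts had a mean log2 difference below -1, against 433 in control MEF-NT and a median of 382 in the treated configurations. The Ring1 MEFs differ in genotype from the p53-deficient MEFs and were transplanted in another experiment, so the 386 do not tell whether a second set of samples loses calls without a treatment. Their mean log2(RPKM + 1) over the 537 transcripts was 1.04 ± 0.14 (SD, n = 2), against 0.745 ± 0.269 in control MEF-NT.

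Reads of GFP were weighed as a source of the rise in mean expression. After median-of-ratios scaling, which sets aside a single dominant transcript, the rise averaged over 11 configurations was 0.911416 times that with the RPKM of the files, so the reads of GFP are not its source. Depth was weighed for the counts still resistant. Across the 11 configurations, Spearman's rho between total reads and the count (the paper's list and replicate block, pairing from the labels) was -0.0592257, with a permutation p of 0.864 (adjusted 0.974 over 3 relations). Pearson's r was 0.017 and became -0.394 without the 2 farthest points. Lanes were not compared within themselves, since most replicate 1 libraries were merged from several. Depth was weighed for the clustering by BrUTP as well. Control MEF-NT reads thinned to the depth of the samples without BrUTP still correlated with the other replicate by 0.260605 more than the samples without BrUTP did (20 draws each). Low depth alone therefore leaves that difference open to other sources, among them the RNA captured without label.

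Both comparisons in the overlap of the Ring1 experiment use the same 2 control samples. With 1 control sample for USP21 and the other for the KO, the top-ranked lists shared 1 transcript in either direction, with a mean odds ratio of 2.7834 (Fisher's exact p of 0.307 and 0.310), against 185 with shared controls, both over transcripts tested in both comparisons. Over transcripts tested in either comparison, a background added after seeing these values, the odds ratio was 1.25 in both directions, against 11.3 with shared controls. For the mutant, 2 and 1 were shared (p of 0.0408 and 0.255, or 0.169 and 0.526 over transcripts tested in either). A ratio above 1 with 1 shared transcript cannot be told apart from no overlap. Shared controls may also account for the mean rise of the transcripts most raised by USP21. With the same control sample for picking and for measuring, they rose by 1.34 more than other transcripts in the KO and with the mutant. With separate control samples the difference was -0.134 on average (from -0.463 to 0.158), or -0.0996593 times the former. This prediction was written after the rise was seen. A single control sample gives a weaker choice of transcripts than 2, so the test does not exclude a smaller rise. The 165 transcripts most raised by USP21 in the 2 experiments shared 5.

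In the embryos, a larger spread among USP21 clones was weighed for the lower number of calls. With 1 estimate of the spread for all groups, control clones had 3.75587 times as many calls as USP21 clones, against 10.9 times in the main fits, where each comparison has its own estimate. The ratio did not fall to the 1.1 predicted if the spread were the whole cause, but much of the main ratio depends on how the spread is estimated, so the spread is not excluded as part of the difference. With 1 fertilized sample left out, the ratio was 1.42 or 1.40. For the direct comparison, 1 of the 10 splits of the 6 clones, the real one, gave 8 or more transcripts, and the others gave 0 to 4. With 10 splits the share cannot fall under 0.1. The split that comes closest to the lane numbers gave 3. Selection was weighed for the shift of misregulated transcripts toward fertilized embryos. Sets of the same size picked in the USP21 clones lay closer to fertilized embryos in the control clones, at 0.846679 times the shift (-1.97 ± 0.13 against -2.21 ± 0.07 for lower and 1.85 ± 0.07 against 2.31 ± 0.08 for higher transcripts; SD, n = 3 each). For the sets picked in control clones, the ratios were 0.687 and 0.682. Part of the shift may thus come from the choice of transcripts, and the difference between the ratios was not tested.

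The predictions for the GFP reads, the factors that were not injected and the separate controls in the mean rise were written after the result was seen, and the others before. No pattern here is called biological, since for each at least 1 technical explanation remains or was not tested. RPKM in Table S1 was identical to the files for all ES-NT and MEF-NT samples except ES-NT replicate 2, where it was in 14.5% of 3062 transcripts and the table gives a total of 3203115 reads against the 1012013 derived here. In Table S6, 5.30% to 9.15% of the embryo values were identical, with a median ratio of table to file of 1.17 to 1.24.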
